# Chronic alcohol metabolism results in DNA repair infidelity and cell cycle‐induced senescence in neurons

**DOI:** 10.1111/acel.13772

**Published:** 2023-01-23

**Authors:** Jacquelyne Ka‐Li Sun, Deng Wu, Genper Chi‐Ngai Wong, Tsun‐Ming Lau, Meigui Yang, Ronald P. Hart, Kin‐Ming Kwan, Ho Yin Edwin Chan, Hei‐Man Chow

**Keywords:** 1‐carbon metabolism, cell cycle re‐entry, chronic alcohol use, DNA damage response, metabolic reprogramming, neuronal senescence

## Abstract

Chronic binge‐like drinking is a risk factor for age‐related dementia, however, the lasting and irreversible effect of alcohol on the brain remains elusive. Transcriptomic changes in brain cortices revealed pro‐ageing hallmarks upon chronic ethanol exposure and these changes predominantly occur in neurons. The changes are attributed to a prioritized ethyl alcohol oxidation in these cells via the NADPH‐dependent cytochrome pathway. This hijacks the folate metabolism of the 1‐carbon network which supports the pathway choice of DNA repair via the non‐cell cycle‐dependent mismatch repair networks. The lost‐in‐function of such results in the de‐inactivation of the less preferred cell cycle‐dependent homologous recombination (HR) repair, forcing these post‐mitotic cells to re‐engage in a cell cycle‐like process. However, mature neurons are post‐mitotic. Therefore, instead of successfully completing a full round of cell cycle which is necessary for the completion of HR‐mediated repair; these cells are arrested at checkpoints. The resulting persistence of repair intermediates induces and promotes the nuclear accumulation of p21 and cyclin B—a trigger for permanent cell cycle exits and irreversible senescence response. Supplementation of bioactive 5‐methyl tetrahydrofolate simultaneously at times with ethyl alcohol exposure supports the fidelity of the 1‐carbon network and hence the activity of the mismatch repair. This prevents aberrant and irreversible cell cycle re‐entry and senescence events of neurons. Together, our findings offer a direct connection between binge‐drinking behaviour and its irreversible impact on the brain, which makes it a potential risk factor for dementia.

## 1 INTRODUCTION

Over the last few decades, human life expectancy has tremendously increased, resulting in new healthcare challenges and emerging needs to understand the physiological changes behind ageing. Overall, age is the greatest risk factor for dementia (Guerreiro & Bras, 2015), and it is suggested that 40% of the cases worldwide could be prevented by modifying lifestyle risk factors that accelerate body physiological ageing (Livingston et al., 2020). According to the recent recommendations from the Lancet Commission on Dementia Prevention, Intervention and Care, excessive alcohol consumption is now a recognized risk factor for dementia (Livingston et al., 2020). A 10‐year longitudinal study reveals that the absolute alcohol quantity consumed is positively associated with accelerated cognitive and memory decline in midlife even when drinking starts in adolescence (Sabia et al., 2014). Whilst these epidemiological observations are clear, the molecular mechanism of how ethyl alcohol leads to irreversible and persistent changes in brain cells that last even after alcohol abstinence remains poorly understood.

In this study, we report that chronic binge‐like drinking results in global brain transcriptome changes, activating a network of pathways associated with DNA damage‐driven senescence. Further analyses indicate that cortical neurons suffer greatly from the metabolic reprogramming effect induced by the prioritized ethyl alcohol metabolism, which the latter cross‐talks with the choice of DNA repair and cell cycle machinery. The incomplete repair of lesions in these cells via a decision towards a cell cycle‐dependent repair pathway triggers a permanent cell cycle arrest response and cellular senescence. Such changes are unlikely reversible, contributing to lasting impairments in both cognitive and memory functions.

## 2 RESULTS

### 2.1 Chronic binge‐like drinking is associated with lasting cognitive and memory impairments

To interrogate if the observations from the human populational studies can be mimicked by a well‐controlled laboratory model, two‐bottle choice (2BC)‐drinking in the dark (DID) paradigm that examines the binge‐drinking effect was adopted (Sprow & Thiele, 2012; Thiele & Navarro, 2014). Briefly, adolescent P30 mice were given intermittent access to 20% alcohol (v/v) every night for 35 days (5 weeks). Their behavioural changes were either immediately compared with the controls (Figure 1a, Arm #1); or evaluated after being abstinent from drinking for an additional 14 days to investigate if any behavioural changes immediately observed would last (Figure 1a, Arm #2). Alcohol consumption in both cohorts gradually increased with the number of drinking days engaged, with a mean consumption ranging around 13.04–14.03 g/kg during the first day and escalating to 17.56–17.62 g/kg on the last day of the treatment paradigm (Figure 1b). For alcohol preference, the record ranged from 61.21% to 63.59% on day one and escalated to around 74.62%–75.16% on the last day (Figure 1c). On average, the mean blood alcohol concentration (BACs) of these animals reached 77.25 ± 2.681 mg/dl at 3 h into the dark cycle when the drinking started and heightened to 150.9 ± 9.577 mg/dl at 6 h (Figure 1d), confirming that mice under this settings consumed ethyl alcohol in quantities over the threshold for defining binge‐level drinking in humans (i.e., ≥80 mg/dl) (Becker, 2013).

**FIGURE 1:**
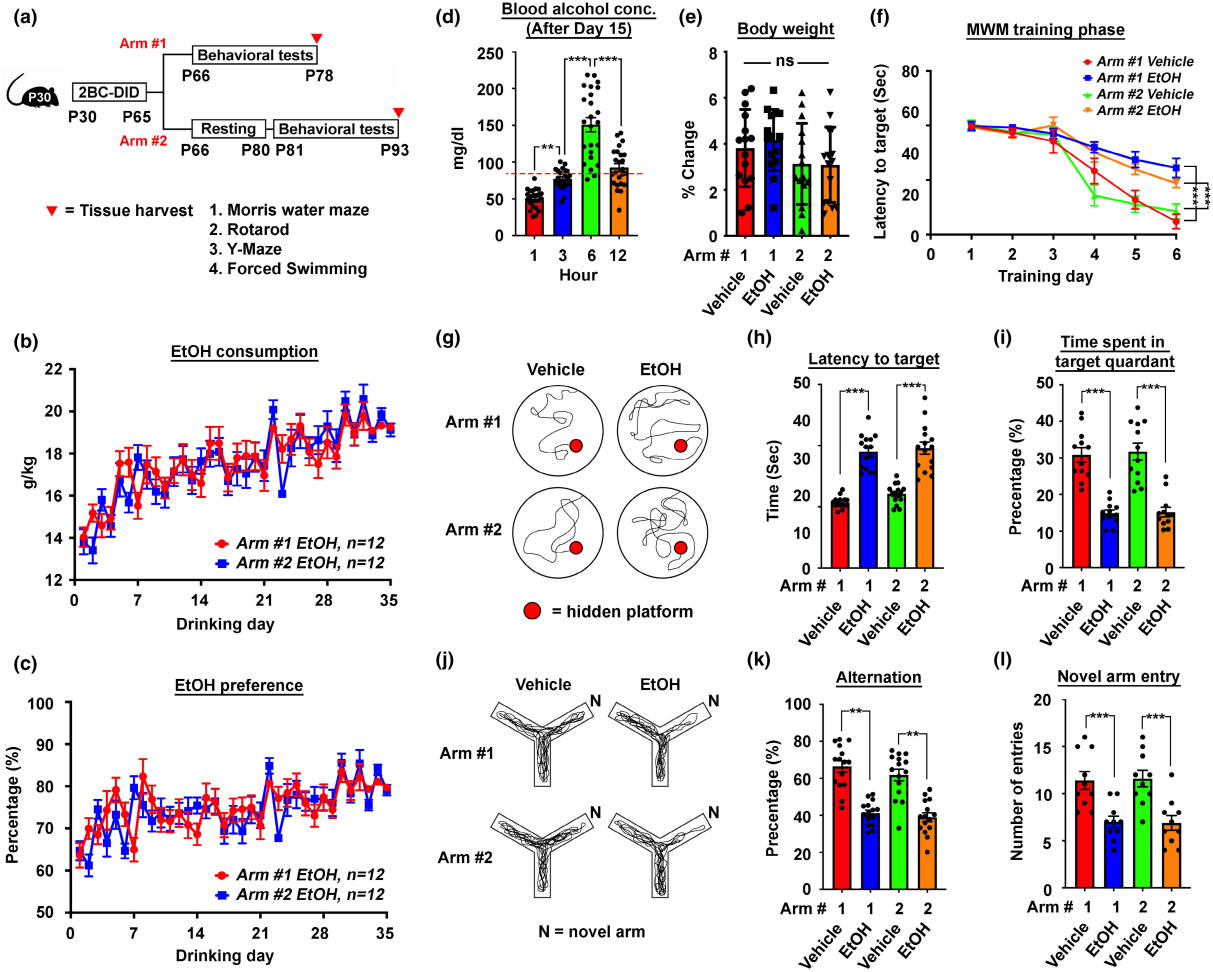
Mouse 2BC‐DID paradigm revealed lasting cognitive and memory impairments. (a) The schematic diagram illustrates the timeline of the 2BC‐DID treatment paradigm with P30 *C57BL/6* mice. Arms #1 and #2 represent two treatment arms with behavioural tests being immediately carried out right after the entire drinking program or being delated after a 14‐day resting period. (b) Ethanol consumption trends and (c) preference of mice in Arms #1 and 2 along the entire 2BC‐DID treatment paradigm (*N* = 12). (d) Blood alcohol concentration of all alcohol‐administering mice in both Arms #1 and #2 at different time points after the initiation of drinking at day 15 (*N* = 24, **p < 0.001, ***p < 0.0001, one‐way ANOVA). (e) Percentage body weight changes in mice from all arms and all treatments measured on the day after Day 35 of the drinking paradigm relative to the day before drinking treatment started (*N* = 12, ns = non‐significant, one‐way ANOVA). (f) The latency to target plot during the training phase (Day 1 to Day 6) in the Morris water maze (MWM) test (*N* = 12, ***p < 0.0001, two‐way ANOVA). (g) Representative swimming patterns of mice in different treatment arms during the MWM probe trial performed on Day 7. (h) The latency to target and (i) the time spent in target quadrant plots of the probe trial in the MWM test (*N* = 12, ***p < 0.0001, one‐way ANOVA). (j) Representative walking patterns of mice in different treatment arms in a Y‐maze paradigm. (k) The percentage of alternation and (l) the number of novel time entry was recorded and calculated (*N* = 12, **p < 0.001, ***P < 0.0001, one‐way ANOVA). Values represent the mean ± SEM.

Whilst the changes in body weight before and after the entire 35 days of alcohol administration were not significant amongst all the tested animals (Figure 1e), alcohol drinking did introduce a lasting impact on both cognitive and memory functions, the major higher‐ordered brain functions affected in dementia. Spatial learning was assessed as the latency to target and reference memory was determined by the preference for the platform area when the platform was absent in a Morris Water Maze paradigm. During the 6‐day long training phase, whilst all mice eventually became more familiar with the spatial cues and relative positions of the hidden platform, such improvements were less obvious in those that had undergone the alcohol drinking (Figure 1f). During the probe trial (Day 7), similar results were found in the time latency to the target (Figure 1g,h), as the time spent in the target quadrant became significantly less than that of the water‐drinking controls (Figure 1i). Notably, these trends were also evident in the abstinence arm (i.e., Arm #2), hinting that the impairment was somehow lasting. Apart from this, short‐term memory function was also assessed by the Y‐maze experiments. In the standard spontaneous alternation paradigm, alcohol‐administered mice revealed higher tendencies in re‐entering a recently visited arm (Figure 1k), indicating a less intact working memory and prefrontal cortical functions. In the novel arm entry paradigm, alcohol‐drinking mice again revealed poorer performances (Figure 1l), which is again evident in animals of the abstinence arm, indicating a lasting impairment in short‐term memory as well. Other brain functions, such as depressive‐like behaviour revealed by the mobility time in the forced swimming test (Figure S1a), as well as the motor coordination functions evaluated by the rotarod test (Figure S1b), both domains revealed no obvious differences amongst all the groups, suggested that the lasting impairment on cognitive and memory functions were unique.

### 2.2 Accumulation of senescent‐like neurons characterized by cell cycle and DNA damage response markers upon binge‐like drinking

To understand the molecular landscape underlies such irreversible behavioural changes, bulk RNA sequencing of mouse cortex tissues harvested Arm #2 animals was performed. 

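Cortex tissue of 12 mice from the abstinence arm (Arm #2) was sequenced, 7 from water-drinking controls and 5 from ethanol-administered mice. In this arm, mice of 30 days of age were given a choice between water and 20% (v/v) ethanol for 12 h in the dark over 35 days (two-bottle choice drinking-in-the-dark, 2BC-DID), followed by 14 days of abstinence; the results section equates the drinking period with 5 weeks and the methods section with 7 weeks. The authors checked the DNBSEQ reads with FastQC, aligned them to the mouse genome (GRCm39) with STAR using the Gencode Release 28 annotation, counted them on genes with featureCounts and deposited the counts per gene symbol without normalization. Whether the counting used the strand of the reads, and how reads matching several genes were counted, is not described in the paper's text. For 61 gene symbols the counts were not whole numbers, for a reason the paper's text does not describe, and all counts were rounded to whole numbers before testing. Total counts ranged from 31768076 to 40690223 in the controls (median 32166774, n = 7) and from 32048723 to 42183029 in the ethanol-administered mice (median 32947641, n = 5), and between 19284 and 19921 genes had at least 1 count in each mouse. At these totals, 3 counts, taken as the floor for detection, correspond to between 0.0711 and 0.0944 CPM (counts scaled to a common library size). Counts were normalized for library size with edgeR's TMM method, whose factors lay between 0.982 and 1.02, and 16059 genes passed edgeR's expression filter. Differences between the groups were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The thresholds were those of the paper, an adjusted p-value under 0.05 and a log2 fold change above 0.5 in size. Standard errors of log2 fold changes were derived from the test statistic. Replicate libraries were not pooled, and no pair of libraries within a group differed by less than the sampling noise (lowest chi-square per degree of freedom 7.76).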

With samples of the alcohol‐ and water‐administered groups found distinct from one another (Figure 2a), a total of significantly 823 up‐ and 818 down‐regulated transcripts with |log_2_‐fold change| > 0.5 were identified (Figure 2b, Figure S2a, Table S1). 

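Of the 16059 genes tested, 674 were higher and 657 were lower in the ethanol-administered mice (edgeR quasi-likelihood test, adjusted p under 0.05, log2 fold change above 0.5 in size, 5 against 7 mice), 8.29% of the genes tested. Of the genes called higher, 376 had a higher value in every ethanol-administered mouse than in every control mouse, and 405 of those called lower had a lower value in every one. Over all genes tested, 778 and 797 were separated in this way, where chance gives 0.253% of genes, or about 40.6. The gene with the smallest p-value was Gm2115, with 57.3 ± 5.27 CPM (SD, n = 5) in the ethanol-administered and 13.3 ± 1.26 CPM (SD, n = 7) in the control mice, a log2 fold change of 2.11 (standard error 0.07, adjusted p = 1.25e-11 from edgeR's quasi-likelihood test). Gpr161, on chromosome 1 of GRCm39 from 165108568 to 165154316, rose from 7.86 ± 1.38 (SD, n = 7) to 43.4 ± 2.85 CPM (SD, n = 5), a log2 fold change of 2.46 (standard error 0.10, edgeR adjusted p = 5.16e-11). Rxfp1, Adcy8 and Fibcd1 followed among the genes called higher, with log2 fold changes of 1.68, 1.14 and 2.62. Among the genes called lower, the smallest p-value was that of Serpina9, on chromosome 12 from 103961002 to 103980062. It had 12.6 ± 3.93 CPM (SD, n = 7) in the control mice and 0.0913 ± 0.0295 CPM (SD, n = 5) in the ethanol-administered mice, a level close to the floor of 3 counts. The dopamine receptor gene Drd2, on chromosome 9 from 49251654 to 49319477, fell from 64.8 ± 19.8 (SD, n = 7) to 2.06 ± 0.664 CPM (SD, n = 5), a log2 fold change of -4.97 (standard error 0.25, edgeR adjusted p = 1.14e-09). The other 3 were Rgs9, Cd4 and Syt6, with log2 fold changes of -3.13, -4.71 and -2.06. All 10 genes kept an adjusted p under 0.05 with any one mouse left out. Of these 10, Drd2 and Rgs9 belong to a list of striatal marker genes and Fibcd1 to a list of hippocampal marker genes. A difference in the tissue dissected is thus a candidate explanation for these genes besides ethanol. Exons of other annotated genes overlap those of Gpr161, Serpina9, Rgs9, Drd2 and Syt6. With each mouse left out in turn, between 576 and 783 genes were higher and between 586 and 727 were lower. Without a minimum fold change, 1947 genes were higher and 1863 lower. The alternative that lowered these counts most was the inclusion of the scores of a striatal and a hippocampal marker list as covariates, under which 5 genes were called; those 2 scores together accounted for 96.8% of the variance of group membership.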

Amongst the significantly downregulated genes, many of them were clustered to the G‐protein‐coupled receptor (GPCR) ligand binding and signalling pathways (Figure S2b,c, Table S2), suggesting a compromised action potential and synaptic communication network in these brains (Gerber et al., 2016). 

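Receptors for amine transmitters were examined as a family, namely 35 dopamine, serotonin, adrenergic, histamine and muscarinic receptor genes, of which 33 passed the filter. Of these, 11 were called lower and 5 higher in the ethanol-administered mice (edgeR adjusted p under 0.05 and log2 fold change above 0.5 in size). The share called lower was above that of all tested genes (Fisher's exact test, one-sided, p = 4.20e-08), and so was the share called higher (p = 0.0115). The family was listed after Table S1 had been read. Amine receptors are also a leading term of the paper for genes downregulated in these same mice. Fisher's test further treats genes as independent, so these p-values are no separate evidence. Their mean log2 CPM was 2.89 ± 0.16 (SD, n = 5) in the ethanol-administered and 3.36 ± 0.14 (SD, n = 7) in the control mice, a difference of -0.47 with every ethanol-administered mouse below every control mouse (exact permutation test, two-sided, p = 0.00126, Benjamini-Hochberg adjusted over 6 pathway lists 0.00758). In limma's camera test against all other genes, the list did not pass (adjusted p = 0.155 over 25 lists). Besides Drd2, the dopamine receptor gene Drd1 (chromosome 13 from 54204872 to 54209760) fell from 67.4 ± 18.4 (SD, n = 7) to 11.6 ± 1.66 CPM (SD, n = 5), a log2 fold change of -2.54 (standard error 0.18, edgeR adjusted p = 4.37e-08). Drd3 had no counts in any ethanol-administered mouse, against 0.690 ± 0.432 CPM (SD, n = 7) in the controls. The serotonin receptor gene Htr2a (chromosome 14 from 74877344 to 74946934) fell from 57.5 ± 5.16 (SD, n = 7) to 23.3 ± 2.37 CPM (SD, n = 5), a log2 fold change of -1.30 (standard error 0.08, edgeR adjusted p = 4.11e-09). Htr1b, Htr1d, Adra1b, Adra2b, Adra2c, Hrh3 and Drd4 were also called lower, with log2 fold changes between -3.27 and -0.55, and Drd4 lost its call in 7 of the 12 fits that left out one mouse. Those called higher were Htr5b, Chrm5, Htr4, Htr7 and Hrh1, with log2 fold changes of 1.70, 1.70, 1.38, 0.60 and 0.53. Exons of other annotated genes overlap those of Htr1b, Hrh1, Hrh3 and Htr5b. Without the dopamine receptors and the members of a list of striatal marker genes, 28 receptors were left, of which 7 were called lower and 5 higher, and the difference in their mean log2 CPM was -0.16 (exact permutation p = 0.0682). This step need not remove all striatal signal. Among control mice, Htr1d, Adra2b and Adra2c were lowest in mouse 7, whose mean over the striatal list was also lowest. For Htr2a, Htr1b, Adra1b and Hrh3 this was not so. All 15 genes of the striatal marker list were called lower. From the clustering of downregulated genes in GPCR ligand binding and signalling, the paper proposes that action potentials and synaptic communication were compromised in these brains.

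**Figure D1:**
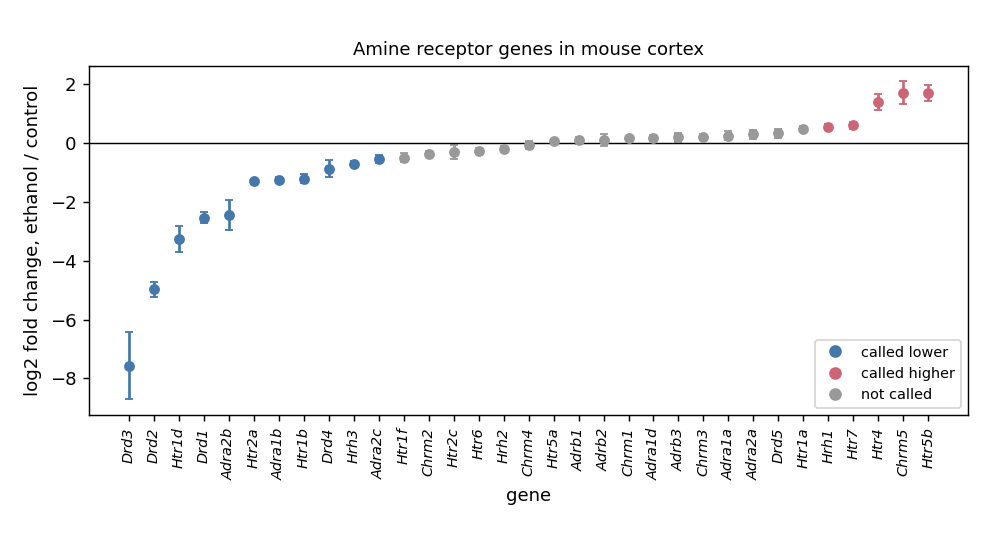
Log2 fold change (y axis, ethanol-administered over control mice) of the 33 amine receptor genes tested (x axis), sorted by value. Points are estimates of edgeR with bars of 1 standard error; 11 genes called lower are blue, 5 called higher red and the rest grey.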

Unexpectedly, upregulated genes indicated activation of a network of pathways associated with DNA damage‐related senescence, p53‐related cell cycle activation and arrest responses (Figure 2c, Table S2). 

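Table S2 as read here names no genes for the terms enriched among the upregulated genes, so the genes behind those terms were not examined. In their place, lists of cell cycle and senescence genes were written by hand, before the counts but after Table S1 had been read, and scored in each mouse as the mean log2 CPM of the listed genes that passed the filter. The p53 and G1 arrest list (14 genes, all tested) scored 2.82 ± 0.07 (SD, n = 5) in the ethanol-administered and 2.92 ± 0.06 (SD, n = 7) in the control mice, a difference of -0.10 (exact permutation test, two-sided, p = 0.0391, adjusted over 6 pathway lists 0.0587). Of its members, 1 was called higher, the cyclin gene Ccna1 on chromosome 3 of GRCm39 from 54952890 to 54963088, which rose from 0.757 ± 0.234 (SD, n = 7) to 1.37 ± 0.211 CPM (SD, n = 5), a log2 fold change of 0.85 (standard error 0.24, edgeR adjusted p = 0.0152). Another annotated gene overlaps its exons on the opposite strand. Another member was called lower, Cdkn1a, which encodes p21 and lies on chromosome 17 from 29309936 to 29319701. Cdkn1a had 12.8 ± 4.38 CPM (SD, n = 5) in the ethanol-administered and 25.7 ± 5.59 CPM (SD, n = 7) in the control mice, a log2 fold change of -1.0 (standard error 0.19, edgeR adjusted p = 0.000974). Exons of 2 annotated genes on the opposite strand overlap those of Cdkn1a. Its log2 fold change stayed between -1.21 and -0.90 with any one mouse left out, and 4 of the 5 ethanol-administered mice lay below every control mouse. Exons of other genes also overlap those of Trp53, Ccnd1, Ccnd2 and Ccnd3. For Trp53 the log2 fold change was -0.13 (standard error 0.07, edgeR adjusted p = 0.189). The cyclin D and G1 list (13 of 14 genes tested) differed by 0.01 (exact permutation p = 0.788). Among the cyclin D genes, Ccnd1 had a log2 fold change of -0.29 (edgeR adjusted p = 0.0478), Ccnd2 of 0.24 (edgeR adjusted p = 0.232) and Ccnd3 of 0.10 (edgeR adjusted p = 0.410). Ccnd1 kept an adjusted p under 0.05 in 4 of the 12 fits that left out one mouse. The senescence list (13 of 21 genes tested) differed by -0.20 (exact permutation p = 0.0139, adjusted 0.0278), with 2 genes called lower, Cdkn1a among them, and none called higher. For 17 p53 target genes the difference was -0.05 (exact permutation p = 0.381), and Cdkn1a, Pmaip1 and Phlda3 were called lower. The proliferation list (15 of 16 genes tested) differed by -0.43 (exact permutation p = 0.00253, adjusted 0.00758), with Top2a, Aurkb and Mcm5 called lower, of which Aurkb kept an adjusted p under 0.05 in 4 of the 12 fits that left out one mouse. In limma's camera test, the proliferation list was lower (adjusted p = 0.0110), while the adjusted p was 0.315 for the p53 and G1 arrest list and 0.497 for the senescence list. Camera assumed a correlation of 0.01 between genes. Splits that mixed the groups and called 0 genes passed up to 6 lists, so a pass in camera is weak evidence here. From terms enriched among upregulated genes (Figure 2c, Table S2), the paper infers activation of pathways of DNA damage-related senescence and of p53-related cell cycle activation and arrest.

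**Figure D2:**
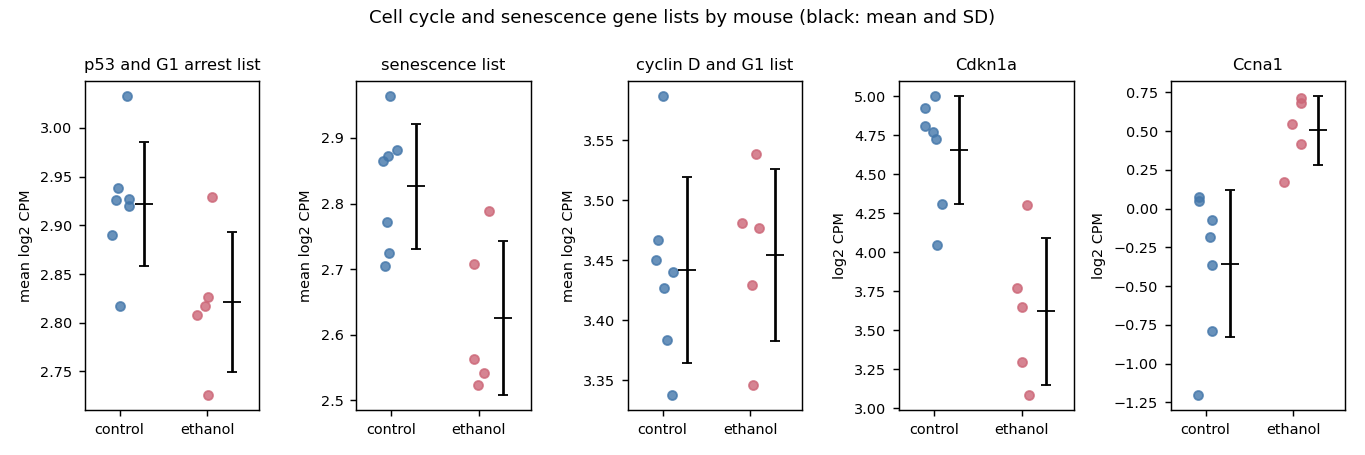
Mean log2 CPM of 3 gene lists and log2 CPM of Cdkn1a and Ccna1 (y axes) in 7 control (blue) and 5 ethanol-administered (red) mice. Each point is 1 mouse, and black bars give the mean and SD; the axes do not start at 0, and Cdkn1a is lower in the ethanol-administered mice while Ccna1 is higher.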

By further immunohistochemistry analyses with antibodies against p53, cyclin D (G1‐phase marker), PCNA (S‐phase marker), cleaved caspase‐3 (CC3, apoptotic marker) and γH2AX (DNA double‐stranded break marker), as well as histology staining of classic senescence‐associated β‐galactosidase (SA‐β‐gal), these confirmed that the changes detected at the transcriptome level were primarily enriched in non‐apoptotic neurons located at the motor‐ and somatosensory‐cortex regions of the prefrontal cortex (Figure 2d,e, Figure S2e,f). Similarly, in DIV10‐12 mouse primary cortical neurons, chronic intermittent ethanol (CIE) treatment involving daily refreshment with 20 mM ethanol (Guo et al., 2012)—a dose slightly above the NIAAA binge‐drinking definition (i.e., Blood EtOH concentration of 17.4 mM) (Chang et al., 2018)—in every 24 h to mimic a stable chronic drinking pattern was performed (Figure S2d). From there, progressive inductions in signal intensities and the proportions of neurons being double positive for MAP2 (neuronal marker) and various cell cycle markers were found (Figure 2f, Figure S3). As early as 24 h of CIE treatment, nuclear signals of cyclin D and cytoplasmic signals of p53 started to emerge, suggesting these neurons were re‐engaging in the G1 phase of the cell cycle. As treatment time prolonged, not only more neurons became positive for these signals, nuclear signals of PCNA and p53 also started to emerge (Figure 2f), hinting some neurons are re‐engaging to this S‐phase, which was supported by the Fucci‐green reporter assay (Figure S2h). As treatment time progressed further, many of these cells started exhibiting classic features of cellular senescence, including lipofuscin aggregates (Figure S2i), SA‐β‐gal signals and enlarged intracellular granules (Figure 2g). Furthermore, molecular markers of senescence, such as nuclear signals of p53 target p21^WAF1/CIP1^ (p21) (Figure 2h,i, Figure S2j,k) (Jurk et al., 2012) and cyclin B (Figure 2j, Figure S2l) (Charrier‐Savournin et al., 2004) were observed. With p21, further analyses revealed that these cells were mainly enriched in the upper cortical layer (i.e., Layer II‐IV) (Figure S4a) and with robust phospho‐Tau signals (Figure S4b)—a newly defined neuronal senescent marker (Dehkordi et al., 2021).

**FIGURE 2:**
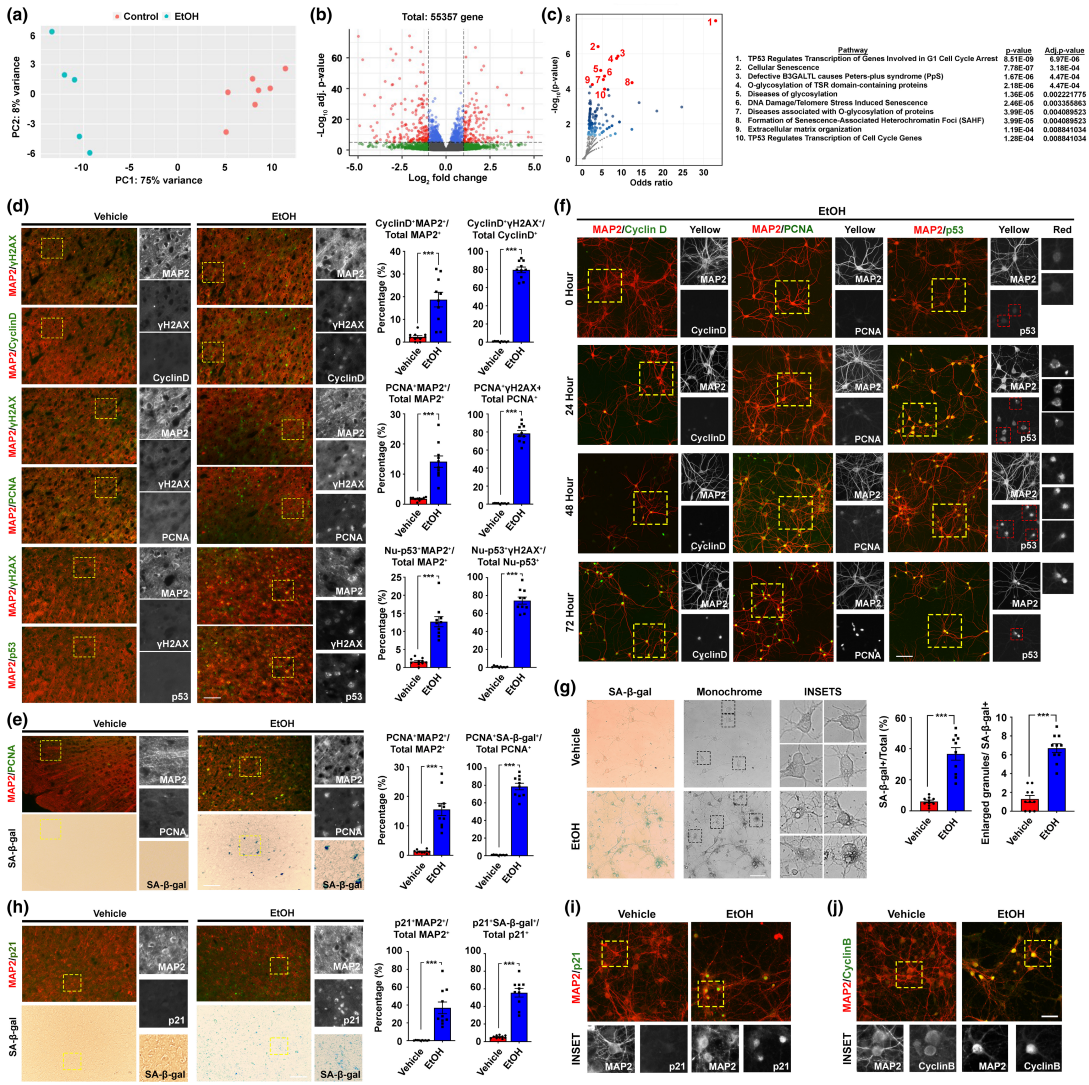
Mouse 2BC‐DID paradigm resulted in a transcriptomic profile supporting neuronal senescence. (a) Principal component plot (PCA) indicated that samples from the control and ethanol‐administered group of Arm #2 were distinctly clustered (*N* = 5–7). (b) The volcano plot indicated that 1643 transcripts were significantly different between the two groups (adjusted p‐value <0.05; Log_2_(fold change) > |0.5|). (c) With the Reactome pathway database, significantly upregulated genes were clustered, and the volcano plot indicated the odds ratio and significance of the enriched pathways. The top 10 pathways were listed. (d) Representative immunofluorescent staining images of the prefrontal cortex regions of brain samples harvested and the corresponding quantifications (*N* = 10, ***p < 0.0001, two‐tailed unpaired *t*‐test, scale bar: 200 μm). (e) Representative SA‐β‐gal and immunofluorescent staining images indicating the relationship between cellular senescence and neuronal cell cycle re‐entry in the prefrontal cortex regions (*N* = 10, ***p < 0.0001, two‐tailed unpaired *t*‐test, scale bar: 200 μm). (f) Representative immunofluorescent staining images of primary neurons subjected to ethanol for different time courses in the CIE treatment paradigm (*N* = 20, scale bar: 100 μm). (g) Representative images of SA‐β‐gal signals in primary neuronal culture subjected to CIE paradigm for 72 h (*N* = 10, ***p < 0.0001, two‐tailed unpaired *t*‐test, scale bar: 100 μm). (h) Representative SA‐β‐gal and immunofluorescent staining images indicating the relationship between SA‐β‐gal signals and other senescence markers (i.e., p21) in the prefrontal cortex region (*N* = 10, ***p < 0.0001, two‐tailed unpaired *t*‐test, scale bar: 200 μm). (i and j) Representative immunofluorescent staining images of primary neurons subjected to exposure to alcohol for 72 h in the CIE treatment paradigm for senescence markers, including nuclear p21 and cyclin B signals (*N* = 20, scale bar: 100 μm). Values represent the mean ± SEM.

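In a principal component analysis of TMM-normalized log2 CPM values (prior count 2) over the 500 most variable genes, PC1 carried 61% and PC2 9.40% of the variance. Control mice had a mean PC1 score of -17.2 ± 3.43 (SD, n = 7) and lay between -22.1 and -12.6, while ethanol-administered mice had a mean of 24.1 ± 1.39 (SD, n = 5) and lay between 22.4 and 26.0. The difference of 41.3 was not reached by any other split of the 12 mice into groups of 5 and 7 (exact permutation test, two-sided, p = 0.00126, the smallest p that these group sizes allow). The share of PC1 depended most on the genes used and fell to 42.2% over all genes passing the filter, where the groups remained apart (exact permutation p = 0.00126).

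**Figure D3:**
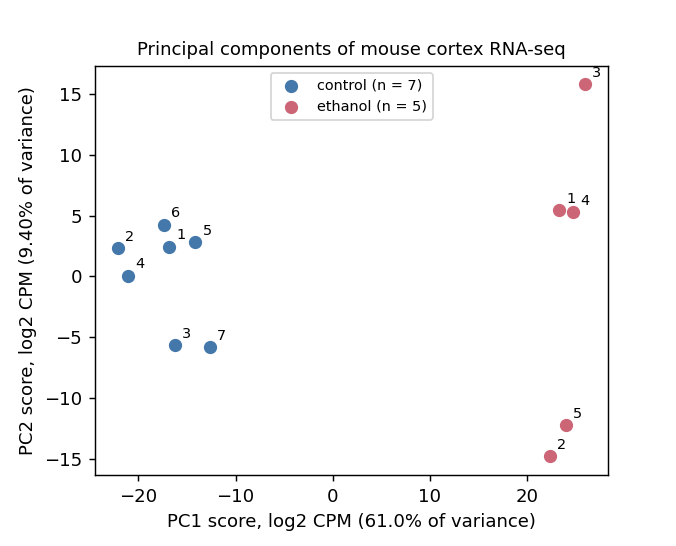
Scores of the 12 mice on PC1 (x axis) and PC2 (y axis), in units of log2 CPM, from the 500 most variable genes. Each point is 1 mouse, labelled with its replicate number; the 7 control mice (blue) lie between -22.1 and -12.6 on PC1 and the 5 ethanol-administered mice (red) between 22.4 and 26.0.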

To better compare the effect of alcohol intake per day on the brain transcriptome changes in humans, age‐matched samples from a publicly available single nucleus transcriptome dataset were selected for analysis, which contains prefrontal cortex samples isolated from 3 patients (AUD) and 3 control individuals (Figure 3a, one sample was excluded due to the much older age of the patient for >10 years) (Brenner et al., 2020). Unsupervised clustering analysis yielded 20 clusters of cells (Figure 3b). From there, clusters of the six major cell types of the brain were identified based on their specific gene expression markers (Figure 3c, Figure S4c). To investigate their cell cycle status, targeted analyses of cell cycle‐associated genes obtained from the KEGG database (hsa04110) were performed. With a limited number of excitatory neurons of other cortical layers available, Layer IV cells in Clusters 0 and 5 were ones revealed (Figure S4a, Table S3) heightened expression of various cell cycle‐associated genes, with their number even higher than that of the proliferating microglia (Cluster 10) and endothelial cells (Cluster 9) (Figure 3d, red boxes). Notably, several 14–3‐3 family genes (i.e., *YWHAZ, YWHAQ, YWHAG, YWHAH, YWHAE and YWHAB*) which ensure the mitotic (M) phase is not prematurely activated were uniquely enriched in these neuronal clusters (Brunet et al., 2002). Similarly, the expression of multiple cyclin‐dependent kinase inhibitors (i.e., *CDKN2D*, *CDKN2C* and *CDKN1B*) which mediate the initiation of cell cycle checkpoints were also found (Figure 3e). Further investigation of these clusters 0 and 5 neurons revealed that many were directly involved in a network of pathways initiating the G2/M checkpoint, including the “checkpoint kinase‐1/‐2 (Chk1/Chk2)‐mediated inactivation of Cyclin B:Cdk1 complex” to prevent M‐phase onset; “phosphorylation of early mitotic inhibitor (Emi1)” that facilitates the inactivation of G2/M‐promoting APC/C; and “G2/M DNA replication checkpoint” signalling (Figure 3f). The relative abundance of neurons in Clusters 0 and 5 trended higher in the patient group over the control, despite the number was not statistically significant probably due to the limited sample sizes (Figure 3f). Qualitatively, 80 differentially expressed genes were identified in these cells between the unaffected and affected groups (Table S4). In the affected group, genes upregulated may promote hyperexcitability due to their involvement in multiple neurotransmitter releases pathways (Figure 3h). On the contrary, genes downregulated were one involved in G2/M phase transition and the mitotic centrosome maturation, which could prevent mitotic phase entry but support a robust G2/M cell cycle arrest status amongst these cells (Figure 3i).

**FIGURE 3:**
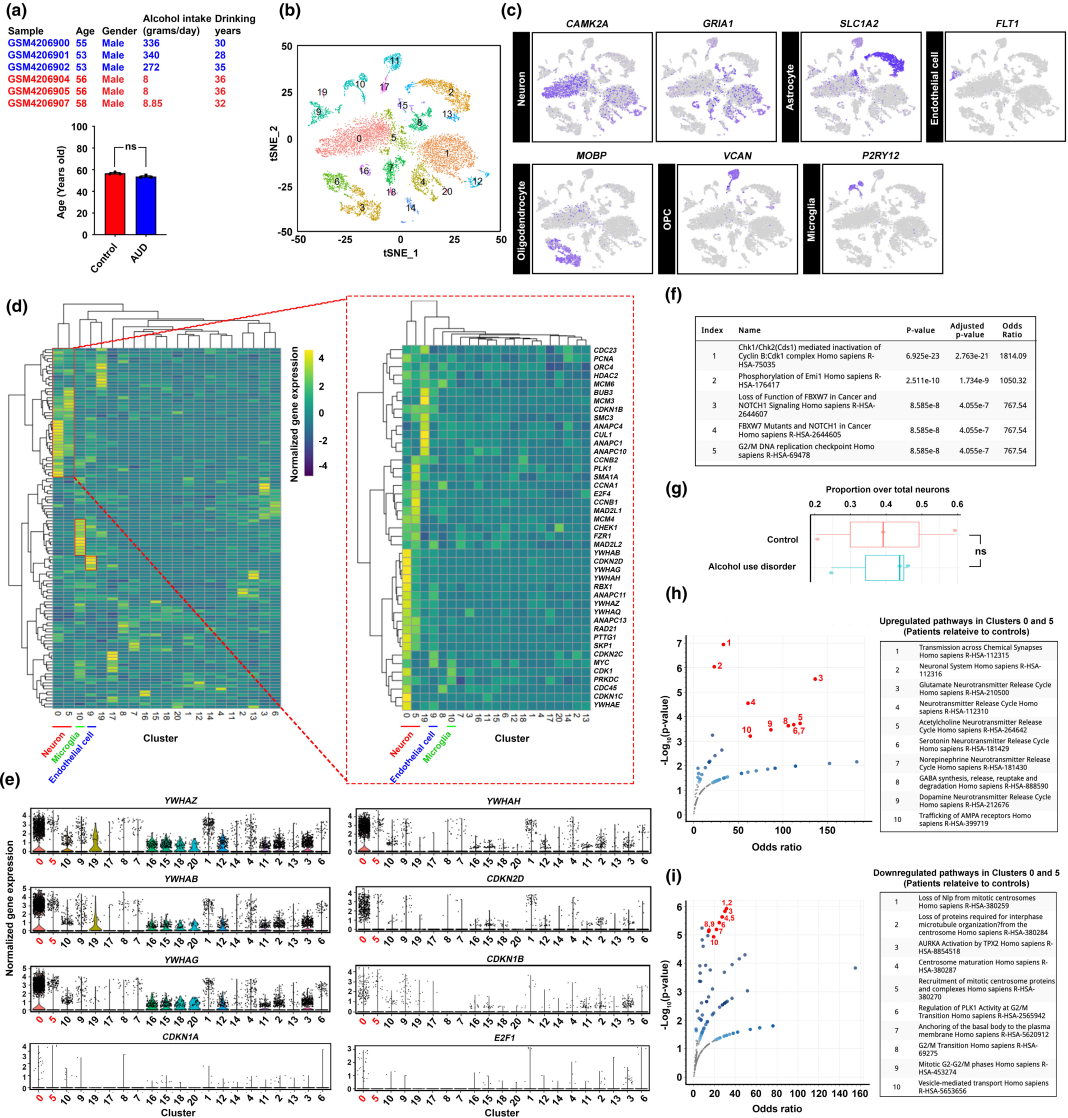
Senescent neurons in the post‐mortem brain prefrontal cortex harvested from individuals with alcohol use disorders revealed unique transcriptomic features. (a) Single‐nuclei transcriptome profiling of an existing public dataset (GSE141552) was performed. Age‐ samples (i.e., control group = 56.67 ± 0.6667; AUD = 53.67 ± 0.6667) and sex‐matched samples were selected and analysed. (b) T‐distributed stochastic neighbour embedding (t‐SNE) plot of all nuclei extracted from the dataset, which was then segregated and coloured as 20 distinct clusters of brain cells, based on their transcriptome features. (c) Based on the known markers of the major cell types, clusters of neurons, astrocytes, endothelial cells, oligodendrocytes, oligodendrocyte progenitor cells (OPCs) and microglia were identified. (d) Targeted analyses of cell cycle‐associated genes obtained from the KEGG database (hsa04110) were performed. Heightened expression of cell cycle‐associated genes was observed in clusters 0 (neuron), 5 (neuron), 10 (microglia) and 10 (endothelial cells). (e) Violin plots indicate the expression levels of a number of cell cycle‐related genes that are mostly enriched in clusters 0 and 5. (f) Pathways of 42 cell cycle‐related genes enriched in clusters 0 and 5 relative to the rest of other neurons were clustered based on the Reactome database. The top 5 enriched pathways were listed. (g) The proportion of clusters 0 and 5 neurons over total neurons in control and AUD samples (*N* = 3, ns = non‐significant, two‐tailed unpaired *t*‐test). (h and i) Comparison of neurons in clusters 0 and 5 between AUD and control patient samples. With the Reactome pathway database, significantly (h) upregulated and (i) downregulated genes were clustered. The volcano plots indicated the odds ratio and significance of the enriched pathways. The top 10 pathways were listed.

### 2.3 Ethanol metabolism hijacks cellular NADPH/NADP ^+^ balance critical for sustaining the 1‐carbon metabolic network

To understand how alcohol administration could lead to the above changes in neurons, we investigated the immediate reactions that happen to ethyl alcohol (i.e., ethanol) once it reaches the cells. Ethanol is a two‐carbon‐containing amphiphilic compound, allowing it to pass through the cell membrane lipid bilayer with little restrictions (Kumari et al., 2018) and be subsequently metabolized. Like other macronutrients, ethanol may serve as a source of metabolic carbon; but unlike others, it is non‐storable in mammalian cells (Schutz, 2000). By global metabolite profiling of brain cortex tissues, the alcohol‐administered group revealed substantially different metabolite landscapes (Table S5). Changes were found enriched to the 1‐carbon network (i.e., folate, methionine and betaine metabolism) and second to the glucose‐related metabolism (i.e., Warburg effect, gluconeogenesis, glycolysis, pentose phosphate pathway and glucose‐alanine cycle) (Figure 4a). Similar analyses were also performed with metabolites extracted from primary neurons and astrocytes—the major metabolically active cells—after the CIE paradigm for 72 h (Table S5). Intriguingly, whilst changes related to glucose‐centric metabolic pathways were found in both cell types, those involved in the 1‐carbon network were uniquely enriched to neurons (Figure 4a,b) and were not caused by altered expression of associated enzymes (Figure S5). The 1‐carbon metabolism metabolites commonly upregulated in neurons and brain tissues included folate, s‐adenosylhomocysteine (SAH) and homocysteine (Hcy); whereas other metabolites in the same network were consistently diminished as well (Figure 4b). At the open‐ended point of the folate cycle, folate was aberrantly accumulated whilst its immediate downstream dihydrofolate (DHF) and 5‐methyl‐tetrahydrofolate (5‐mTHF) were however reduced (Figure 4b). Further investigations indicated that such changes were likely associated with reduced activities of the NADPH‐dependent dihydrofolate reductase (DHFR) enzyme, caused by the diminished availability of its coenzyme substrate NADPH (Figure 4c).

**FIGURE 4:**
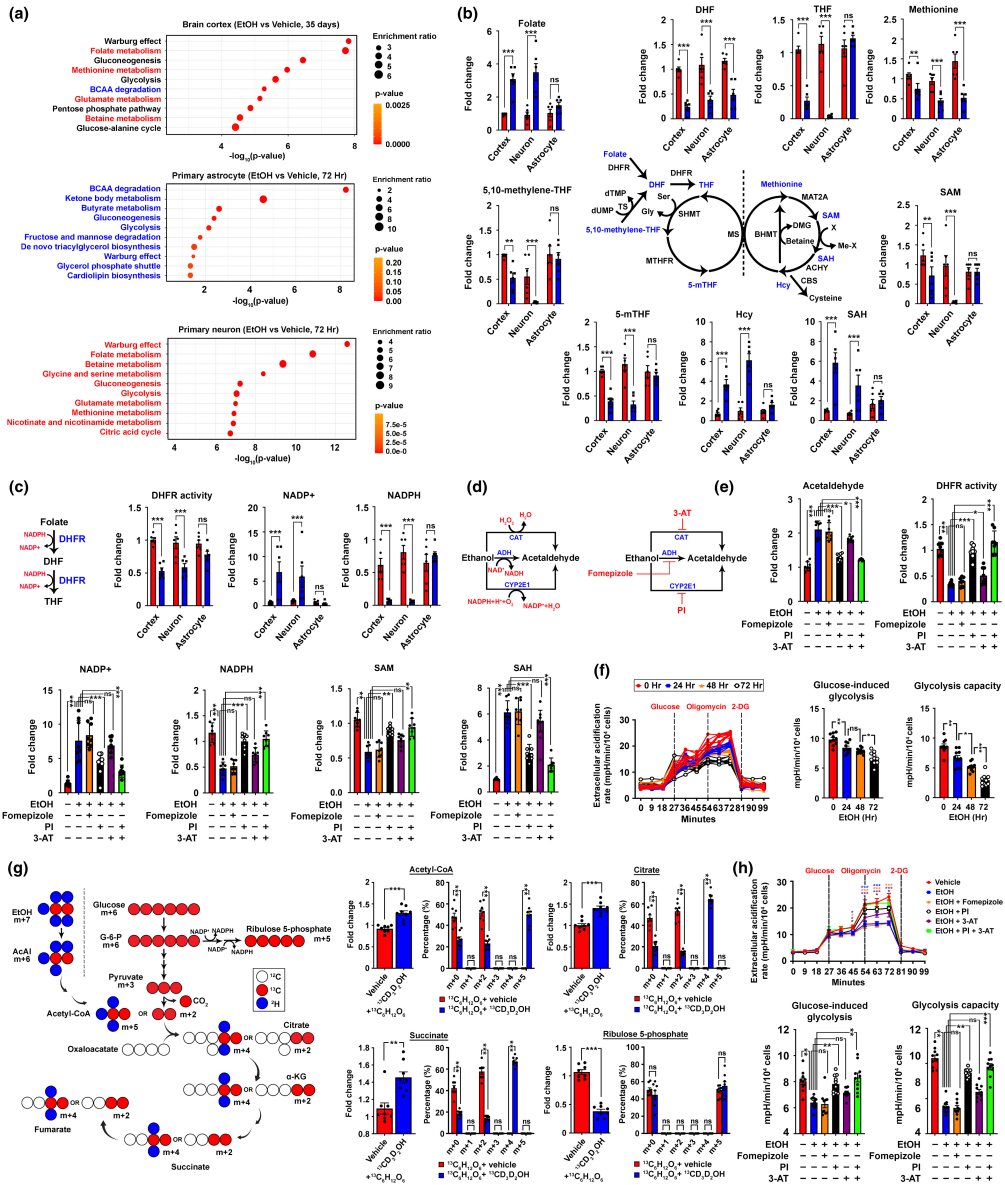
CYP2E1‐dependent ethanol metabolism hijacks the NADPH/NADP+ homeostasis and global metabolic landscape in neurons. (a) Global metabolic profiling of freshly harvested mouse brain cortex tissues right after completing the entire 2BC‐DID treatment paradigm (Arm #1), so as primary astrocytes and neurons after being subjected to the CIE treatment for 72 h was performed. Differentially changed metabolites were clustered and analysed by the metabolite set enrichment analysis (MESA). Pathways were ranked according to the significance values (*N* = 6). (b) Schematic diagram of the folate‐methionine cycle, detailed changes in key metabolites involved were shown (*N* = 6, **p < 0.001, ***p < 0.0001, two‐tailed unpaired *t*‐test within specific type of samples). (c) Schematic diagram showing the reactions involved in converting folate to DHF and then THF by the common DHFR enzyme. Quantifications of DHFR activities, NADP+ and NADPH levels were performed (*N* = 6, ***p < 0.0001, ns = non‐significant, two‐tailed unpaired *t*‐test). (d) Schematic diagram showing the possible reactions in converting ethanol to acetaldehyde, and the specific inhibitors against these reactions (PI: Phenethyl isothiocyanate; 3‐AT: 3‐amino‐1,2,4‐triazole). (e) Changes in DHFR activities so as the levels of acetaldehyde, NADP+, NADPH, SAM and SAH were analysed in primary neurons upon CIE and various drug treatments for 72 h (50 μM fomepizole, 10 μM PI and 20 μM 3‐AT) as indicated (*N* = 8, ***p < 0.0001, **p < 0.001, *p < 0.01, ns = non‐significant, one‐way ANOVA). (f) Glycolytic functions of primary neurons subjected to the CIE paradigm for various time course was evaluated. Glucose‐induced and maximal glycolytic capacities were calculated (*N* = 10, **p < 0.001, *p < 0.01, ns = non‐significant, one‐way ANOVA). (g) Schematic presentation of the oxidative reactions of glucose versus ethanol flux into the central carbon metabolic network. Mass isotopologue analysis of acetyl‐CoA, citrate, succinate and ribulose‐5‐phosphate in primary neurons exposed to glucose‐^13^C_6_ isotope alone or simultaneously with ethanol‐^13^C_2_,1,1,2,2,2‐d_5_ for 2 h (*N* = 8, ***p < 0.0001, **p < 0.001, ns = non‐significant, two‐tailed unpaired *t*‐test). (h) In primary neurons subjected to the CIE paradigm co‐treated with various small molecules for 72 h (50 μM fomepizole, 10 μM PI and 20 μM 3‐AT) as labelled, glycolytic functions against time, glycose‐induced and maximal glycolytic capacities were evaluated (*N* = 10, ***p < 0.0001, **p < 0.001, *p < 0.01, ns = non‐significant, one‐way ANOVA). Values represent the mean ± SEM.

The homeostasis of NADPH is determined by its net rates of production and consumption. One major consumption route activated under this scenario is potentially the ethyl alcohol metabolism, which can be conducted by 3 different enzymes: alcohol dehydrogenase (ADH), catalase (CAT) and the NADPH‐dependent CYP2E1 (P4502E1). To understand how neurons metabolize ethanol, pharmacological inhibitors against these enzymes were co‐treated during the CIE paradigm (Figure 4d). Changes in levels of acetaldehyde—the immediate downstream product of ethanol oxidation, so as the DHFR activity were the most dramatic when P4502E1 was pharmacologically antagonized (Figure 4e). Similar reversal effects were found in NADP+, NADPH, SAM and SAH levels as well, confirming that the altered levels of these metabolites in neurons were downstream to ethanol oxidation via the CYP2E1 axis. Whilst such CYP2E1 antagonization could directly halt the aberrant consumption of NADPH, it is also plausible that NADPH level restoration was also in part contributed by its massive production from the glucose‐driven pentose phosphate pathway (PPP) (Chen et al., 2019). Utilizing the neuronal CIE model, glycolytic rate was gradually reduced upon chronic ethanol exposure (Figure 4f), matching the findings in the global metabolomic analysis (Figure 4a). Further, stable isotope tracing was performed to trace down the immediate fates and competition between ethanol‐^13^C_2_,1,1,2,2,2‐d_5_ and glucose‐^13^C_6_ isotopes in neurons (Figure 4g). It was expected that when ethanol metabolism dominated, this would preferentially yield the (m + 5) acetyl‐CoA and (m + 4) forms of tricarboxylic acid (TCA) cycle intermediates (i.e., citrate and succinate). In contrast, if glucose metabolism dominates, this would give rise to (m + 2) forms of all these TCA cycle metabolites instead (Figure 4g). Upon 2 h of exposure, isotopologue profiling revealed that when both heavy isotopes were simultaneously added, (m + 5) acetyl‐CoA and (m + 4) TCA metabolites were instantly found, indicating ethanol metabolism acutely dominated over glycolysis (Figure 4g). Along the same vein, levels of (m + 5) ribulose 5‐phosphate—a glucose‐derived metabolite in the PPP—were diminished (Figure 4g). However, when CYP2E1 was antagonized, glucose metabolic activities in these cells were preserved (Figure 4h). These together indicated that the dominance of ethanol metabolism via the CYP2E1 axis is the major cause of neuronal NADPH 1‐carbon metabolic dyshomeostasis.

### 2.4 Altered pathway choice of DNA cross‐link repair under a disrupted 1‐carbon network leads to persistent repair intermediates and senescence responses

Alongside with metabolic rewiring effect, another immediate outcome of prioritized ethanol oxidation is the production of acetaldehyde, a potent inducer of DNA adducts (Brooks & Theruvathu, 2005). In brain cortex tissues harvested in Arm #2, adducts such as 1, N^2^‐ethano‐2′‐dG and 1, N^2^‐propano‐2′‐dG were significantly elevated upon ethanol administration (Figure 5a,b, Figure S6a,b). Similar observations were found in primary neurons subjected to the CIE paradigm for 72 h (Figure 5a,b, Figure S6). Amongst the adducts, 1, N^2^‐Propano‐2′‐dG was aberrantly enriched, which is a potent primer for the formation of inter‐strand crosslinks (Figure 5c, Figure S6c–g). In alignment with the observations above, the accumulation of ICLs in neurons was reduced when CYP2E1 was effectively antagonized (Figure 5c, Figure S6c–g).

**FIGURE 5:**
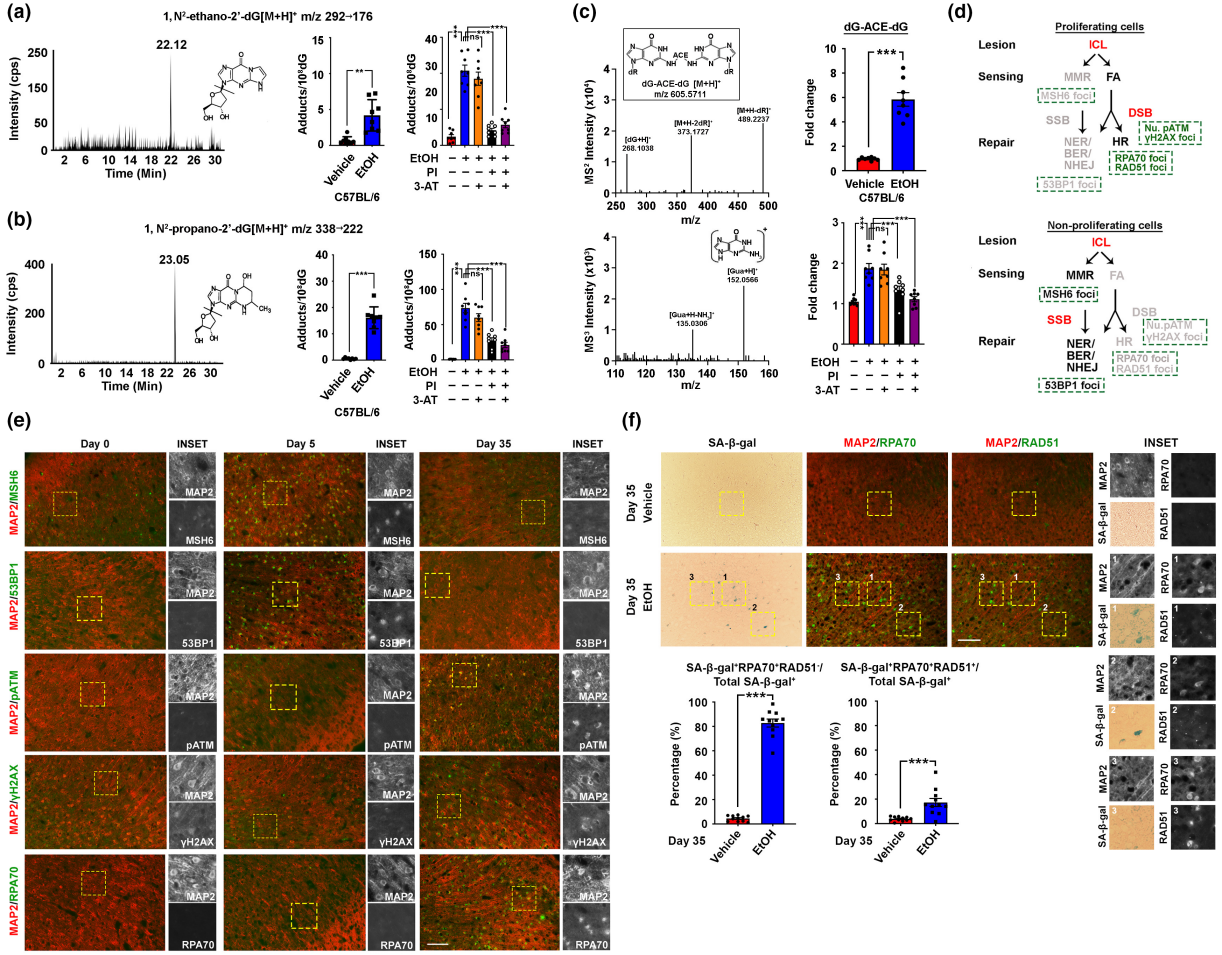
Prolonged ethanol exposure results in DNA‐repair infidelity in cortical neurons. (a) Quantifications of 1, N^2^‐ethanol‐2′‐dG and (b) 1, N^2^‐propano‐2′‐dG adducts in brain cortical tissues (*N* = 8, ***p < 0.0001, two‐tailed unpaired *t*‐test) and primary cortical neuron subjected to the CIE and drug co‐treatment for 72 h (10 μM PI and 20 μM 3‐AT) (*N* = 8, ***p < 0.0001, **p < 0.001, *p < 0.01, one‐way ANOVA). (c) Product ion spectra of acetaldehyde‐induced DNA crosslinks measured as dinucleosides. Quantification of their relative abundances in brain cortical tissues (*N* = 8, ***p < 0.0001, two‐tailed unpaired *t*‐test) and primary cortical neuron subjected to the CIE and drug co‐treatment for 72 h (10 μM PI and 20 μM 3‐AT) (*N* = 8, ***p < 0.0001, **p < 0.001, *p < 0.01, one‐way ANOVA). (d) Schematic diagram showing the possible repair pathways for ICL lesions in proliferating and non‐proliferating cells. (e) Representative immunofluorescent staining images of the prefrontal cortex regions of brain samples harvested from mice subjected to different length periods of the 2BC‐DID paradigm (*N* = 10, scale bar: 200 μm). (f) Representative SA‐β‐gal and immunofluorescent staining images indicating the relationship between cellular senescence and the failure of RPA1 (i.e., RPA70) and RAD51 exchange in neurons. Quantifications were shown (*N* = 10, ***p < 0.0001, two‐tailed unpaired *t*‐test, scale bar: 200 μm). Values represent the mean ± SEM.

Previous studies suggested that Fanconi anaemia (FA) is the major crosslink sensing mechanism in proliferative cells (Lopez‐Martinez et al., 2016), as subsequent utilization of the cell cycle‐dependent HR machinery for repair is possible (Michl et al., 2016). In non‐mitotic cells, however, the mismatch repair (MMR) sensing (Kato et al., 2017) followed by the recruitment of cell cycle‐independent excision‐based repair is much preferred (Lai et al., 2016; SenGupta et al., 2013) (Figure 5d). In mice, a short‐term 2BC‐DID for 5 days yielded signals indicating an activated MMR‐mediated repair network (i.e., MSH6, 53BP1) (Figure 5e, Figure S7a). However, as 2BC‐DID prolonged to 35 days, these signals gradually diminished but those indicating an activated FA‐mediated HR axis emerged instead (i.e., pATM, γH2AX, RPA70) (Figure 5e, Figure S7a). Indeed, the timing when cell cycle‐reengaged neurons emerged was closely associated with the activation of the FA‐HR axis (Figure S7b). During HR, resections of the DNA are introduced at the break sites, creating extensive single‐stranded overhangs covered with RPA1 proteins, which shall then be exchanged by the RAD51 protein for completing the repair (Feringa et al., 2018). Upon completing the entire 2BC‐DID, nuclear signals of RPA70—the 70 kDa DNA‐binding subunit of the RPA1 heterotrimeric complex—were abundantly seen (Figure 5e,f), however parallel induction of RAD51 foci was not equally robust, as reflected by the lack of co‐localizing RAD51 signals in most RPA70‐positive neurons (Figure 5f). Notably, these RPA70^+^RAD51^−^ neurons were positive for the SA‐β‐gal whilst those successfully recruited RAD51 (i.e., RPA70^+^RAD51^+^) were not (Figure 5f). This indicated that when stretches of resected DNA covered with RPA1 protein failed to properly engage in the subsequent steps of the HR (i.e., recruitment of RAD51), they were likely remained as persistent repair intermediates, driving permanent cell cycle arrest and cellular senescence.

With these findings, we speculated that the ultimate emergence of senescent neurons was likely due to the infidelity of MMR‐mediated repair in the first place caused by a failure in folate metabolism. At the molecular level, this could be related to the dynamic generation of histone H3 K36 trimethylation (H3K36me3) which marks sites needing repair (Huang et al., 2018; Li et al., 2013) by the SET domain containing‐2 (SETD2) enzyme whose activity depends heavily on SAM but inhibited by SAH (S. Yang et al., 2016). As hinted from the metabolomics, chronic ethanol administration introduced an environment unfavourable for SETD2 (Figure 4a,b). In line with this, 72 h of the CIE paradigm resulted in significant reductions in the H3K36me3 level (Figure 6a). This phenomenon was likely due to the failure in converting folate to the bioactive 5‐mTHF (Figure 6b), as an excess 5‐mTHF but not folate supplementation (i.e., 100 nM) along with ethanol exposure was effective in restoring H3K36me3 (Figure 6c). The role of SETD2 was also confirmed with the pharmacological antagonist or specific silencing RNAs (Figure 6d). Further downstream analyses indicated that 5‐mTHF supplementation was able to maintain an activated MMR response, allowing the HR repair remained quiescent (Figure 6e,f). The treatment also diminished the number of neuronal cell cycle (i.e., PCNA) and senescent events (i.e., nuclear cyclin B and p21) (Figure 6g). When extended to in vivo where 5‐mTHF was intranasally supplemented (i.e., 100 ng/day) during the entire 2BC‐DID paradigm (Figure 6h, Figure S2a,b), similar protective effects were found at both the molecular and cell levels (Figure 6h–j, Figure S8c); leading to a less severe lasting functional decline in both the memory (Figure 6k) and cognitive (Figure 6l) domains.

**FIGURE 6:**
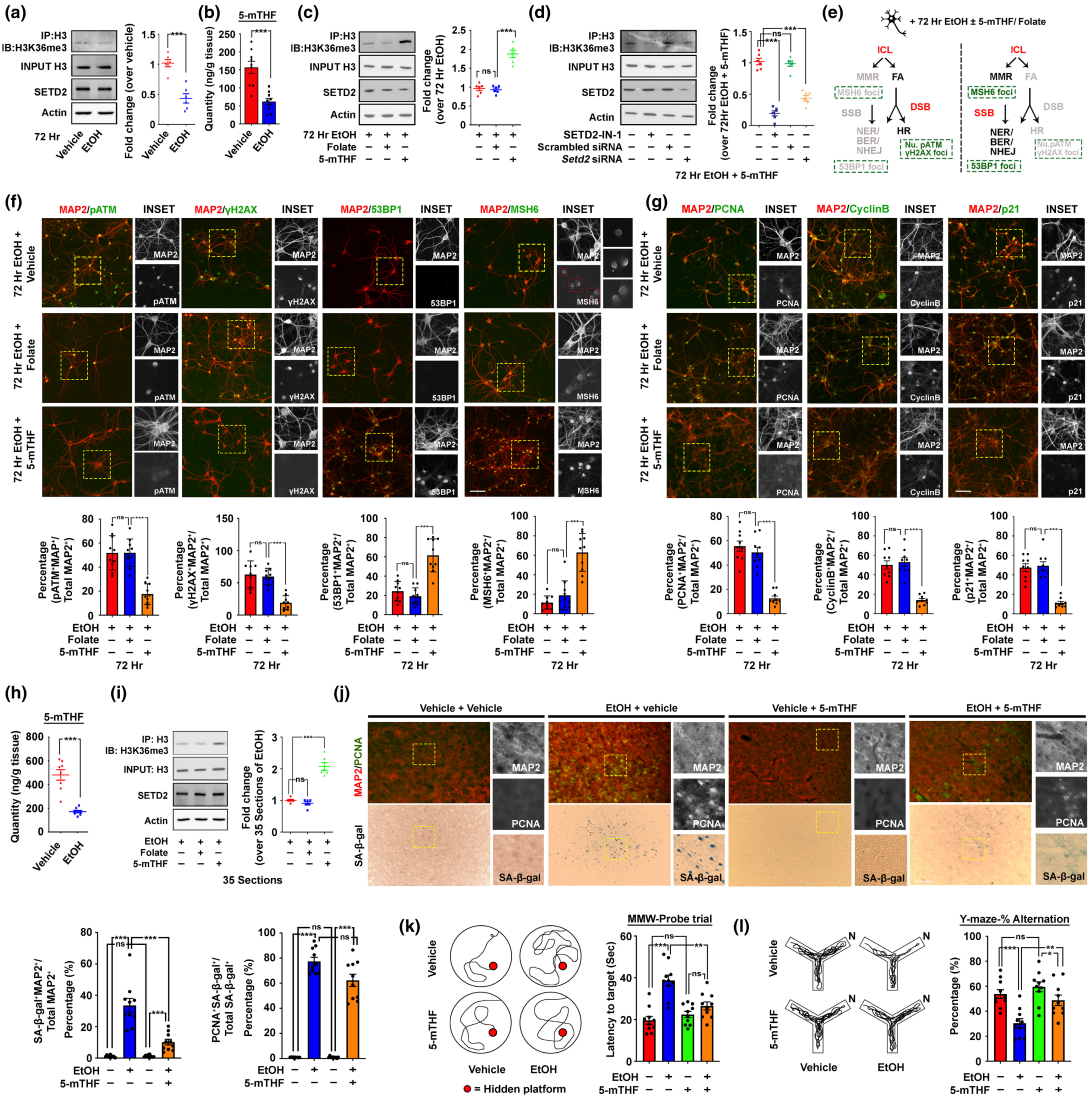
5‐methyl tetrahydrofolate (5‐mTHF) supplementation supports mismatch repair signalling, and prevents neuronal cell senescence and brain function decline induced by chronic ethanol exposure. (a) Representative Western blots show that CIE treatment for 72 h in primary neurons results in reduced activities of SETD2, as reflected by reduced levels of H3K36me3. Quantification of the relative band intensities between H3K36me3 over total histone H3 levels was shown (*N* = 6, ***p < 0.0001, two‐tailed unpaired *t*‐test). (b) Quantification of 5‐mTHF in primary neurons subjected to 72 h of CIE treatment (*N* = 9, ***p < 0.0001, two‐tailed unpaired *t*‐test). (c) Representative Western blots showing reduced activities of SETD2 in primary neurons subjected to CIE treatment for 72 h was prevented by co‐administration of 100 nM 5‐mTHF but not the same quantity of folate. Quantification of the relative band intensities between H3K36me3 over total histone H3 levels was shown (*N* = 6, ***p < 0.0001, ns = non‐significant, one‐way ANOVA). (d) Representative Western blots showing the effect mediated by 100 nM 5‐mTHF on H3K36me3 was dependent on active SETD2 enzyme. Quantification of the relative band intensities between H3K36me3 over total histone H3 levels was shown (*N* = 6, ***p < 0.0001, ns = non‐significant, one‐way ANOVA). (e) Schematic diagram showing the possible repair pathway choices for ICL lesions in neurons subjected to CIE and 100 nM 5‐mTHF supplementation. (f and g) Representative immunofluorescent staining images of markers in (f) different repair ICL repair pathways, (g) cell cycle reengagement and cellular senescence in primary neurons subjected to the exposure of alcohol for 72 h in the CIE treatment paradigm. Quantifications of relative cell populations were shown below (*N* = 10, ***p < 0.0001, ns = non‐significant, one‐way ANOVA, scale bar: 100 μm). (h) Quantification of 5‐mTHF in brain cortex tissues subjected to the entire 2BC‐DID paradigm (*N* = 9, ***p < 0.0001, two‐tailed unpaired *t*‐test). (i) Representative Western blots showing the reduction in activities of SETD2 in the brain cortex subjected to the entire 2BC‐DID was prevented by intra‐nasal co‐administration of 100 ng/day of 5‐mTHF but not the same quantity of folate (*N* = 6, ***p < 0.0001, ns = non‐significant, one‐way ANOVA). (j) Representative SA‐β‐gal and immunofluorescent staining images indicating cellular senescence and neuronal cell cycle re‐entry phenomenon in the prefrontal cortex regions were alleviated upon intra‐nasal co‐administration of 100 ng/day 5‐mTHF (*N* = 10, ***p < 0.0001, own‐way ANOVA, scale bar: 200 μm). (k) Representative swimming patterns of mice revealed that the lasting impact of chronic binge‐like drinking was alleviated upon intra‐nasal co‐administration of 100 ng/day 5‐mTHF. The latency to the target of the probe trial in the MWM test was quantified (*N* = 10, ***p < 0.0001, **p < 0.001, ns = non‐significant, one‐way ANOVA). (l) Representative walking patterns of mice revealed that the lasting impact of chronic binge‐like drinking was alleviated upon intra‐nasal co‐administration of 100 ng/day 5‐mTHF. The percentage of alternation was recorded and calculated (*N* = 10, ***p < 0.0001, **p < 0.001, *p < 0.01, ns = non‐significant, one‐way ANOVA). Values represent the mean ± SEM.

### 2.5 Common *ALDH2* loss‐of‐function mutation exacerbates neuronal senescence, but could be alleviated by a metabolic drug‐nutrient dyad strategy

Our data by far demonstrated that the dominance of ethanol oxidation can promote DNA damage‐associated neuronal senescence. The accumulation of these non‐dying but dysfunctional cells is potentially a factor contributing to lasting functional impairments. This suggested that any factors that exacerbate such genomic stress would aggravate the damaging effect. The second reaction of ethanol oxidation involves the conversion of DNA‐damaging acetaldehyde to a non‐genome toxic acetate, catalysed mainly by the mitochondrial aldehyde dehydrogenase (ALDH2) which is mutated in around 8% of the global population as a semi‐dominant, non‐functional variant (ALDH2*2 Glu504Lys) (Hirohashi et al., 2020). In mice, *Aldh2* is predominantly expressed in neurons located at the prefrontal cortex (Figure S9a). Based on that, a conditional knockout mouse model where the *Aldh2* gene in the forebrain neuronal lineage being knockout was generated (Figure 7a, Figure S9b), and subjected to the same 2BC‐DID paradigm as performed to the wildtype (*Aldh2* ^*+/+*^) mice (Figure 7b).

**FIGURE 7:**
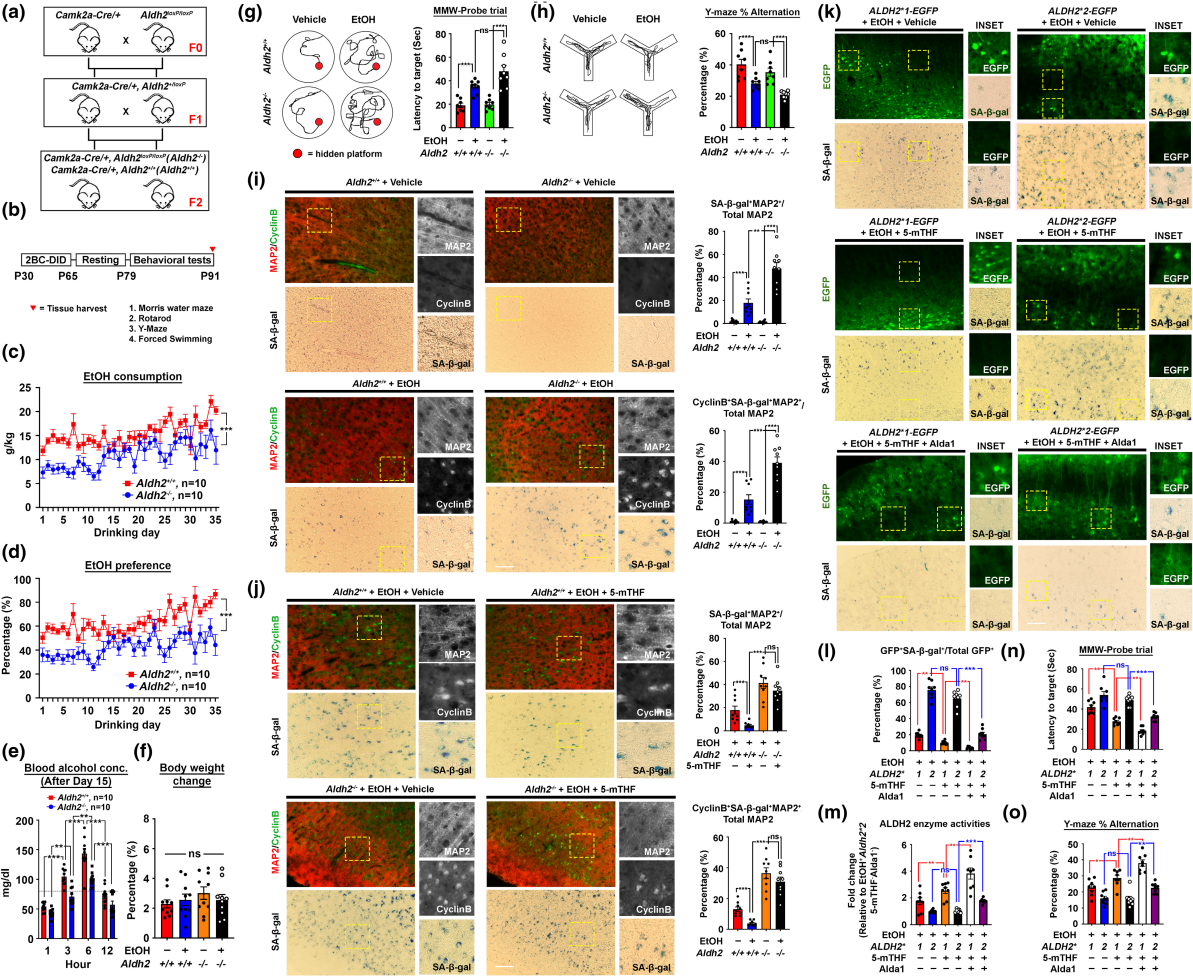
The common ALDH2 loss‐of‐function mutation exacerbates DNA damage‐associated stress and neuronal senescence but was alleviated by a metabolic drug‐nutrient dyad strategy. (a) Schematic diagram showing the mouse breeding scheme. (b) By 3 months of age, mice were subjected to the 2BC‐DID paradigm with or without intranasal drug supplementation, followed by 14 days of alcohol abstained period before undergoing thorough behavioural testing to evaluate the effect of neuronal *Aldh2* knockout at both cell and behaviour levels. (c) Ethanol consumption trends and (d) preference of mice along the entire 2BC‐DID treatment paradigm (N = 10). (e) Blood alcohol concentration of all alcohol‐administering mice at different time points after the initiation of drinking on Day 15 (*N* = 24, **p < 0.001, ***p < 0.0001, one‐way ANOVA). (f) Percentage body weight changes in mice from all arms and all treatments measured on the day after drinking Day 35 relative to the day before the drinking treatment started (*N* = 10, ns = non‐significant, one‐way ANOVA). (g) Representative swimming patterns in the MWM probe trial, and latencies to target were quantified (*N* = 8, ***p < 0.0001, ns = non‐significant, one‐way ANOVA). (h) Representative walking patterns in the Y‐maze paradigm, percentage of alternation was quantified (*N* = 8, ***p < 0.0001, ns = non‐significant, one‐way ANOVA). (i) Representative brain section images illustrating the cyclin B‐ and SA‐β‐gal‐double positive neuronal loads in the prefrontal cortex regions of *Aldh2* ^*+/+*^ *and Aldh2* ^*−/−*^ mice after the entire 2BC‐DID treatment paradigm (*N* = 9, ***p < 0.0001, **p < 0.001, one way ANOVA, scale bar: 200 μm). (j) Representative brain section images illustrating the effect of 5‐mTHF supplementation on the accumulation of cyclin B‐ and SA‐β‐gal‐double positive neurons after the 2BC‐DID treatment paradigm (*N* = 9, ***p < 0.0001, ns = non‐significant, one‐way ANOVA, scale bar: 200 μm). (k–o) By re‐expressing the human ALDH2*1 or ALDH2*2 variant specifically into prefrontal cortex neurons of *Aldh2* ^*−/−*^ mice, supplementation of 100 ng/day 5‐mTHF ±25 μg Alda1 or vehicle in 10 μl total volume along the entire 2BC‐DID treatment paradigm was performed. (k) Representative images and (l) quantification of the proportion of SA‐β‐gal and GFP double‐positive neurons were shown (*N* = 8, ***p < 0.0001, **p < 0.001, ns = non‐significant, one‐way ANOVA, scale bar: 200 μm). (m) the overall brain cortex ALDH2 activities, (n) behavioural performances in MWM and (o) Y‐maze paradigms were analysed (*N* = 8, ***p < 0.0001, **p < 0.001, *p < 0.01, ns = non‐significant, one‐way ANOVA). Values represent the mean ± SEM.

Like the wildtype *Aldh2* ^*+/+*^mice, alcohol consumption and preference increased as drinking days prolonged but such changes were less obvious in the *Aldh2*‐conditioned knockout (*Aldh2* ^*−/−*^) mice (Figure 7c,d). Likely because of that most of that in *Aldh2* ^*+/+*^ animals had their mean blood alcohol concentration reached over the human binge‐level drinking threshold (i.e., ≥80 mg/dl) by 3 h after drinking started; it, however, took around 6 h to achieve so in the *Aldh2* ^*−/−*^ mice (Figure 7e). These suggested that selective loss of *Aldh2* in neurons was somehow protective against the degree of alcoholism in mice, similar to the case found in humans (Edenberg, 2007). Despite so, levels of acetaldehyde accumulated in the prefrontal cortex harvested from the *Aldh2* ^*−/−*^ mice were much higher even with much lower levels of alcohol consumption (Figure S9c); and their acetate content trended in the reverse manner (Figure S9c). On the contrary, brain levels of NADPH, NADP+, 5‐mTHF and DHFR activities altered almost in similar extents in both *Aldh2* genotypes (Figure S9d), implying that the degree of changes in NADPH homeostasis was similar regardless of the ALDH2 status. Whilst the overall differences in body weights at times before and after the entire 2BC‐DID remained insignificant amongst all the testing groups (Figure 7f), behavioural performance related to spatial learning (Figure 7g), working memory and prefrontal cortical functions (Figure 7h) were more deteriorated in the *Aldh2* ^*−/−*^ mice, which was associated with aggravated accumulation of acetaldehyde (Figure S9c), DNA adducts (Figure S9e) and inter‐strand crosslinks (Figure S9f). Suffering from such a heightened degree of DNA damage‐related stress, the *Aldh2* ^*−/−*^ mice revealed higher loads of nuclear cyclin B‐ and SA‐β‐gal‐positive senescent neurons (Figure 7i), explaining the poorer functional performances amongst these mice.

Similar to the 5‐mTHF protective effect observed in the C57BL/6 mice (Figure 6i–l, Figure S8c), daily intranasal supplementation of 100 ng/day 5‐mTHF was able to alleviate loads of SA‐β‐gal^+^ (Figure 7j), nuclear cyclin B^+^ (Figure 7j) and γH2AX^+^ (Figure S9g) senescent neurons in the *Aldh2* ^*+/+*^ mice. However, changes were not as obvious in the *Aldh2* ^*−/−*^ mice (Figure 7j, Figure S9g), except when the wildtype ALDH2*1 but not the functionally defective ALDH2*2 variant was ectopically re‐expressed (Figure 7k, Figure S9h,i). By realizing an existing pharmacological ALDH2 agonist—Alda1—which could activate the enzyme regardless of its variant forms (Perez‐Miller et al., 2010); and our goal of facilitating the normal DNA repair whilst limiting the DNA lesion produced, a modified strategy which combined 100 ng/day 5‐mTHF with 25 μg/day Alda1 was tested. In *Aldh2* ^*−/−*^ mice with ectopic re‐expression of ALDH2*1, the modified drug‐metabolite combined strategy revealed a better efficacy in reducing a load of SA‐β‐gal^+^ senescent neurons (Figure 7k,l). Similarly, in *Aldh2* ^*−/−*^ mice with ectopic re‐expression of ALDH2*2, administration of Alda1 was able to sensitize the effect of 5‐mTHF via the re‐activation of the ALDH2*2 defective variant (Figure 7m), resulting in reduced loads of SA‐β‐gal^+^ senescent neurons (Figure 7k,l). Such changes were extended to better preservation in both cognitive and memory functions amongst these mice (Figure 7n,o).

## 3 DISCUSSION

This work demonstrates how the metabolism of ethyl alcohol in neurons chronically alters their physiological metabolic network and cross‐talks to aspects related to genome integrity, DNA‐damage response and cellular senescence. As a metabolite, ethanol oxidation immediately yields acetaldehyde in neurons, via predominantly the actions of NADPH‐dependent CYP2E1. In these cells, acetaldehyde leads to the generation of DNA adducts, particularly the N^2^‐propano‐2′‐dG type which could further evolve as a wide variety of toxic ICLs, creating a cascade of genomic stress suffered by these fully differentiated, postmitotic cells. Accumulation of unrepaired DNA damage as a result of repair infidelity is one of the major drivers of cellular senescence, which occurs in these cells. Mechanistically, this could be in part attributed to the impaired folate catabolism via the DHFR enzyme, where the latter is de‐activated by the NADPH dyshomeostasis resulting from both the prioritized actions of CYP2E1 and the suppression of NADPH regeneration via the glucose‐PPP axis. Failing folate metabolism depletes SAM whilst the toxic SAH by‐product of the methionine cycle accumulates. Both would negatively impact SETD2 activities that are needed to initiate the non‐cell cycle dependent repair machinery for ICL repair amongst these post‐mitotic cells. With these pathways become dysfunctional, neurons however utilize the alternative FA‐HR axis; with a toll to re‐activating the cell cycle machinery. Instead of completing a full cell cycle, these cells however became permanently arrested by an irreversible senescent response. Their accumulation is associated with poorer cognitive and memory functions, even after a brief period of alcohol abstinence.

Our study revealed that DNA‐damage‐associated neuronal senescence response is an unexpected outcome of the altered NADPH homeostasis induced by prolonged ethanol metabolism. Glucose is the physiological fuel in neurons (Suzuki et al., 2011). Glycolysis on the one hand supplies pyruvate for energy production in the TCA cycle; on the other hand, it also contributes carbons to the PPP that supports the cytosolic NADPH production. Compromised glycolytic catabolism hijacked by the prioritized usage of ethyl alcohol not only reduces the PPP flux and NADPH production; but also deprives the existing NADPH pool via the CYP2E1 reaction. NADPH is a classic electron carrier for maintaining cellular redox homeostasis; it may also serve as a coenzyme substrate. In neurons, it is mainly for sustaining the folate and methionine one‐carbon metabolic network, which cross talks to the choice of downstream ICL repair machinery. In contrast, elevated cellular levels of SAH and Hcy are also observed, which may also contribute to vascular complications commonly found in cognitive impairment and dementia (Price et al., 2018). The resulting hypo‐glycolytic flux is another established risk of dementia, including Alzheimer's disease (Crane et al., 2013; Willette et al., 2015).

Adult neurons are typically considered permanently postmitotic, and they must constantly suppress cell cycle events (Y. Yang et al., 2003). Nevertheless, ample amount of evidence supports that these cells may re‐engage in a cell‐cycle‐like process in response to stress (Y. Yang et al., 2003). However, rather than completing a full cycle of cell division, these cells may eventually die from mitotic catastrophe or persist in the “cycling” stage in the brain for long periods of time (Y. Yang & Herrup, 2005). Here we propose these “lingering” cycling neurons are indeed engaged in a senescence response, triggered potentially by persistent repair intermediates that emerged from aberrant usage of cell cycle‐dependent HR‐mediated repair. Traditionally, HR is considered the most accurate mechanism of repair; however, the process involves sister chromatid alignment and extensive processing of the DNA which also increases the chances for the formation of complex intermediate structures (Piazza & Heyer, 2019). We speculated that these events are particularly disfavoured by non‐proliferating cells like mature neurons (von Zglinicki et al., 2021). One of the best‐known unresolved repair intermediates generated from HR is the resected DNA labelled by the single‐strand binding protein RPA without parallel recruitment of RAD51 (Mehta & Haber, 2014), which is robustly found in neurons under prolonged ethanol exposure. This is indeed equivalent to a prolonged p53‐dependent DNA damage response. Sustained expression of p53 target p21 then promotes cyclin B1 nuclear translocation, signalling a “point of no return” trigger to a senescence fate (Charrier‐Savournin et al., 2004; Feringa et al., 2018). In our study model, we believe this irreversible change in cellular status is a key contributor to behavioural deficits that persisted 20 days after the entire drinking paradigm. With young adolescent mice chosen to match up with the age when the drinking started amongst the subjects of the human single nucleus RNA‐seq dataset (Brenner et al., 2020); we realize the functional deficits observed could be in part rooted in interference of neuronal maturation during this age period (Semple et al., 2013). In contrast, our brief alcohol abstinence model may shed light, but it remains insufficient to conclude at this stage it is directly associated with accelerated cognitive and memory decline in the later stage of life. Nonetheless, a recent study, however, proposes this could potentially be the case as it is suggested that even a single dose of ethanol intoxication could lead to acute but also lasting neuronal and synaptic changes in the brain (Knabbe et al., 2022). Future in vivo studies are warranted with longer treatment and observation periods in older mice to clarify these issues.

Our analyses suggested that these cellular ageing events are metabolic consequences resulted from prolonged and prioritized ethanol oxidation, hinted the potentials of a metabolic correction strategy that aimed at addressing the root biochemical causes of disease via re‐supplementing the necessary micronutrients to regain the body's homeostatic balances (Miranda‐Massari et al., 2016). We revealed that direct brain supplementation of 5‐mTHF but not folate via the intranasal route was beneficial in preserving both cognitive and memory functions in the study model. 5‐mTHF is the bioactive form of folate, its supplement bypasses the need for processing by the NADPH‐dependent DHFR to support the folate cycle to rescue the function of the methionine synthase—the key enzyme that connects the folate and methionine cycles via receiving 1‐carbon moieties from 5‐mTHF for converting homocysteine to methionine. The proper functioning of the methionine synthase indeed also depends on the availability of its coenzyme cobalamin (i.e., Vitamin B12) and cofactor zinc (Abdel‐Azeim et al., 2011). Whilst their brain quantities remained insignificantly different in our study model (Figure S9j,k), their statuses were also taken into consideration as high folate supplementation alone in aged individuals with low body cobalamin may worsen cognitive decline (Moore et al., 2014). Apart from that, we also noticed that neurons harbouring the inactive variant of *ALDH2* did not seem to be responding to 5‐mTHF supplementation alone. In light of knowing there is an existing ALDH2 agonist Alda1 available, which activates both the wildtype ALDH2*1 and the semi‐dominant inactive ALDH2*2 variants (Perez‐Miller et al., 2010), a modified drug‐nutrient strategy which constitutes both the 5‐mTHR and Alda1 was adopted and such was able to yield better protective effect than 5‐mTHF alone.

In conclusion, our study demonstrated the molecular and cellular basis on how chronic binge‐like drinking leads to lasting impairment in cognitive and memory function, contributing to the risk of dementia in long term. The study also provides evidence showing that the 1‐carbon network is a potential therapeutic target for preventing neuronal senescence caused by excessive drinking.

## 4 METHODS

### 4.1 Study design

The objective of this study was to characterize the persistent molecular changes induced by chronic alcohol (i.e., ethyl alcohol) exposure which underlies its lasting effect on the brain physiology, thereby making itself a risk factor for age‐related dementia. Complementary transcriptomic, metabolomic and pharmacological approaches were employed to elucidate the effect of ethyl alcohol metabolism in vivo and in vitro. The effect of chronic ethyl alcohol metabolism on animal behaviour, DNA damage response and cell cycle status of neurons were evaluated in wildtype mice; forebrain neuron‐specific aldehyde dehydrogenase 2 knockout (*Aldh2* ^*−/−*^) mice, and in the same *Aldh2* ^*−/−*^ mice with ectopic re‐expression of human ALDH2*1 and ALDH2*2 variant in neurons. Human studies entailed re‐assessment of a publicly available single nuclei RNA‐sequencing dataset of human forebrain tissues from patients with alcohol use disorder and unaffected subjects.

Sample sizes for animal experiments were determined based on our previous studies. For all animal experiments involving genetic modification of *Aldh2* and quantification of the outcome measures, littermates were used as controls. For animal experiments using commercially obtained mice, grouping was randomized. Cell experiments were repeated at least three times with at least three replicates within each condition. Investigators were blinded to treatment assignments and/or sample group information wherever practical. All animal protocols were approved by the responsible authorities at the Hong Kong University of Science and Technology (HKUST) and the Chinese University of Hong Kong (CUHK).

### 4.2 Availability of data and materials

All data generated during this study have been included in the manuscript. Further data supporting the findings of this study are available from the corresponding authors on request. The original RNA sequencing dataset is now deposited in GEO Omnibus (GSE202183).

### 4.3 Reagents, RNA inferences, open reading frame plasmids

Unless otherwise specified, all chemicals and reagents were purchased from Sigma‐Aldrich. Details of antibodies, special reagents, assay kits, sequence‐based reagents and analytical software, as sequences for oligos and a list of unique reagents are provided in Table S6. Unique reagents generated in this study will be made available upon reasonable request to the lead contact with a completed Materials Transfer Agreement.

### 4.4 Animal maintenance and brain tissues harvesting

#### 4.4.1 Animal maintenance

C57BL/6J and Ca2+/calmodulin‐dependent protein kinase II alpha (CaMKIIα)‐Cre (B6.Cg‐Tg(Camk2a‐cre)T29‐1Stl/J) were obtained from the Jackson Laboratory. Aldh2‐Flox (C57BL/6‐Aldh2em1(flox)Smoc) line was obtained from the Shanghai Model Organisms. Mouse colonies were maintained and bred in the Animal and Plant Care Facility of HKUST and the Laboratory Animal Services Centre of CUHK. All animal experimental protocols were approved both by the Animal Ethics Committees at both HKUST and CUHK, and their care was in accord with both the institutional and Hong Kong guidelines.

#### 4.4.2 Brain tissue harvesting

This was performed by first anaesthetizing the mice with intraperitoneal administration of 1.25% (vol/vol) Avertin at a dosage of 30 ml/kg body weight. The heart of each mouse was then surgically exposed, the left chamber was catheterized, and the right atrium was opened. Chilled physiological saline was perfused transcardially for 3 min to remove blood from the body. After perfusion, the cranial bones were opened; cortex and cerebellum tissues were harvested, snap‐frozen in liquid nitrogen, and stored at −80°C until use.

### 4.5 Two‐bottle choice‐drinking in the dark (2BC‐DID) binge‐like drinking model

#### 4.5.1 2BC‐DID

A previously published protocol two‐bottle choice (2BC)‐Drinking in the Dark (DID) was adopted in this study (Huynh et al., 2019). The 2BC drinking, also known as free choice drinking, preference drinking or social drinking, two bottles of solution is continuously available in the home cage one of which contains water and the other contains a diluted solution of ethanol (20% v/v). Mice have constant access to both bottles, and therefore, can choose how much to drink from each bottle. Mice from the control group were given two bottles of water, mice from the ethanol group were given one bottle of 20% (v/v) ethanol (from 190 proof 95% ethanol, Decan Laboratories) solution and one bottle of water at equal volume. Bottles and mice were weighed daily and bottle positions (left/right) were alternated between each alcohol access session. As for the DID procedure, limited access to alcohol took place 3 h after entering the dark cycle, which lasted for 12 h, with bedding and food available ad libitum. The daily assessment of ethanol consumption of each mouse (g/kg), as well as ethanol preference ratio (volume of ethanol consumed/total volume liquid consumed), were performed. On the 15th alcohol‐drinking night, blood was collected from separate mice at 1, 3, 6 and 12 h after the initiation of drinking to measure blood alcohol levels. To sample BEC during drinking, mice were briefly immobilized (<1 min) in a restraint tube (Braintree Scientific, Braintree MA) and a scalpel was used to make a small nick at the end of the tail. All blood was collected in heparinized tubes and immediately centrifuged to separate and collect plasma. BAC in the collected plasma was measured via the Analox GL6 analyser (Analox Instruments, Lunenburg, MA). Mice were given 35 consecutive sessions (7 weeks) of access to alcohol in total.

#### 4.5.2 Intranasal drug delivery

Administration of 5‐mTHF alone or with ALDH2 agonist Alda1 was performed through the intranasal route everyday within 30 min after the end of the 12‐hour drinking section in the light cycle. With a firm grip on the scruff, the tip of the pipettor containing the sample was placed near the left nostril of the mouse at a 45° angle, and about 5 μl of the sample was administered to the nostril with a 2–3 s interval in between for a total of 5 μl/nostril. The mouse was held in this position for 5 s or until it regained consciousness, and then the administration step was repeated for the other nostril for a total of 10 μl/mouse. After the mouse had received all drops, animals were kept restrained on its back until the material disappeared into the nares and then returned to its cage until the entire treatment plan was finished.

Following the entire 35 sections of 2BC‐DID procedure, mice were separated into two arms—Arm #1 and #2. In Arm #1, a group of experimental and control mice were immediately tested for spatial learning and memory performance using a Morris water maze, which allows the mice to utilize distal cues to navigate from start locations around the perimeter of an open swimming arena to locate a submerged escape platform. Short‐term memory was also assessed by the Y‐maze‐based experiments with spontaneous alternation protocol. Spatial reference memory was also tested by the Y‐maze‐based novel arm entry paradigm. Depressive‐like behaviour was assessed by the force‐swimming test, and motor coordination by the rotarod test. For mice assigned in Arm #2, they were allowed to stay abstinent for 2 weeks prior to undergoing the same set of behavioural tests as mentioned above. After all the behavioural tests, all animals were sacrificed. Brain tissues were harvested for various types of analyses.

### 4.6 Animal behavioural tests

All tests were performed as previously described with slight modifications (Zhou et al., 2020). All behavioural tests were performed during the light phase of the circadian cycle between 09:00 and 17:00 in counterbalanced order across different treatment groups. We and others have previously shown that the behaviours being measured in this study are not altered by either testing time of day or single housing C57BL/6J, the wildtype background strain (Keers et al., 2012; Zhou et al., 2020). All behavioural testing began by allowing mice to habituate to the testing rooms before tests. Experiments were performed blind to the genotype and treatments when behavioural tests were carried out. With an overhead camera and the Smart 3.0 Video Tracking system (Panlab), animal behavioural tests were performed as described below:

#### 4.6.1 Morris water maze (MWM) test

The Morris water maze test was conducted as described previously (Zhou et al., 2020). Briefly, a blue circular tank (90 cm (diameter)*35 cm (high)) was filled with water (≈22°C), and a platform (10 cm in diameter) was submerged 1 cm beneath the surface of the water in a target quadrant. The walls surrounding the tank contained bright and contrasting shapes that served as reference cues. The training was conducted over six consecutive days with four trials/day using an inter‐trial interval of 1–1.5 min. Mice were placed randomly into each of the four starting locations for each of the four daily training trials. In each trial, mice swam until they found the hidden platform or were gently guided to it by the experimenter if not found within 60 s. Mice remained on the platform for 15 s before returning to the home cage. Daily data were averaged across the four trials. On day 7, a probe trial was conducted, and the hidden platform was removed, mice were placed in the pool and allowed to swim for 60 s. The time spent in each of the target quadrants and the latency time to target was recorded.

#### 4.6.2 Rotarod test

Mice were placed on a stationary rotarod (IITC Life Sciences) in a well‐lit room that was then activated and accelerated from 0 to 45 revolutions per minute over 5 min as described previously (Zhou et al., 2020). The latency of mice to fall off the rod was measured. Trials were repeated four times with intertribal intervals of 30 min over a single day.

#### 4.6.3 Forced swim test

The forced swim test was used for the evaluation of depressive‐like behaviours as described previously (Zhou et al., 2020). The tanks (15 cm (D) × 30 cm (H)) were filled with tap water set at 22°C. Mice were placed in the water and their escape‐related mobility behaviour was measured for 8 min.

#### 4.6.4 Y‐maze test

The short‐term working memory was assessed in the Y‐maze spontaneous alternation test using a grey opaque Perspex Y‐maze with three arms each containing a visual cue (arm dimensions: 15 × 10 × 10 cm) as previously described (Zhou et al., 2020). In this discrete trial procedure, there are two phases to each trial: a sample phase (the information‐gathering stage, where the animal runs to one goal arm of the maze and a memory trace of this event is formed) and a choice phase (the animal's choice between the sampled and unsampled arms may or may not be guided by the memory of recently visiting the former). The sample phase began with the placement of the mouse in the designated starting arm of the maze. The mouse could freely explore two of the three arms for 5 min. The mouse was then returned to the home cage for 30 min before the start of the choice phase. The choice phase began with the placement of the mouse in the same starting arm as the sample phase and was allowed to freely explore all three of the arms for another 5 min. An arm entry was defined as four limbs within the arm. The percentage number of alternations was calculated as the number of actual alternations divided by the maximal number of alternations (the total number of arm entries minus 2). The total number of moves was also recorded as an index of ambulatory activity.

### 4.7 Mouse cortex tissues bulk RNA sequencing

Frozen cortex tissues harvested from mice subjected to the 2BC‐DID were harvested and sent to the BGI Genomics for total RNA extraction and RNA sequencing with the DNBSET™ platform. FASTQ files obtained were subsequently analysed by the FastQC (V. 0.11.9) of Babraham Bioinformatics, serving as a quality control assessment tool for these data. After assuring the quality of the data files, genome indexes were generated using the STAR software using. These indexes were generated with the mouse annotation and mouse genome assembly provided by Gencode Release 28 (GRCm39, released in May 2021). The cleaned dataset was then aligned with the genome indexes using the STAR alignment software. FeatureCounts was then used to quantify the sequencing data. Data extraction, matrix construction and differential gene expression analysis were then performed using the DESeq2 package on R. Pathway analysis was performed with the Ingenuity IPA (Qiagen) platform and Enrich R. The original FASTQ files were deposited on GEO Omnibus (GSE202183).

### 4.8 Single‐cell RNA sequencing data mining and analysis

The original and raw single nuclei‐RNA sequencing data of the prefrontal cortex of control and AUD individuals were downloaded from the GEO database (GSE141552).

DropletUtils was then used as the first filter to remove any cells with extremely low expression in each of the samples, with the false positive rate set as 0.01. Filtered cells were then merged into an integrated dataset which was then analysed by the Seurat 4.0.5. Genes expressed in at least three nuclei were retained, and those outlier nuclei with a high ratio of mitochondrial encoded transcripts (i.e., >20%, <200 UMI) relative to the total RNA, and those potential doublets (>6000 UMI) were discarded in the subsequent analysis. The top 30 dimensions and resolution with 0.5 as input were used to build the tSNE graph and cell clusters.

Major brain cell types were annotated with well‐validated markers, these include *CAMK2A* and *GRIA1* as markers for neurons; *SLC1A2* for astrocytes; *MOBP* for oligodendrocytes; *VCAN* is for oligodendrocytes precursor cells and *P2RY12* for microglia and *FLT1* for endothelial cells.

For cell cycle gene analysis, a list of cell cycle‐related genes was downloaded from KEGG (hsa04110) and selected for targeted analysis. Their average expression in each cell cluster was obtained by the AverageExpression functions in the Seurat 4.0.5 package. Those enriched in target clusters were then clustered for pathway analysis using the EnrichR software, referencing the Reactome dataset.

The population of cell cycle re‐engaged neurons was compared between the control and AUD groups, and the significance was calculated by the Wilcoxon test.

The identification of differentially expressed genes of the targeted clusters between the control and AUD groups were calculated using the FindMarkers function in the Seuret 4.0.5 package with the cut‐off value set at p‐value <0.01 and min.pct = 0.25. Subsequent analyses were performed using the EnrichR software, referencing the Reactome dataset.

### 4.9 Quantification procedures and statistical analysis

For each experiment, no statistical methods were used to predetermine sample sizes, but our sample sizes were similar to those reported in recent publications (Chow et al., 2021; Zhou et al., 2020). Data distribution was assumed to be normal, but this was not formally tested. All samples were analysed, and the data collected was blinded to the experimental conditions. All experiments were performed on at least three independent occasions. Quantification of cellular morphology parameters was performed in a blinded manner. Analyses of the qPCR data were performed on Prism 8.0. Differences between groups were analysed using two‐tailed unpaired Student's *t*‐test (for two groups) or one‐way ANOVA (for more than three groups) for normally distributed data or using a Wilcoxon signed‐rank test for skewed data. Two‐way ANOVA was used to determine the effect of two nominal predictor variables. Pathway analysis was performed on Enrich R (https://maayanlab.cloud/Enrichr/). All statistical analyses were performed using GraphPad Prism 8.0 and the SigmaStat statistics software package. Log2FC ± 0.5 together with *p* < 0.05 were considered to indicate statistical significance.

Further information on methods is available in the Supplemental Information.

## AUTHOR CONTRIBUTIONS

Hei‐Man Chow and Ronald P. Hart conceptualized the study. Hei‐Man Chow, Jacquelyne Ka‐Li Sun, Genper Chi‐Ngai Wong, Meigui Yang, Tsun‐Ming Lau and Ronald P. Hart performed morphological analysis, biochemical and molecular assays, behavioural tests, mass spectrometry analyses, primary cultures and animal experiments. Deng Wu performed single‐cell transcriptomic analysis. Hei‐Man Chow wrote the manuscript. Hei‐Man Chow, Ronald P. Hart, Ho Yin Edwin Chan and Kin‐Ming Kwan discussed and edited the manuscript. Hei‐Man Chow supervised the project. All authors reviewed and gave final approval to the manuscript.

## CONFLICT OF INTEREST

None.

## Supporting information

AppendixS1
Click here for additional data file.

TableS1
Click here for additional data file.

TableS2
Click here for additional data file.

TableS3
Click here for additional data file.

TableS4
Click here for additional data file.

TableS5
Click here for additional data file.

TableS6
Click here for additional data file.

FigureS1
Click here for additional data file.

FigureS2
Click here for additional data file.

FigureS3
Click here for additional data file.

FigureS4
Click here for additional data file.

FigureS5
Click here for additional data file.

FigureS6
Click here for additional data file.

FigureS7
Click here for additional data file.

FigureS8
Click here for additional data file.

FigureS9
Click here for additional data file.

FigureS10
Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding authors upon reasonable request. Unique reagents generated in this study will be made available upon reasonable request to the lead contact with a completed Materials Transfer Agreement. The bulk RNA‐sequencing dataset is deposited in GEO Omnibus (GSE202183).

# Supplementary material for: Chronic alcohol metabolism results in DNA repair infidelity and cell cycle‐induced senescence in neurons
**Source:** Aging Cell. 2023 Jan 23;22(2):e13772. doi: 10.1111/acel.13772
**Supplement:** Supplementary file 1 — AppendixS1

**Supplementary Materials**

**Chronic alcohol metabolism results in DNA repair infidelity and cell cycle-induced senescence in neurons**

Jacquelyne Ka-Li SUN**^1^***

Deng WU^1*^

Genper Chi-Ngai WONG^1^

Tsun-Ming LAU**^1^**

Meigui YANG**^1^**

Ronald P HART**^5^**

Kin-Ming KWAN^1,2,3^

Ho Yin Edwin CHAN^1,4^

Hei-Man CHOW**^1,#^**

**Contents:**

1. **Supplementary Methods**
2. **Supplementary Figures and Legends**

**Supplementary Methods**

**Construction of the humanized *ALDH2* lentiviral plasmids**

A plasmid containing the NM_000690 isoform cDNA of human *ALDH2* was purchased from OriGene. Wild-type sequences were mutagenized to the E504K variant using the NEBaseChanger kit (New England Biolabs) with mutagenesis primers 5’-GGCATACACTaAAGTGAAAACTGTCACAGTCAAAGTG-3’ and 5’-TGCAGCCCGTACTCGCCC-3’. Mutagenesis was confirmed by sequencing. The coding sequence was extracted by PCR from both wild-type and E504K and assembled into a lentivirus backbone, driven by a human synapsin I promoter and fused with GFP at the C-terminal via a T2A “self-cleaving” linker, using the NEB HiFi Assembly Master Mix (New England Biolabs). Successful clones were confirmed by sequencing.

**Lentivirus production and transduction**

Lentivirus stocks were produced as previously described with slight modifications(Chow et al., 2019). Human embryonic kidney 293FT cells were transfected using Lipofectamine 2000 (Thermo Fisher) with the expression of two helper plasmids: psPAX2 and pMD2.G. Ten micrograms of the transfer vector, 5 µg psPAX2 and 5 µg pMD2.G of DNA were used per 10‐cm plate. Forty‐eight hours after transfection, the supernatants of four plates were pooled, centrifuged at 780 × g for 5 min, filtered through a 0.45‐µm pour size filter, and further centrifuged at 24 000 rpm for 2 h. The resulting pellet was re‐suspended in 100 µL of PBS. Lentivirus titration was performed on DIV5‐6 at titre range 107 IU/mL. In most experiments, cultures were infected overnight, rinsed twice with virus‐free medium the next morning and incubated in normal culturing medium for another 48–72 hours prior assay.

**Intracerebroventricular lentivirus injection**

The stereotactic injections of viral vectors were performed in isoflurane-anesthetized and head-fixed mice using a 10 μL Hamilton syringe. Injection volume and speed were controlled using a WPI Ultra Micro Pump. Lentiviral injections were performed with the in house packaged lentivirus carrying either the *hSyn-EGFP-ALDH2*1* or *hSyn-EGFP-ALDH2*2* constructs at titre 1.02 x 10^3^ genome copies per ml. EGFP expression at the site of injection was used to verify injection coordinates and determine the precise location of the injection. Injection coordinates at the medial prefrontal cortex were AP 1.4 mm to AP 2.8 mm, ML 0.25 mm, DV 2.3 mm (Nanoject, Neurostar). The needle was slowly withdrawn after injection. Animals were placed on a warming pad to recover and returned to the cage. Ectopic expression of genes was allowed for another 25-30 days before tissue collection and subsequent analyses.

**Mouse primary neuronal culture**

Mouse embryonic cortical neurons were isolated by standard procedures. Gravid females were killed on the 16th day of gestation and E16.5 embryos collected in ice‐cold PBS‐glucose. The cortical lobes were removed, following which the meninges were removed and the cortices were placed in 1× trypsin-EDTA solution for 10 min, with manual shaking for 5 min. After digestion, an equal volume of DMEM with 10% (vol/vol) FBS was added to inactivate the trypsin. Samples were then centrifuged at 2,500 rpm for 5 min. Supernatant was removed, followed by transferring the pellet to fresh Neurobasal medium supplemented with B‐27, penicillin/streptomycin (1×) and L‐glutamine (2 mM; GlutaMAX) prior to gentle resuspension. Tissue was triturated ten times through a 5 mL pipette and allowed to settle to the bottom of a 15‐mL conical tube. Dissociated cells in solution above the pellet were removed. Surviving cells were identified by trypan blue exclusion and counted before plating on poly‐L‐lysine‐coated (0.05 mg mL^−1^) glass coverslips. Enrichment of neuronal culture was performed using both a previously reported. 1.5 μM 5-fluoro-2’-deoxyuridine (FdU) (Sigma) was added at DIV4 and incubated for 24 hours to kill any proliferating cells in the dish. Medium containing FdU was then replaced with fresh medium without FdU (old to new complete Neurobasal medium in 1:1 ratio). Half of the medium was then replaced every 3 days for maintenance (Hui, Zhang, & Herrup, 2016). Unless otherwise specified, cells were plated in 24‐well plates at 50 000 cells per well and allowed to mature for over 7–10 days in vitro (DIV) before transfection or lentiviral transduction. For other experiments, cells were grown for a minimum of 14 days in vitro (DIV14) before any drug‐treatment experiments.

**Primary astrocyte culture**

In mouse primary astrocyte culture, we have adopted the culturing protocol developed by the Barres lab (Foo et al., 2011; Zhang et al., 2016). For mouse astrocytes cultures, purification of ultrapure brain cortex astrocytes from postnatal pups (P1-2), the experimental step contains three major steps, including tissue dissociation, additional myelin removal, and astrocyte isolation as previously reported (Batiuk et al., 2017). Brain cortical tissue was dissociated using the Neural Tissue Dissociation Kit P (papain) (Miltenyi Biotec.). Following enzymatic digestion, cells were released using mechanical trituration with 10 mL serological pipettes (three rounds of ten strokes each). Freshly dissociated cells were then passed through a 20‐µm nylon net filter to remove remaining tissue clumps. Myelin removal using equilibrium density centrifugation was then performed. With 90% Percoll PLUS in 1 × Hank's balanced salt solution (HBSS) with calcium and magnesium added to the cell suspension, a final Percoll concentration of 24% was achieved. DNase I was then added (1250 units per 10 mL of suspension), and the suspension was mixed and then spun down at 300 × g for 11 min at room temperature in a Hettich 320R universal centrifuge. The cell‐containing pellet was resuspended in 0.5% BSA in PBS without calcium and magnesium (Thermo Fisher Scientific). Additional myelin removal step was performed with Myelin Removal Beads II (Miltenyi Biotec.) according to the manufacturer's instructions along with the LS magnetic column (Miltenyi Biotec.). The flow‐through was subsequently collected and made to proceed to astrocyte isolation with the ACSA‐2 kit (Miltenyi Biotec.) according to the standard protocol, using two runs of enrichment on consecutive MS columns (Miltenyi Biotec.). Portion of enriched astrocytes were subjected purity testing while the rest was used for culture in astrocyte growth media for initial proliferation phase until confluence (around 3 days), followed by switching to astrocyte base media for differentiation (another 4-5 days) prior applying any treatments. Both astrocyte growth media and base media were prepared freshly in the same formula as previously reported (Foo et al., 2011).

**Chronic intermittent ethanol (CIE) exposure**

CIE exposure was performed for various time courses and initiated at around DIV8-9. Briefly, conditioned neuronal culture medium was used for the CIE exposure paradigm by supplementing ethanol to a final concentration at 20 mM. The control plates were fed with identical medium but without ethanol. The 95% ethanol purchased from 190 proof Decan Laboratories was used. The primary neurons were fed with the above medium which being refreshed in every 24 h and the entire treatment lasted for different durations as indicated in the corresponding figures. The so-called “compensating system” designed to prevent ethanol evaporation in the culture dishes consisted of saturation of the atmosphere over the dishes by placing them inside an expanded polystyrene container (250 x 140 x 180 mm) with an open pan containing 50 mM ethanol (4.125 mmoles) in aqueous solution (Eysseric et al., 1997). The container was closed but not sealed in such it did not prevent the passage of CO2 and air through the polystyrene when placed in the incubator. Culture dishes were placed directly inside the polystyrene box and a persistent exposure to 20 mM ethanol was maintained by daily refreshment with new conditioned medium with 20 mM ethanol. Changes in ethanol concentration in the medium was examined with the Analox GL6 analyser (Analox Instruments, Lunenburg, MA).

**Cell culture and transfection**

Immortalized human embryonic kidney cells (HEK293FT cell line, Thermo Fisher Scientific) were cultured in DMEM/10% (vol/vol) foetal bovine serum/penicillin–streptomycin medium (Gibco). Primary neurons were isolated from embryonic day 16 embryos of C57BL/6J mice and cultured as described above. DNA constructs were transfected with Lipofectamine 2000 or Lipofectamine LTX with Plus Reagent into HEK293FT cells and primary neuronal cultures, respectively. Following the manufacturer’s protocol, 6 hours after transfection, cells were refreshed with fresh culture medium and further incubated for 48–72 hours to allow recovery and ectopic expression.

**Glycolysis stress test**

The XF Glycolysis Stress Test (Seahorse Bioscience, Agilent) was used to assess glycolysis function in cells, which was conducted using the XFe24 Analyzer. By directly measuring ECAR, the kit provided a standard method to assess the following key parameters of glycolysis flux: glycolysis, glycolytic capacity and glycolytic reserve, in addition to non-glycolytic acidification. Cells were seeded at a density of 45,000 cells/well. Cells were first incubated in pyruvate-free glycolytic assay medium for 1 hour prior to the first injection of a saturated concentration of glucose (final concentration: 10mM). The cells catabolize glucose into pyruvate via the glycolysis pathway, producing ATP, nicotinamide-adenine dinucleotide (reduced form), water and protons. The discharge of protons into surrounding medium leads to a sudden increase in ECAR, which was used to define the basal glycolytic capacity. The second injection was oligomycin (final concentration: 1 µM), which may divert energy production to glycolysis by restricting mitochondrial ATP production. Consequently, the sharp increase in ECAR indicates the level of glycolytic capacity. The final injection was 2-deoxy-glucose [2-DG; final concentration: 50 mM], which is a glucose analogue that inhibits glycolysis through competitive binding to glucose hexokinase; the first enzyme in the glycolytic pathway. The resulting decrease in ECAR confirmed that the ECAR produced in the experiment was caused by glycolysis. The gap between glycolytic capacity and glycolysis was defined as the glycolytic reserve. The ECAR prior to glucose injection is referred to as non-glycolytic acidification and may occur due to additional processes in the cell.

**Quantitative RT-PCR (qPCR) analysis**

Total cellular RNA was purified from brain tissues or cultured cells using RNease kit (Qiagen) following the manufacturer’s protocol. For quantitative real-time PCR (qPCR), RNA was reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to the manufacturer’s instructions. The resulting cDNA was analysed by qRT-PCR using SYBR Green PCR Master Mix (Applied Biosystems). All reactions were performed in a Roche LightCycler (LC) 480 instrument using the following protocol: pre-incubation at 95^o^C for 15 min (1 cycle); denaturation at 94^o^C for 15 seconds, annealing and extension at 55^o^C for 30 seconds (40 cycles), melting at 95^o^C for 5 seconds, 65^o^C for 60 seconds and 95^o^C continues (1 cycle) followed by cooling at 40^o^C for 30 seconds. The specificity of the primers was confirmed by observing a single melting point peak. qPCR efficiency was calculated from the slope between 95 and 105% with co-efficiency of reaction R^2^=0.98-0.99. A total of 7-9 biological replicates x at least 3 technical replicates were performed for each treatment group. Normalization of results to stabilized expressed reference gene *Rpl13* in the brain was performed *(Rydbirk et al., 2016)*. Data was analysed using the comparative Ct method (ΔΔCt method).

**SDS-PAGE-Western Blotting**

Isolated brain tissues or cell pellets were homogenized in RIPA buffer (Millipore) with 1X complete protease inhibitor mixture (Roche) and 1X PhosSTOP phosphatase inhibitor mixture (Roche) on ice then centrifuged for 10 minutes at 18,400 x g to remove large debris. The protein concentration of the supernatant was determined by Bradford Assay (Bio-Rad). For SDS-PAGE (polyacrylamide gel electrophoresis), 100 µg of proteins derived from cell or tissue lysates were prepared in 5X sample buffer [10% w/v SDS; 10mM beta-mercaptoethanol; 20% v/v glycerol; 0.2M Tris-HCl, pH6.8; 0.05% Bromophenol Blue]. With a Bio-Rad system, separating gels of different acrylamide percentages (6%-15%) were prepared with the following components in double distilled water: acrylamide/bis-acrylamide (30%/0.8% w/v); 1.5M Tris (pH=8.8); 10% (w/v) SDS; 10% (w/v) ammonium persulfate and TEMED) and a 5% stacking gel (5ml prep: 2.975ml Water; 1.25ml 0.5M Tris-HCl, pH6.8; 0.05 ml 10% (w/v) SDS; 0.67ml acrylamide/bis-acrylamide (30%/0.8% w/v); 0.05ml 10% (w/v) ammonium persulfate and 0.005ml TEMED) were prepared. Samples were run in SDS-containing running buffer [25mM Tris-HCl; 200mM Glycine and 0.1% (w/v) SDS] until the dye front and the protein marker reached the foot of the glass plate. Standard immune-blotting procedures were used, which include protein transfer to polyvinylidene difluoride (PVDF) membranes, blocking with non-fat milk, and incubation with primary and secondary antibody, followed by visualization with the SuperSignal West Dura/Femto Chemiluminescent Substrate (ThermoFisher Scientific).

**Immunocytochemistry and immunohistochemistry**

For immunocytochemistry, primary neuronal cultures were grown on 13-mm coverslips in 24-well plates, whereas for immunohistochemistry, 10 µm cryo-section of frozen mouse brains were used. Samples were fixed with fresh 4% (wt/vol) paraformaldehyde (Sigma-Aldrich) for 10 min, washed and followed by permeabilization with 0.3% Triton-X100 in PBS for 10 min. After blocking with 5% (wt/vol) BSA in PBS for 1 h, primary antibodies were added and incubated overnight at 4^o^C. The following day, coverslips were washed three times (10 min each) with PBS. After rinsing, secondary antibodies were applied for 1 h at room temperature followed by three additional washes with PBS. The coverslips were then inverted and mounted on glass slides with ProLong Gold Antifade Reagent (Life Technologies). Immuno-florescence was analysed, and Z-stack maximum projected images were photographed using TCS SP8 confocal microscope (Leica Microsystems Inc.)

**Senescence-associated β-galactosidase assay with immunostaining**

Senescence β-galactosidase staining was performed as we previously reported (Chow et al., 2019) with a colorimetric kit according to the manufacturer’s protocol. In brief, 50,000 DIV14 neurons seeded on 13-mm poly-L-lysine-coated glass coverslips were washed with PBS and fixed with neutral-buffered 4% formaldehyde for 5 min at room temperature. Fixed cells were washed twice with PBS before incubation in SA-β-gal staining solution with an uniform pH = 7-7.2 at 37 °C. Using the cerebellar Purkinje neurons on the same brain section as reference, our incubations were stopped at 6 ± 0.5 h when these huge neighbouring cells had not yet developed any β-gal signals while signals started appearing in the targeted forebrain brain regions.

After incubation, samples were washed twice with PBS, observed and the numbers of blue SA-β-gal-positive cells were quantified using a microscope. For staining of tissue samples, frozen specimens sectioned at 10-µm thick were briefly fixed in 1% formaldehyde for 1 min, then staining was performed using the same procedures as for the cultured cells. Caution was taken in determining the incubation time in brain sections as subpopulations of neurons in the brain will sometimes develop false-positive signals if the incubation time extends beyond 12 hour or overnight.

Immunostaining was sometimes performed after the SA-β-gal staining procedures. In brief, cells or sections were washed twice in PBS after the blue colour was developed, then they were permeabilized with 0.5% Triton X-100 in PBS for 5 minutes at room temperature. After that, blocking with 0.5% BSA in PBS was performed for 1 hour, and primary antibody incubation in 0.5% BSA was allowed for another 3 h at room temperature. Once this incubation step was completed, samples were washed three times with PBS (10 minutes each) and incubated with secondary antibodies in 0.5% BSA for 1 h at room temperature. The washing step was then repeated, followed by nuclei staining with 1 µg ml–1 4,6-diamidino-2-phenylindole (DAPI) solution for 5 min. Samples were washed twice in PBS, mounted, and observed under microscope.

**Sudan Black B Staining**

Sudan Black B staining modified from Evangelou and Gorgoulis (Evangelou & Gorgoulis, 2017) was conducted to visualise lipofuscin, aggregates of lipid and protein indicative of cell senescence. In brief, 0.7% Sudan Black B in 70% ethanol solution was prepared and filtered. Cells were first dehydrated in 70% ethanol for 2 minutes and then stained overnight at room temperature. After this, the coverslips were washed in 50% ethanol solution until a clear background was obtained for subsequent brightfield imaging analysis.

**Colorimetry assay**

Cellular or tissue contents of Vitamin B12 (Novusbio, NBP2-59958), S-adenosyl Methionine (SAM) (abbexa, abx156749), S-adenosylhomocysteine (SAH) (Cell Biolabs, MET-5151) and 5-Methyltetrahydrofolate (5-mTHF) (Biomatik, EKU02032) were evaluated by commercially available ELISA kits following the manufacturers’ instructions. For cellular or tissue levels of Zinc 2+ ions (Abcam, ab102507), NADPH and NADP+ (BioVision, K347), acetaldehyde (BioAssay Systems, EACT-100), acetate (Abnova, KA3764) and dihydrofolate reductase assay (BioVision, K246) were evaluated by commercially available colorimetric assay kits following the manufacturers’ instructions.

**Untargeted metabolome analysis by capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) and liquid chromatography (LC)-TOFMS**

Metabolome analyses was performed in mouse frontal cortex tissue, primary neuron and astrocyte cultures using CE-TOFMS for both cationic and anionic metabolites on the basis of service purchased from Human Metabolome Technologies’ standard library. Samples were sent to HMT where their weight were first measured. For CE-TOFMS preparation, samples were mixed with 1,500 µl of 50% acetonitrile in water (v/v) containing internal standards (10 µM) and homogenized by a homogenizer (1,500 rpm, 120 sec x 1 times). The supernatant (400 µl) was then filtrated through 5-kDa cut off filter (ULTRAFREE-MC-PLHCC, HMT) to remove macromolecules. The filtrate was centrifugally concentrated and resuspended in 50 µl of ultrapure water immediately before measurement. Whereas for LC-TOFMS preparation, weighted samples were mixed with 300 µl of 1% formic acid in acetonitrile (v/v) containing internal standards (10 µM) and homogenized by a homogenizer (1,500 rpm, 120 sec x 2 times). The mixture was yet again homogenized after adding 100 µl of Milli-Q water and then centrifuged (2,300 x g, 4^o^C, 5 min). After the supernatant was collected, 300 µl of 1 % formic acid in acetonitrile (v/v) and 100 µl of MilliQ-water were added to the precipitation. The homogenization and centrifugation were performed as described previously, and the supernatant was mixed with previously collected one. The mixed supernatant was filtrated through 3-kDA cut-off filter (NANOCEP 3K OMEGA, PALL Corporation, Michigan, USA) to remove proteins and far filtrated through column (Hybrid SPE phospholipid 55261-U, Supelco, Bellefonte, PA, USA) to remove phospholipids. The filtrate was desiccated and resuspended in 200 µl of 50% isopropanol in Milli-Q water (v/v) immediately before the measurement.

*CE-TOFMS measurement:* The compounds were measured in the Cation and Anion modes of CE-TOFMS based metabolome analysis in the following conditions as previous reported (Chow et al., 2021). Samples were diluted in 2 folds for measurement, to improve analysis qualities of the CE-MS analysis.

Peaks detected in both CE-TOFMS and LC-TOFMS were extracted using automatic integration software (MasterHands ver. 2.17.1.11 developed at Keio University) in order to obtain peak information including m/z, migration time (MT) in CE, retention time (RT) in LC, and peak area. The peak area was then converted to relative peak area by the following equation. The peak detection limited was determined based on signal-noise ratio = 3.

**Relative Peak Area = Metabolite Peak Area / Internal Standard Peak Area x Sample Amount**

Putative metabolites were then assigned from HMT’s standard library and Known-Unknown peak library on the basis of m/z and MT or RT. The tolerance was ± 0.5 min in MT and ± 0.3 min in RT, ± 10 ppm (CE-TOFMS) and ± 25 ppm (LC-TOFMS) in m/z. If several peaks were assigned the same candidate, the candidate was given the branch number.

**Mass error (ppm) = (Measured Value – Theoretical Value) / Measured Value x 10^6^**

Subsequent absolute quantification was performed in target metabolites. All the metabolite concentrations were calculated by normalizing the peak area of each metabolite with respect to the area of the internal standard and by using standard curves, which were obtained by single-point (100 µM or 50 µM) calibrations. Significantly changed metabolites (with Log_2_FC ± 0.5; P<0.05) were enriched and analysed by the Metabolite Set Enrichment Analysis (MESA) or the Joint Pathway Analysis module (with KEGG metabolic gene expression data) on MetaboAnalyst (<https://www.metaboanalyst.ca/MetaboAnalyst/ModuleView.xhtml> ).

**Stable-isotope labelled glucose and ethanol metabolite tracing**

Metabolic fate and competitive metabolic flux of glucose and ethanol were performed. In primary neurons, glucose-^13^C_6_ isotope alone or simultaneously with Ethanol-^13^C_2_,1,1,2,2,2-d_5_ incubation for 2 hours was first performed, followed by tracing by the capillary electrophoresis-time of flight mass spectrometer (CE‐TOF/MS). DIV12-14 neurons were incubated in the glucose-free medium supplemented with glucose-^13^C_6_ isotope (Cambridge Isotope, CLM-1396) alone or also in the presence of Ethanol-^13^C_2_,1,1,2,2,2-d_5_ isotope (Sigma-Aldrich, 682586). Cell lysates were collected at 2-h post incubation by being washed twice with 10 mL of 5% mannitol aqueous solution, and subsequently incubated with 1 mL of methanol containing 25 µm internal standards (methionine sulfone, 2‐(N‐morpholino) ‐ethanesulfonic acid (MES) and D‐camphor‐10‐sulfonic acid) for 10 min. Four hundred microliters of the extracts were mixed with 200 µL Milli‐Q water and 400 µL chloroform and centrifuged at 10 000 g for 3 min at 4 °C. Subsequently, 400 µL of the aqueous solution was centrifugally filtered through a 5‐kDa cut‐off filter to remove proteins. The filtrate was centrifugally concentrated and dissolved in 50 µL of Milli‐Q water that contained reference compounds (200 µm each of 3‐aminopyrrolidine and trimesate) immediately before metabolome analysis.

The relative concentrations of all the charged metabolites in samples were measured by CE‐TOFMS, following the methods as previously reported (Soga et al., 2006). In brief, a fused silica capillary (50 µm internal diameter × 100 cm) was used with 1 m formic acid as the electrolyte. Methanol: water (50% v/v) containing 0.1 µm hexakis (2,2‐difluoroethoxy) phosphazene was delivered as the sheath liquid at 10 µL min−1. Electrospray ionization (ESI)‐TOFMS was performed in positive‐ion mode, and the capillary voltage was set to 4 kV. Automatic recalibration of each acquired spectrum was achieved using the masses of the reference standards. [(13C isotopic ion of a protonated methanol dimer (2 MeOH + H)]^+^, m/z 66.0632) and ([hexakis (2,2‐difluoroethoxy) phosphazene + H]+, m/z 622.0290). Quantification was performed by comparing peak areas to calibration curves generated using internal standardization techniques with methionine sulfone. The other conditions were identical to those described previously (Soga et al., 2006). To analyze anionic metabolites, a commercially available COSMO (+) (chemically coated with cationic polymer) capillary (50 µm internal diameter × 105 cm) (Nacalai Tesque) was used with a 50 mm ammonium acetate solution (pH 8.5) as the electrolyte. Methanol: 5 mM ammonium acetate (50% v/v) containing 0.1 µm hexakis (2,2‐difluoroethoxy) phosphazene was delivered as the sheath liquid at 10 µL min−1. ESI‐TOFMS was performed in negative ion mode, and the capillary voltage was set to 3.5 kV. For anion analysis, trimesate and CAS were used as the reference and the internal standards, respectively. The other conditions were identical to those described previously (Soga et al., 2009). MPE of isotopes, an index of isotopic enrichment of metabolites, was calculated as the percent of all atoms within the metabolite pool that are labelled according to the established formula (Green et al., 2016).

**DNA adducts detection**

All of the chemicals used were of the highest purity grade commercially available. This analysis involves a number of key steps as listed below:

1. DNA extraction—DNA was isolated by the modified chaotropic NaI method, as previously described (Wang, Hirayasu, Ishizawa, & Kobayashi, 1994). Briefly, the tissues (500 mg) or the cellular pellets (3 × 108 cells) were homogenized in 10 mL of a lysis solution (320 mM sucrose, 5 mM MgCl2, 10 mM Tris-HCl, 0.1 mM desferroxamine, and 1% (v/v) Triton X-100 at pH 7.5). After centrifugation at 1500g for 10 min, the pellets were resuspended in 10 mL of the lysis solution and centrifuged one more time at 1500g for 10 min. The pellets were then suspended in 6 mL of 10 mM Tris-HCl buffer (pH 8.0) containing 5 mM EDTA, 0.15 mM desferroxamine, and 350 μL of 10% SDS. The enzymes RNase A (30 μL, 10 mg/mL) and RNase T1 (4 μL, 20 U/μL) in 10 mM Tris-HCl buffer (pH 7.4) containing 1 mM EDTA and 2.5 mM desferroxamine were added, and the reaction mixture was incubated at 37 °C. After 1 h, 300 μL of proteinase K (20 mg/mL) was added, and the reaction was incubated at 37 °C for 1 h. After centrifugation at 5000g for 15 min, the liquid phase was collected, 1 mL of a solution containing 7.6 M NaI, 40 mM Tris-HCl (pH 8), 20 mM EDTA, and 0.3 mM desferroxamine was added, and then 5 mL of isopropanol was added. The contents of the tube were mixed well by inversion until a white precipitate appeared. The precipitate was collected by centrifugation at 5000g for 15 min, washed with 5 mL of 60% isopropanol, centrifuged at 5000g for 15 min, washed with an additional 5 mL of 70% ethanol, and centrifuged at 5000g for 15 min. The DNA pellet was solubilized in 500 μL of desferroxamine (0.1 mM). The DNA concentration was measured spectrophotometrically at 260 nm.

2. Enzymatic hydrolysis of DNA—sodium acetate buffer (1 M, pH 5, 4 μL) and 33 fmol of [^15^N_5_]-1,N2-εdGuo were added to an aliquot of a 0.1 mM desferroxamine solution containing 200 μg of DNA. The DNA was then digested with 2 units of nuclease P1 at 37 °C for 30 min. Tris-HCl buffer (1 M, pH 7.4, 8 μL), 8 μL of phosphatase buffer, and 6 units of alkaline phosphatase were then added for an additional 1 h of incubation at 37 °C. The final volume of the solution was adjusted to 200 μL with water before the second incubation. The enzymes were precipitated by centrifugation at 5000g for 3 min, and the resulting aqueous layer was subjected to HPLC/ESI/MS-MS analysis (100 μL of the DNA solution/injection). The amounts of the reagents and labelled internal standards were proportionally adjusted for hydrolysis and analysis of other DNA quantities.

3. Synthesis of the 1, N^2^-etheno-2’-deoxyguanosine unlabelled standard—The 1, N^2^-εdGuo unlabelled standard was obtained by reacting dGuo with chloroacetaldehyde with subsequent purification by HPLC, as described previously. The identity of the compound was confirmed by ESI/MS and 1H NMR.

4. Synthesis of the [^15^N_5_]-1,N^2^-etheno-2’-deoxyguanosine Internal standard—[^15^N_5_]-1,N2-εdGuo was obtained by reacting [^15^N_5_]-dGuo with chloroacetaldehyde with subsequent purification by HPLC, as described previously. The identity of the [^15^N_5_]-adduct was confirmed by mass spectrometry analysis.

5. Synthesis of the 1,N^2^-Propano-2’-deoxyguanosine (6R,8R) and (6S,8S) Unlabelled Standards— dGuo (25 μmol) was dissolved in 2 mL of phosphate buffer (50 mM, pH 7.5) containing 1 mmol of acetaldehyde and 0.05 mmol of lysine (as a catalyst for adduct formation). The solution was mixed at 500 rpm at 37 °C for 12 h. The adducts were purified by HPLC (Shimadzu, Kyoto, Japan) with a Luna C18(2) analytical column (250 mm ×4.6 mm i.d., 5 μm, Phenomenex, Torrance, CA). The following water/acetonitrile gradient method was used: from 0 to 30 min, 0 to 8% acetonitrile and 0.8 to 0.5 mL/min; from 30 to 50 min, 8 to 15% acetonitrile and 0.5 to 0.6 mL/min; from 50 to 60 min, 15 to 50% acetonitrile, 0.6 to 0.8 mL/min; from 60 to 65 min, 50 to 0% acetonitrile and 0.8 mL/min; and from 65 to 70 min, 0% acetonitrile and 0.8 mL/min. The identities of the two diastereomeric products were confirmed by the following spectroscopic features: UV λmax 260 nm, ε = 15600 M−1 cm−1 (6S,8S) and ε = 15700 M−1 cm−1 (6R,8R) (SPD-E10A/VP Shimadzu). ESI/MS: m/z 338 ([M + H − 2-d-erythro-pentose]^+^), 222 ([M + H]+). 1H, 1H-1H COSY NMR (D2O) (Bruker DRX 500 MHz).

6. High-Performance Liquid Chromatography/Electrospray Ionization Tandem Mass Spectrometry (HPLC/ESI/MS-MS)—Applied Biosystems, Foster City, CA). The 1, N2-εdGuo and 1, N2-propanodGuo adducts in the DNA samples were detected by multiple reaction monitoring (MRM). Agilent HPLC system consisting of an autosampler (1200 High performance), a column oven at 18 °C (1200 G1216B), an automated switching valve, a 1200 Binary Pump SL, a 1200 Isocratic Pump SL, and a UV detector (1200 DAD G1315C) were used for sample injection and clean-up of the analytical column (Luna C18(2), 250 mm ×4.6 mm i.d., 5 μm, Phenomenex, Torrance, CA). The adduct was eluted from this column with a gradient of water and acetonitrile containing 0.1% formic acid with the following method: from 0 to 10 min, 10 to 40% acetonitrile and 0.65 to 0.2 mL/min; from 10 to 16 min, 40 to 30% acetonitrile and 0.2 mL/min; from 16 to 20 min, 30 to 60% acetonitrile and 0.2 mL/min; from 20 to 21 min, 60 to 40% acetonitrile and 0.2 mL/min; from 21 to 22 min, 40 to 90% acetonitrile and 0.2 to 0.65 mL/min; from 22 to 26 min, 90% acetonitrile and 0.65 mL/min; from 26 to 27 min, 90 to 10% acetonitrile and 0.65 mL/min; from 27 to 32 min, 10% acetonitrile and 0.65 mL/min.

An isocratic pump was used to simultaneously load a second column (Eclipse XDB-C18, 150 mm × 4.6 mm i.d., 5 μm, Agilent) at 0.2 mL/min with a solution of 60:40 water/acetonitrile with 0.1% formic acid and maintained a constant flow of the mobile phase to the mass spectrometer during the analysis. The position of the switching valve was changed twice: at 13 min to allow the eluent from the first column to enter the second column and at 25 min to permit the first column to be washed while the adduct was eluted through the second column to the mass spectrometer. The total time spent on this analysis was 32 min.

The DNA hydrolysates containing 32.5-33.1 fmol of the [^15^N_5_]-1,N2-εdGuo and [^15^N_5_]-1,N2-propanodGuo internal standards were injected into the system described above. The [M + H]+ ions corresponding to the m/z values 292/176 (1,N2-εdGuo), 297/181 ([^15^N_5_]-1,N2-εdGuo) and 338/222 (1,N2-propanodGuo), 343/227([^15^N_5_]-1,N2-propanodGuo) were monitored with a dwell time of 200 ms.

All of the parameters of the mass spectrometer were adjusted for acquisition of the best [M + H]+/[M + H − 2-d-erythro-pentose]+ transition. The curtain gas was adjusted to 25 psi, the source temperature was held at 450 °C, the nebulizer and auxiliary gas were maintained at 60 psi, the Turbo Ion Spray voltage was 5500 V, the collision gas was set on high, the interface heater was held at 100 °C, and the entrance potential was set to 10 V. For the 338/222 and 343/227 transitions, the following were selected: collision energy, 19 V; collision cell exit, 20 V; and declastering potential, 51 V. For the 292/176 and 297/181 transitions were selected 17 V of collision energy, 16 V of collision cell exit, and 41 V of declastering potential. The data were processed using Analyst 1.4.2 software.

**DNA crosslink detection**

This procedure was performed as previously reported (Hu, Chang, Cooke, & Chao, 2019) and generally involved the following key steps.

1. DNA purification and enzymatic hydrolysis—DNA from cells or tissues was precipitated and recovered using a solution of NaI, 2-prorano, and ethanol, as described above. The DNA pellet obtained was dissolved in 500 μL of 0.1 mM DFO solution, to a DNA concentration of ~500 μg/mL. The DNA recovery was nearly 100%, as determined by the dG content using LC-MS/MS. For DNA enzymatic hydrolysis, a previously reported three enzyme combination protocol (nuclease P1, alkaline phosphatase and snake venom phosphodiesterase I) was employed to selectively release the ICLs as modified dinucleosides.

2. Liquid chromatography-high resolution mass spectrometry—The DNA crosslinks was separated by a reversed-phase HPLC system (Waters, Acquity UPLC, Milford, MA, USA) using an Inertsil ODS-3 C18 column (150 x 2.1 mm i.d., 5 µm, GL Sciences, Tokyo, Japan). The LC conditions were as follow: mobile phase A was 1 mM aqueous ammonium acetate (AA) solution, and mobile phase B was 100% MeOH containing 0.1% (v/v) formic acid (FA). A linear gradient elusion was performed as follows: 0.5% of mobile phase B at 0-1 min, 30% of mobile phase B at 29 min, 99.5% of mobile phase B at 46.5 min with a 5 min hold, and then a 8.5 min re-equilibration to the initial condition. The eluents were diverted to waste for the first 8.5 min of the run to remove salts and avoid contamination of the MS system with the matrix. The flow rate was 0.25 mL/min and the total run time was 60 min. The injection volume was 15 µl. Mass spectrometry analysis was performed on an LTQ Orbitrap Fourier transform mass spectrometry (FTMS) instrument (LTQ Orbitrap Elite, Thermo Fisher Scientific, MA, USA) equipped with a HESI-II electrospray source, operated in positive ion mode. The source voltage was 3.5 kV. Both the heater and capillary temperatures were 200 ^o^C. The gas settling of sheath gas, auxiliary gas, and sweep gas were 30, 15 and 1 arbitrary unit, respectively. The S-lens level was set at 40%. Data acquisition and processing were conducted by Xcalibur software 2.2 (Thermo Fisher Scientific).

3. Data-dependent neutral loss-driven MS3 (DD-NL-MS^3^) acquisition and analysis—Followed by crosslink separation, data-dependent neutral loss-driven MS^3^ (DD-NL-MS^3^) was initiated with repeated full scan detection in the FTMS, followed by MS^2^ acquisition and constant neutral loss triggering of MS^3^ fragmentation. The FTMS full scan ranged from m/z 220 to 800 and was performed in the Orbitrap at a resolution of 60,000 with automatic gain control (AGC) of 1 x 10^6^ and a maximum ion injection time of 150ms. The three most intense full scan ions together with the ion intensity greater than 7,500 from the MS^1^ full scan spectra were selected and fragmented in the ion trap (MS^2^ fragmentation by collision-induced dissociation, CID), at a resolution of 15,000. Normal 2’-deoxyribonucleosides and their ion adducts (e.g., [M + Na]+, [M + K]+, [M + NH3]+, and [M + H + H_2_O]+) were excluded from the MS^2^ fragmentation. The MS^2^ fragmentation parameters were as follows: the ion injection time was 50 ms, the isolation mass width was 2 amu, the normalized collision energy (NCE) was set at 40% and the AGC was 5 x 10^4^. Data-dependent acquisition parameters were as follows: dynamic exclusion repeat count of one, repeat duration of 30 s, exclusion list size of 250, exclusion time of 9 s, and exclusion mass width of ± 5 ppm. MS^3^ fragmentation utilizing higher collision energy dissociation (HCD), using a NCE of 50%, was triggered if a neutral loss of two dR moieties (232.0948 amu ± 5 ppm) from the parent ion was detected, and one of the 10 most intense product ions from the MS^2^, giving a minimal signal of 250, was observed. Except for NCE, other MS^3^ fragmentation parameters (i.e., resolution, ion injection time, isolation mass width, and AGC value) were the same as those used for the MS^2^ fragmentation event, as described above. All spectra were acquired using two common background ion signals, including m/z at 391.284 [bis(2-ethylhexyl) phthalate] and m/z at 445.120 (dodecamethylcyclohexasiloxane) as lock masses to ensure mass accuracy.

**Supplementary Figures and Legends:**

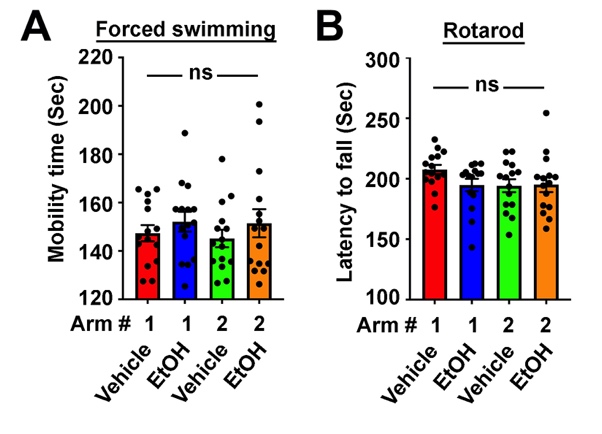

**Supplementary Figure 1. Depressive-like behaviour and motor coordination are not chronically affected upon binge-like drinking.** Mobility time of the forced swimming paradigm was quantified (N=15, ns=non-significant, one-way ANOVA). (P) Latency to fall in the rotarod paradigm was quantified (N=15, ns=non-significant, one-way ANOVA). Values represent the mean ± SEM.

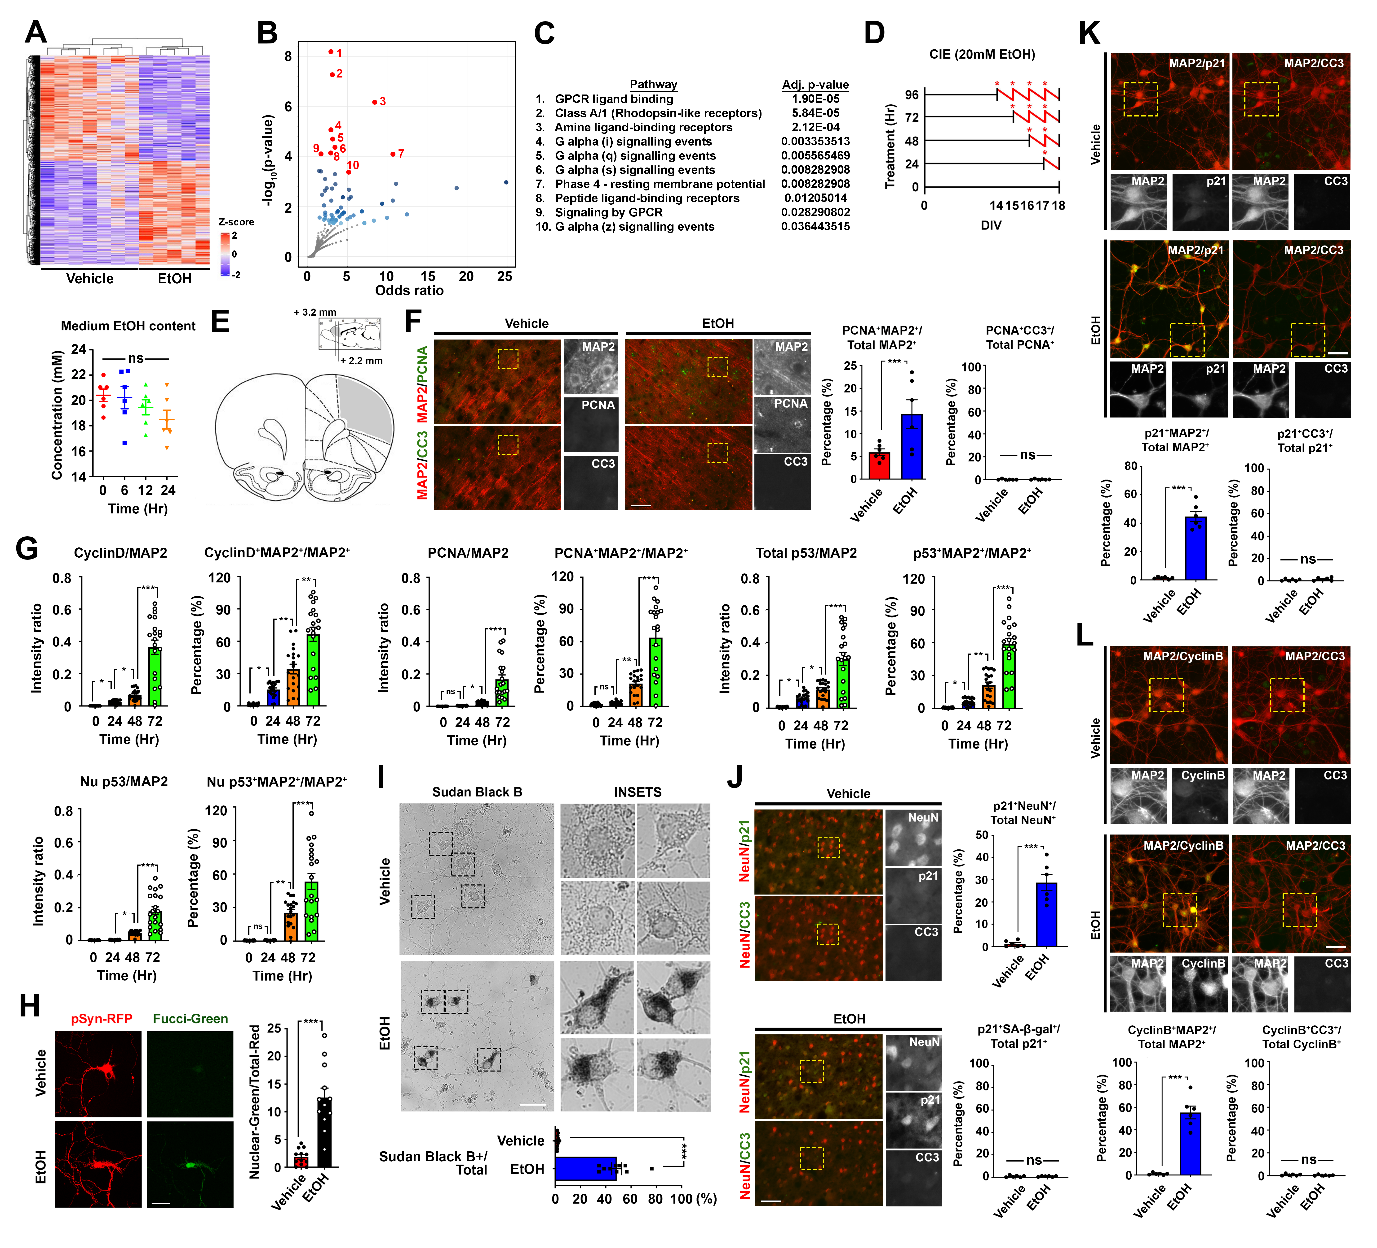

**Supplementary Figure 2. Chronic ethanol exposure promotes neuronal cell cycle re-entry and senescence.** (A) Heatmap illustrates the transcriptomic differences in cortical tissues harvested from vehicle or ethanol-exposed animals. (B-C) With the Reactome pathway database, significantly downregulated genes were clustered, the (B) volcano plot indicated the odds ratio and significance of the enriched pathways. (C) Top 10 pathways were listed out. (D) Schematics of the chronic intermittent ethanol (CIE) exposure paradigm, 20mM EtOH was refreshed along with new conditioned medium in every 24 hours. Histogram illustrated the rate of change in ethanol in medium over 24-hour period of time (N=6, ns=non-significant, one-way ANOVA). (E) Schematic brain map illustrated the motor-and somatosensory- cortex regions of the prefrontal lobe were the locations where majority of senescent neurons were identified from the immunohistochemistry analyses. (F) Representative immunohistochemistry images revealing PCNA positive neurons were negative for apoptotic cleaved caspase-3
(CC3) signals. Quantifications were shown (N=6, ***P<0.0001, ns=non-significant, two-tailed unpaired t-test, , scale bar: 200μm). (G) Quantifications on the proportion of primary neurons labelled with different cell cycle-related markers in Figure 2F upon the CIE-treatment for different courses (N=20, ***P<0.0001, **P<0.001, *P<0.01, one-way ANOVA). (H) Representative images of nuclear Fucci-Green signals in primary neuronal cultures subjected to the CIE treatment for 72 hours (N=12, ***P<0.0001, two-tailed unpaired t-test, scale bar: 20μm). (I) Representative images of Sudan Black B signals in primary neuronal culture subjected to CIE paradigm for 72 hours (N=10, ***P<0.0001, two-tailed unpaired t-test, scale bar: 100μm). (J) Representative immunohistochemistry images revealing p21 positive neurons were negative for apoptotic CC3 signals. Quantifications were shown (N=6, ***P<0.0001, ns=non-significant, two-tailed unpaired t-test, , scale bar: 200μm). (K-L) Representative immunocytochemistry images of p21, cyclin B and CC3 signals in primary neurons subjected to 72 hours of CIE paradigm. Quantifications were shown (N=6, ***P<0.0001, ns=non-significant, two-tailed unpaired t-test, , scale bar: 100μm). Values represent the mean ± SEM.

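Across the 16059 genes tested, Spearman's correlation of log2 CPM values had a median of 0.995 over the 31 pairs of mice within a group (from 0.991 to 0.996) and of 0.987 over the 35 pairs of a control and an ethanol-administered mouse (from 0.981 to 0.990). These correlations are across genes, which are not independent replicates.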

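The genes that the paper's Table S2 lists under its leading terms for downregulated genes were looked up in the counts of the cortex samples of Arm #2. Of the 45 genes listed under GPCR ligand binding, 42 passed the expression filter, all 42 had a negative log2 fold change and 38 were called lower (edgeR quasi-likelihood test, adjusted p under 0.05 and log2 fold change below -0.5). For the Class A/1 (Rhodopsin-like) receptors, 30 of the 33 listed genes that were tested were called lower, and for the amine ligand-binding receptors 10 of 11. These are the authors' own calls on the same samples. Of the 42 genes tested under GPCR ligand binding, 6 belong to a list of 15 striatal marker genes.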

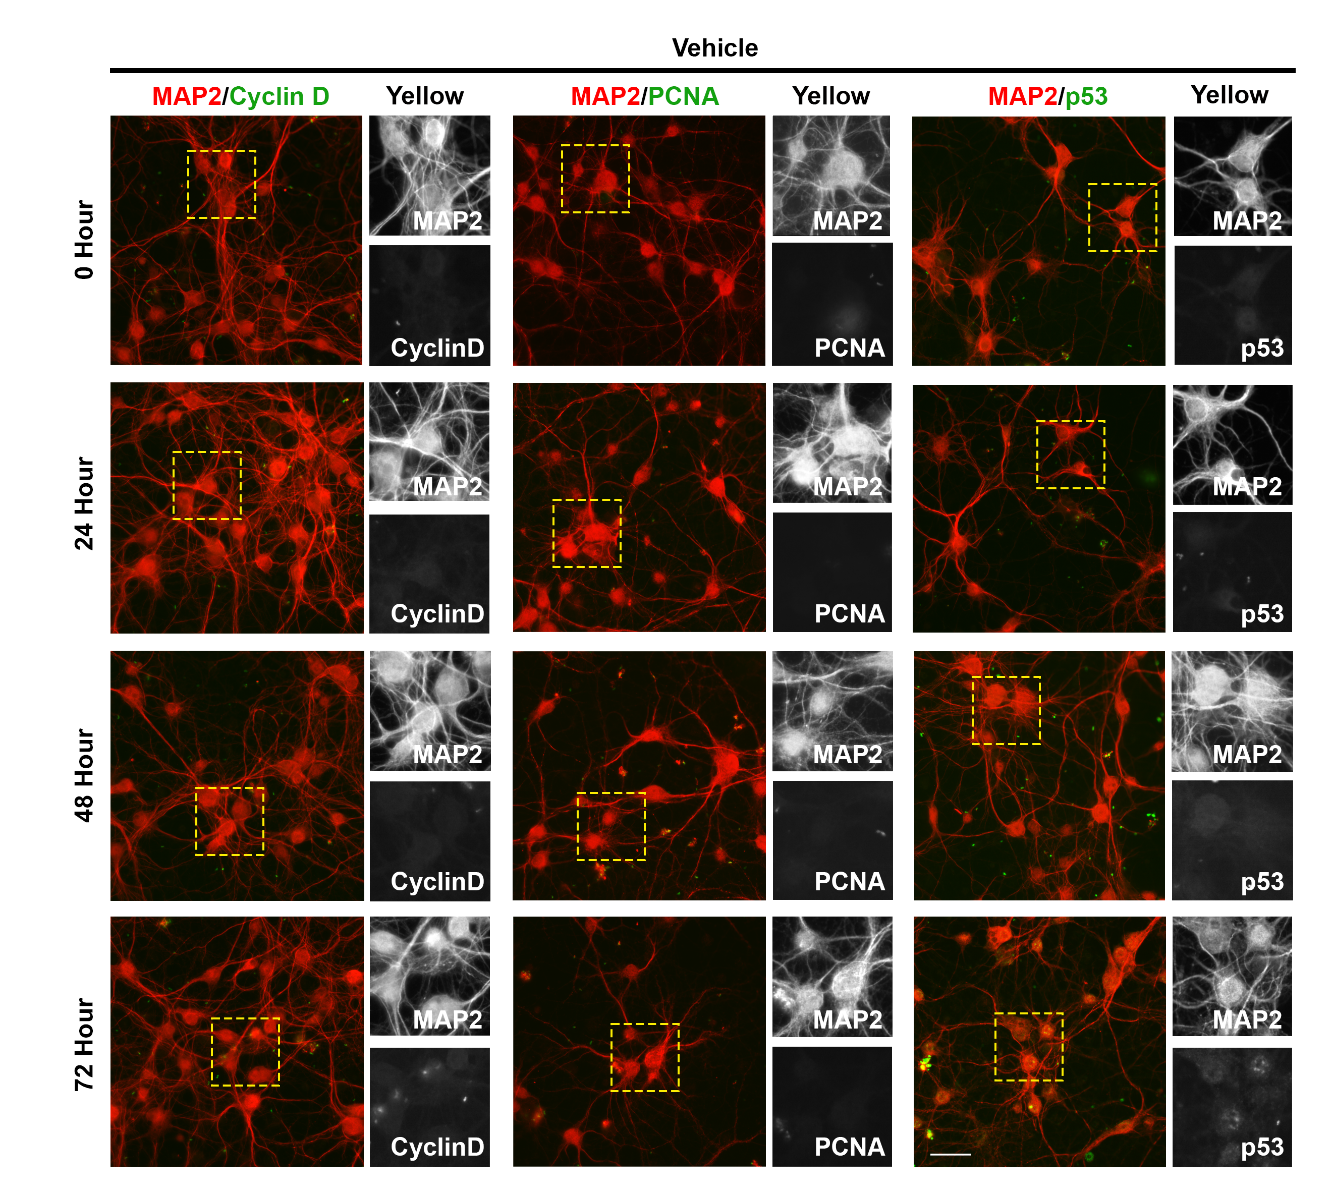

**Supplementary Figure 3. Baseline signals of cell cycle markers in vehicle-treated cortical neurons.** In complement to Figure 2F, representative immunofluorescent staining images of primary neurons subjected to exposure to vehicle for different time course in the CIE treatment paradigm (N=20, scale bar: 100μm).

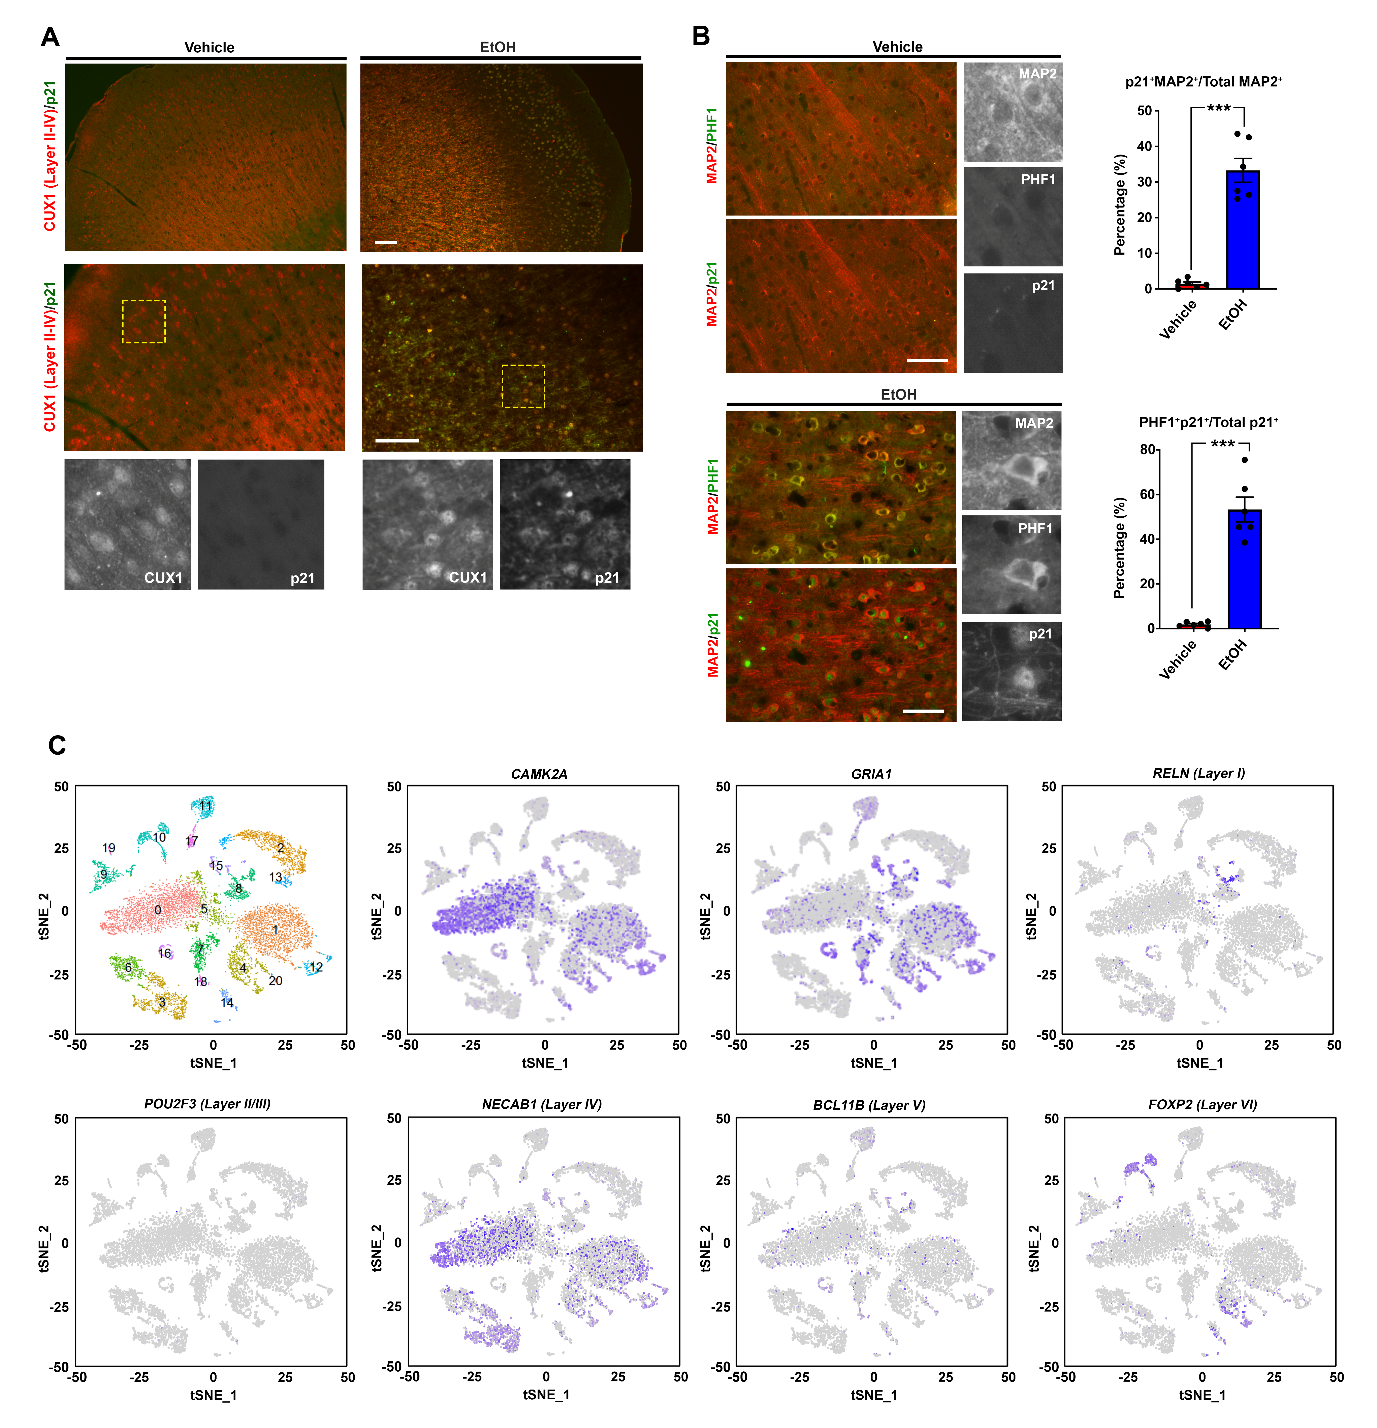

**Supplementary Figure 4. Upper cortical layer identities of senescent neurons.** (A) Representative immunohistochemistry images illustrating p21+ senescent neurons were predominantly overlapped with CUX1 signals, a classic marker for Layer II-IV neurons (N=5, Scale bar=200μm). (B) Representative immunohistochemistry images illustrating most p21+ senescent neurons were also positive for PHF1 phospho-Tau signals. Quantifications were shown (N=6, ***P<0.0001, two-tailed unpaired t-test). (C) T-distributed stochastic neighbour embedding (t-SNE) plot of all nuclei extracted from the dataset, which was then segregated and coloured as 20 distinct clusters of brain cells, based on their transcriptome features. Specific cortical layer markers were used to identify neurons from different layers. Clusters 0 and 5 excitatory neurons were mainly located at Layer IV.

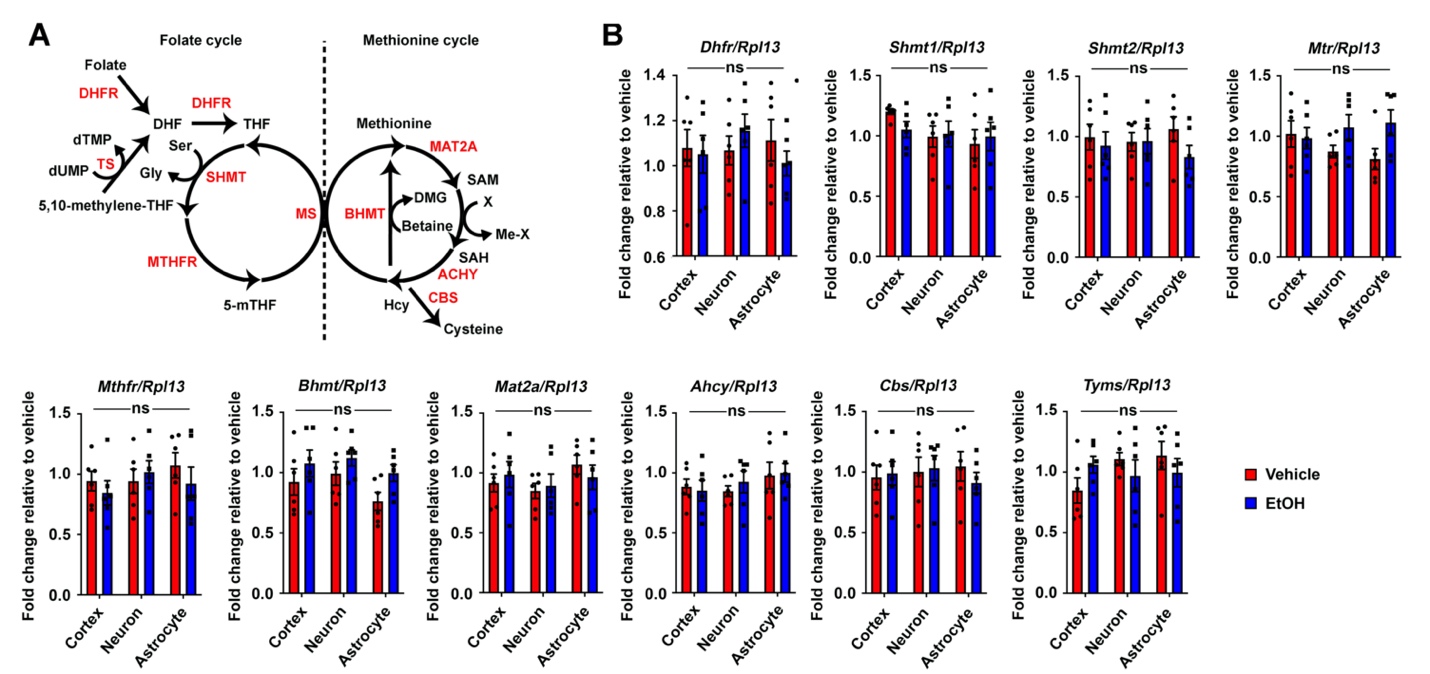

**Supplementary Figure 5. Ethanol exposure has no effect on expression of enzymes in the folate-methionine network.** (A) Schematic diagram showing the genes of key enzymes involved in regulating the folate-methionine network, (B) their expression levels were not affected upon chronic ethanol exposure (N=8, ns=non-significant, two-tailed unpaired t-test).

**
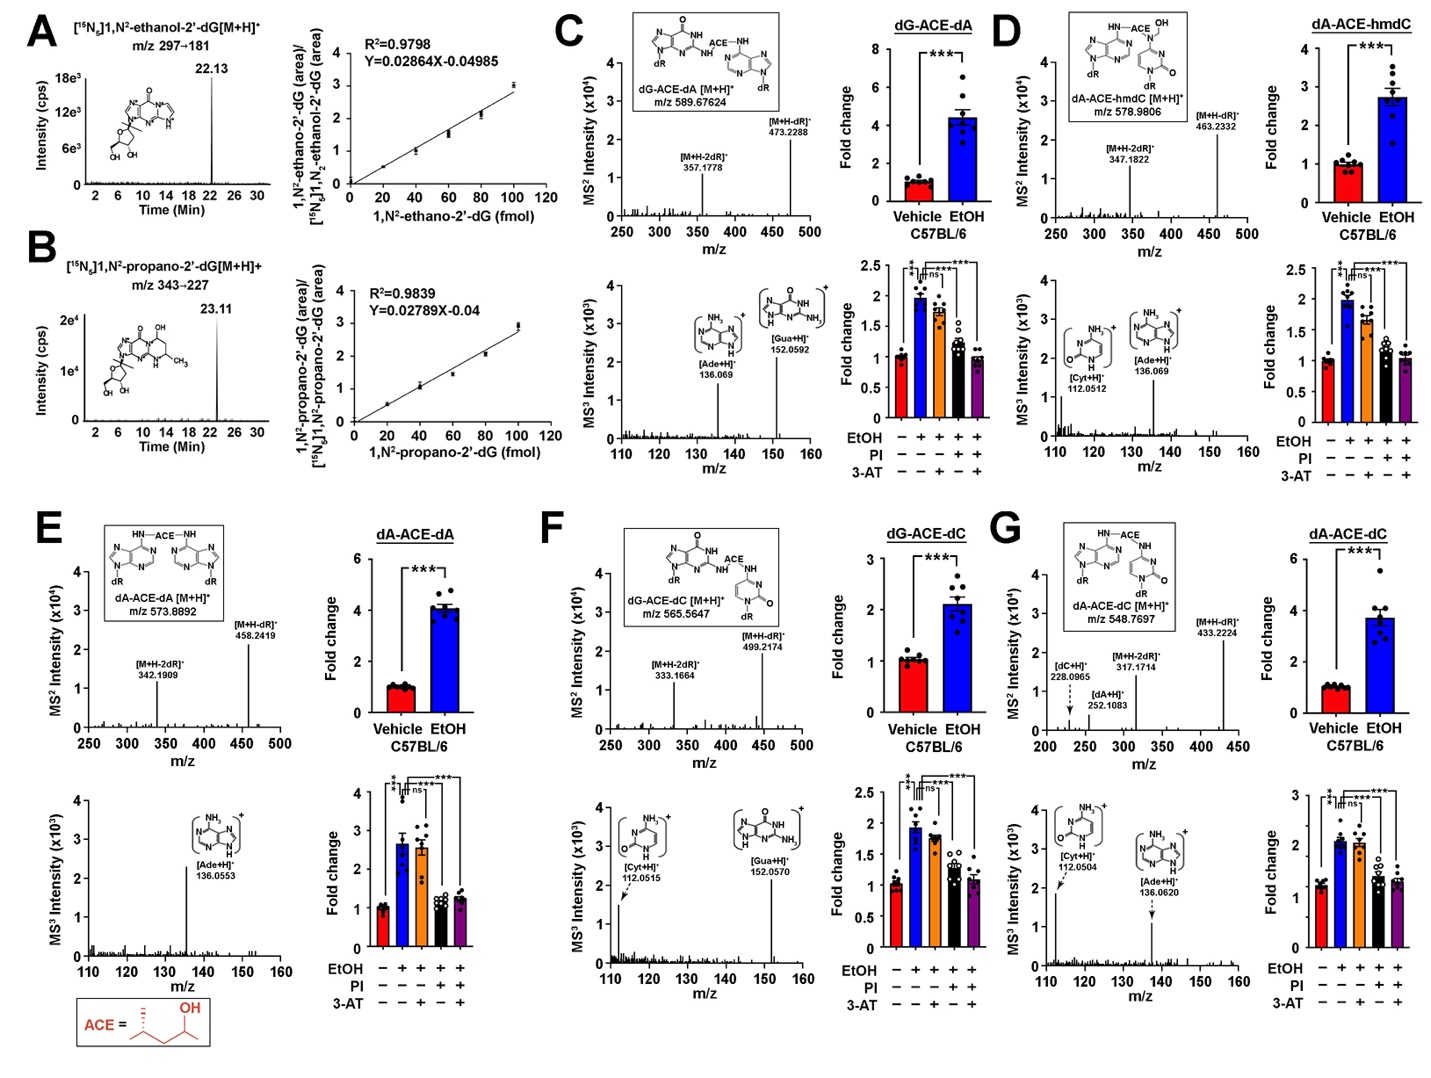
**

**Supplementary Figure 6. HPLC/ESI/MS-MS detection of DNA adducts and crosslinks.** (A) Representative ion chromatograms isotopic internal standards [^15^N_5_]-1,N^2^-ethano-2’-dG and (B) [^15^N_5_]-1,N^2^-propano-2’-dG, and the calibration curves were shown. Calibration curves were obtained by plotting the relative area ratios of unlabelled adducts to the isotopically ^15^N_5_-labelled adduct versus increasing amounts of [^15^N_5_]-1,N^2^-ethano-2’-dG and [^15^N_5_]-1,N^2^-propano-2’-dG (N=6). Conditions were as described in the Experimental Procedures section. (C-G) Product ion spectra of acetaldehyde-induced DNA crosslinks measured as dinucleosides. Quantification of their relative abundances in brain cortical tissues (N=8, ***P<0.0001, two-tailed unpaired t-test) and primary cortical neuron subjected to the CIE and drug co-treatment for 72 hours (10μM PI and 20μM 3-AT) (N=8, ***P<0.0001, one-way ANOVA).

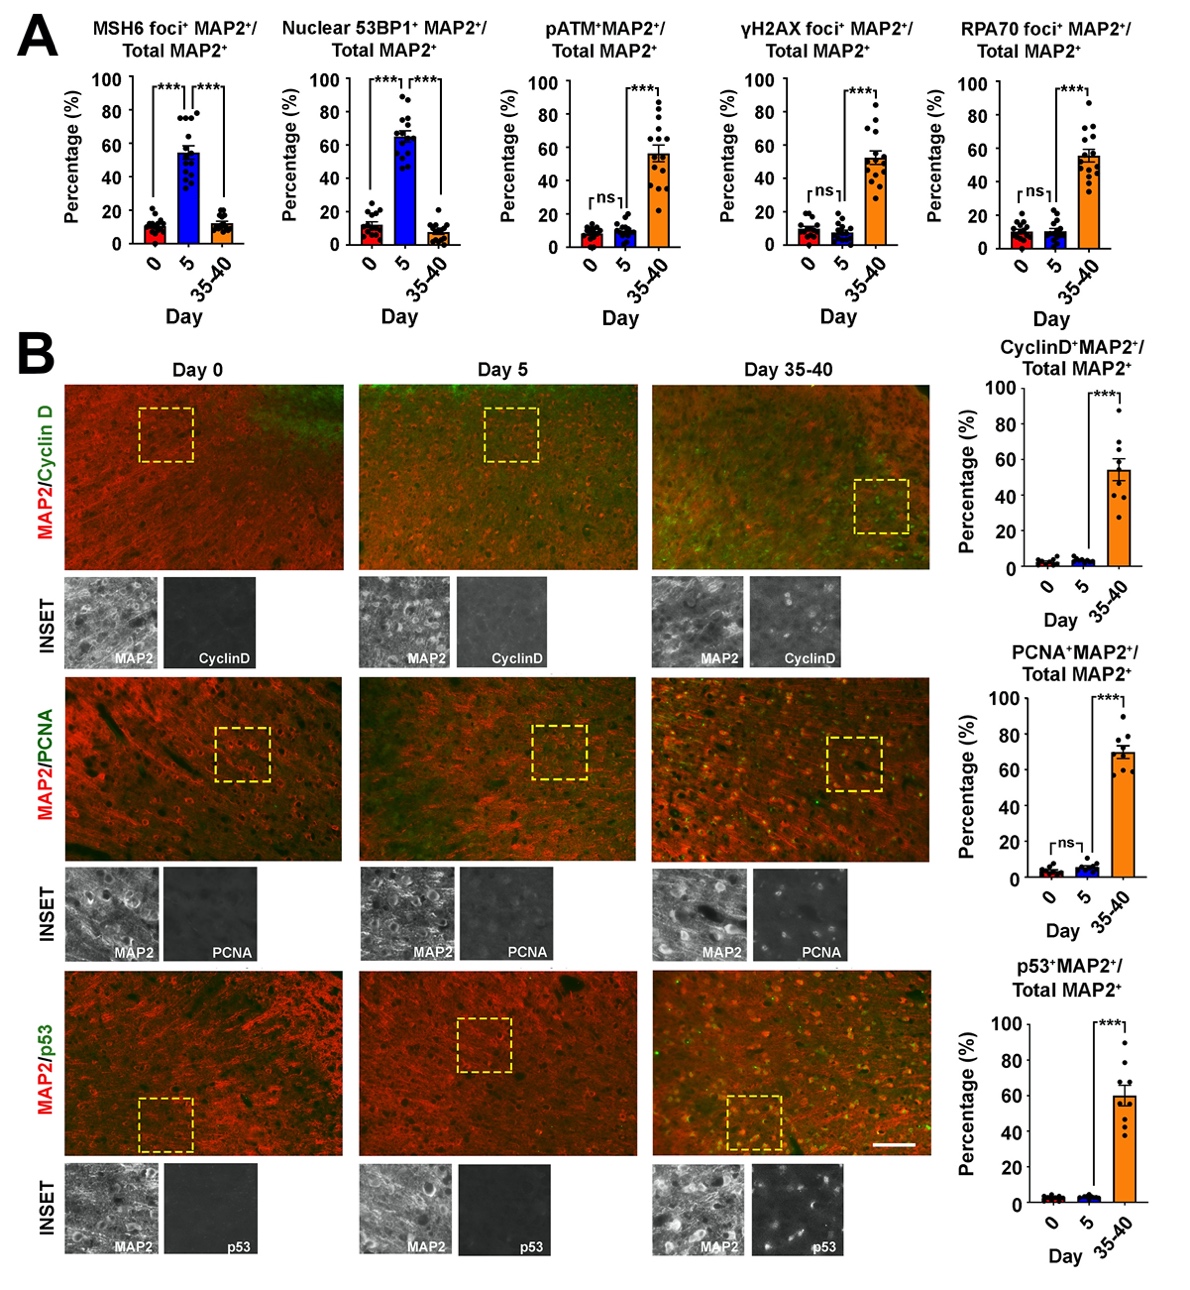

**Supplementary Figure 7.** **Additional data on illustrating the relationship between the length of chronic alcohol drinking period and neuronal cell cycle re-entry responses** (A) Quantification of the relative abundance of neurons positive for different markers of repair pathways as shown in Figure 6A (N=15, ***P<0.0001, ns=non-significant, one-way ANOVA). (B) Representative immunohistochemistry images of neuronal cell cycle markers emerged at different time points of the 2BC-DID paradigm. Quantifications were shown (N=9, ***P<0.0001, ns=non-significant, one-way ANOVA, scale bar: 200μm).

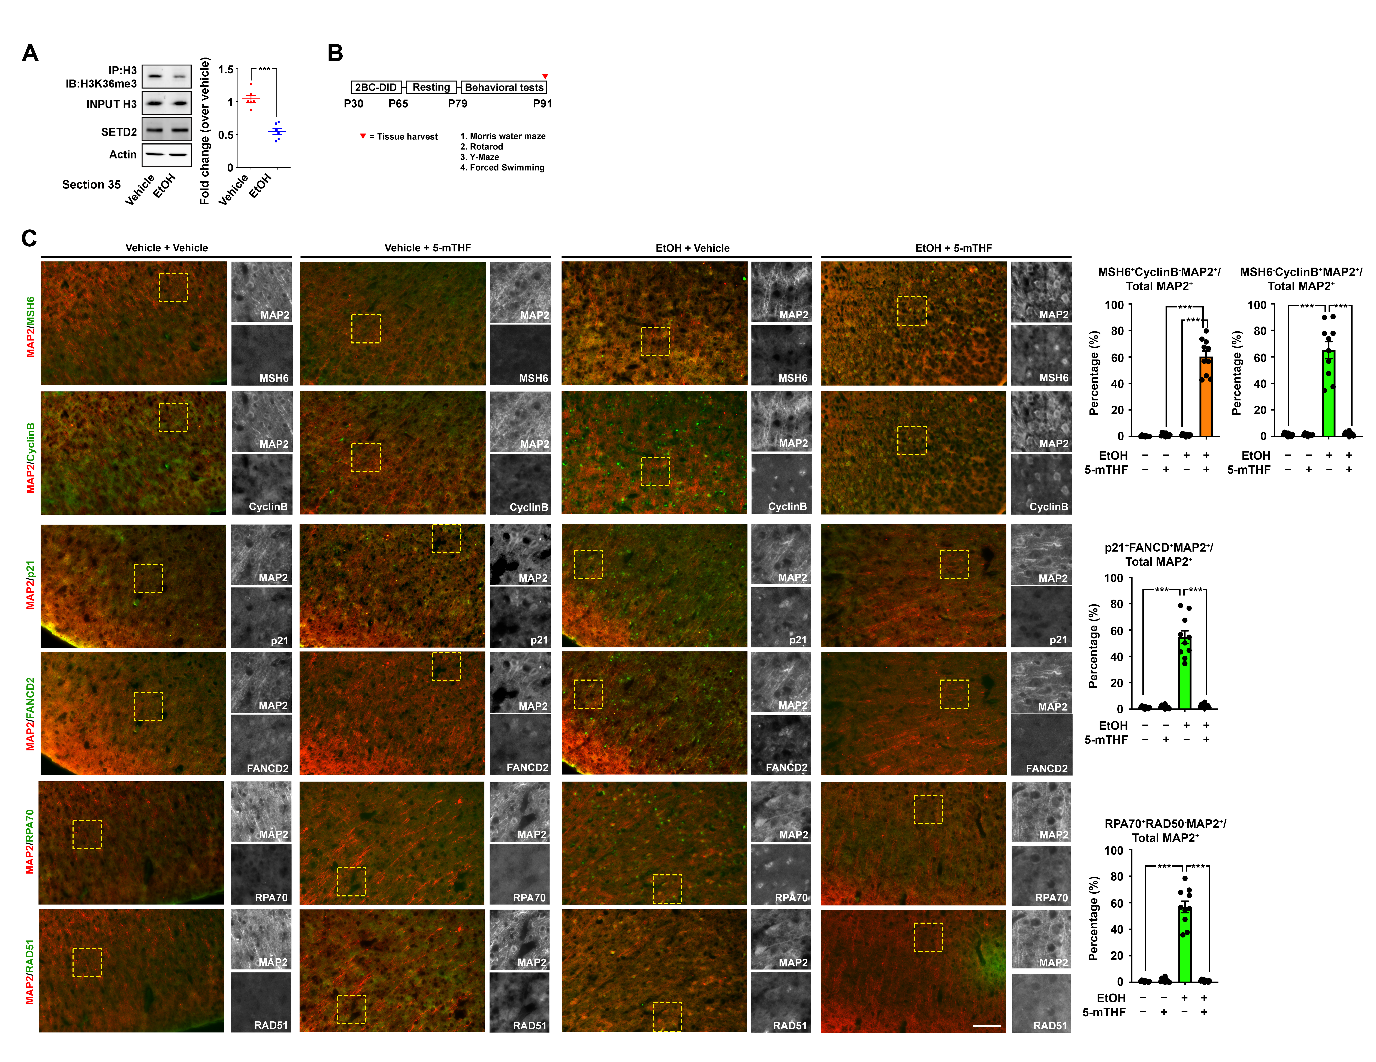

**Supplementary Figure 8. Additional information on 5-methyl tetrahydrofolate (5-mTHF) supplementation supports mismatch repair signalling, prevents neuronal cell senescence and brain function decline upon chronic ethanol exposure.** (A) Representative Western blots showing that 2BC-DID treatment for 35 days resulted in reduced activities of SETD2, reflected by reduced levels of H3K36me3. Quantification of the relative band intensities between H3K36me3 over total histone H3 levels were shown (N=6, ***P<0.0001, Two tailed unpaired t-test). (B) Schematic diagram showing the mouse treatment scheme. By three months of age, mice were subjected to the 2BC-DID paradigm with or without intranasal 5-mTHF supplementation every night, followed by 14 days of alcohol abstained period before undergoing through behavioural testing to evaluate if neuronal *Aldh1* knockout would affect the lasting behaviour and cellular changes. (C) Representative brain section images illustrating the effect of 5-mTHF supplementation on the pathways choice of repair, cell cycle and senescence markers. Quantification of neurons positive for different markers were shown (N=10, ***P<0.0001, One-way ANOVA, Scale bar=200μm).

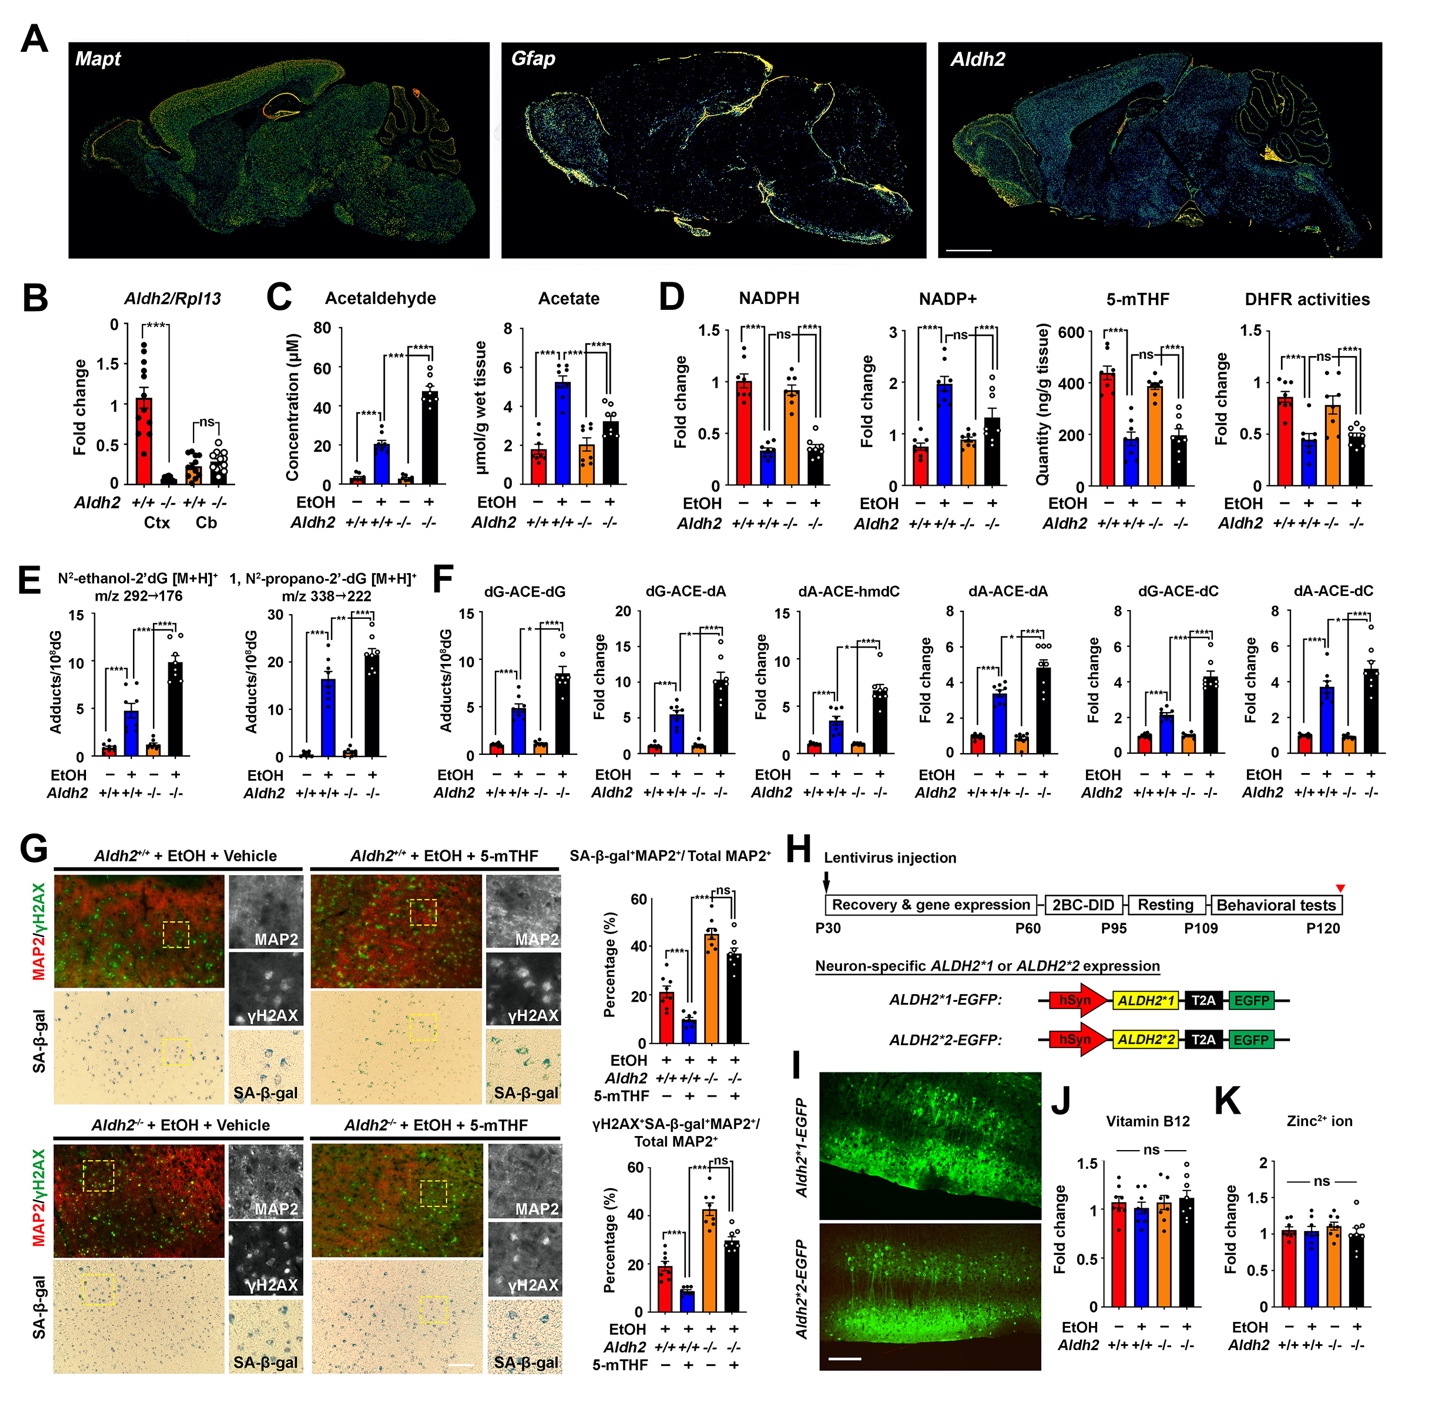

**Supplementary Figure 9. Additional data on how *ALDH2* loss-of-function mutation exacerbates neuronal senescence but could be alleviated by a metabolic drug-nutrient dyad strategy.** (A) Representative in situ hybridization showing the relative abundance of *Aldh2* mRNA in different brain regions and cell types of a mouse brain, adopted from the Allen Brain Mouse Atlas. (B) Quantification of relative abundance of *Aldh2* mRNA levels in the cortex (Ctx) versus cerebellum (Cb) regions of the *Aldh2^+/+^* and *Aldh2^-/-^* mice (N=12, ***P<0.0001, ns= non-significant, two-tailed unpaired t-test). (C) Quantification of brain cortex acetaldehyde and acetate contents in *Aldh2^+/+^* and *Aldh2^-/-^* mice (N=8, ***P<0.0001, one-way ANOVA). (D) Quantifications of the relative levels of NADPH, NADP+ and 5-mTHF levels as well as the activities of DHFR in cortex tissues of the *Aldh2^+/+^* and *Aldh2^-/-^* mice after completing the 2BC-DID paradigm (N=8, ***P<0.0001, ns=non-significance, one-way ANOVA). (E-F) Quantification of the relative abundance of various forms (E) DNA adducts and (F) crosslinks in the brain cortical tissues harvested from *Aldh2^+/+^* and *Aldh2^-/-^* mice subjected to the 2BC-DID paradigm (N=8, ***P<0.0001, *P<0.01, one way ANOVA). (G) Representative images illustrating the effect of 5-mTHF supplementation on the accumulation of γH2AX- and SA-β-gal-double positive neurons in the prefrontal cortex region of *Aldh2^+/+^ and Aldh2^-/-^* mice induced after the entire 2BC-DID treatment paradigm. Quantifications were shown (N=8, ***P<0.0001, ns=non-significant, one-way ANOVA, scale bar: 200μm). (H) Schematic diagram indicating the relative timing of stereotaxic injection of lentivirus carrying human *ALDH2*1* or *ALDH2*2* construct into the *Aldh2^-/-^* mice, followed by the 2BC-DID paradigm, intranasal co-administration of supplements (100 ng/day 5-mTHF ± 25 µg/day Aldh1 in a total of 10 µl) and behavioural analyses. At the bottom were the design of the *ALDH2*1* and *ALDH2*2* constructs that drove ectopic expression specific in neurons via the control of synapsin-1 promoter. (I) Representative images showing the expression efficiencies of *ALDH2*1* and *ALDH2*2* constructs in the prefrontal cortices of the brain at 30 days after the initial injection (N=8, scale bar=100μm). (J-K) Quantification of brain cortex (J) vitamin B12 and (K) Zinc 2+ ion levels in *Aldh2^+/+^* and *Aldh2^-/-^* mice (N=8, ns=non-significant, one-way ANOVA).

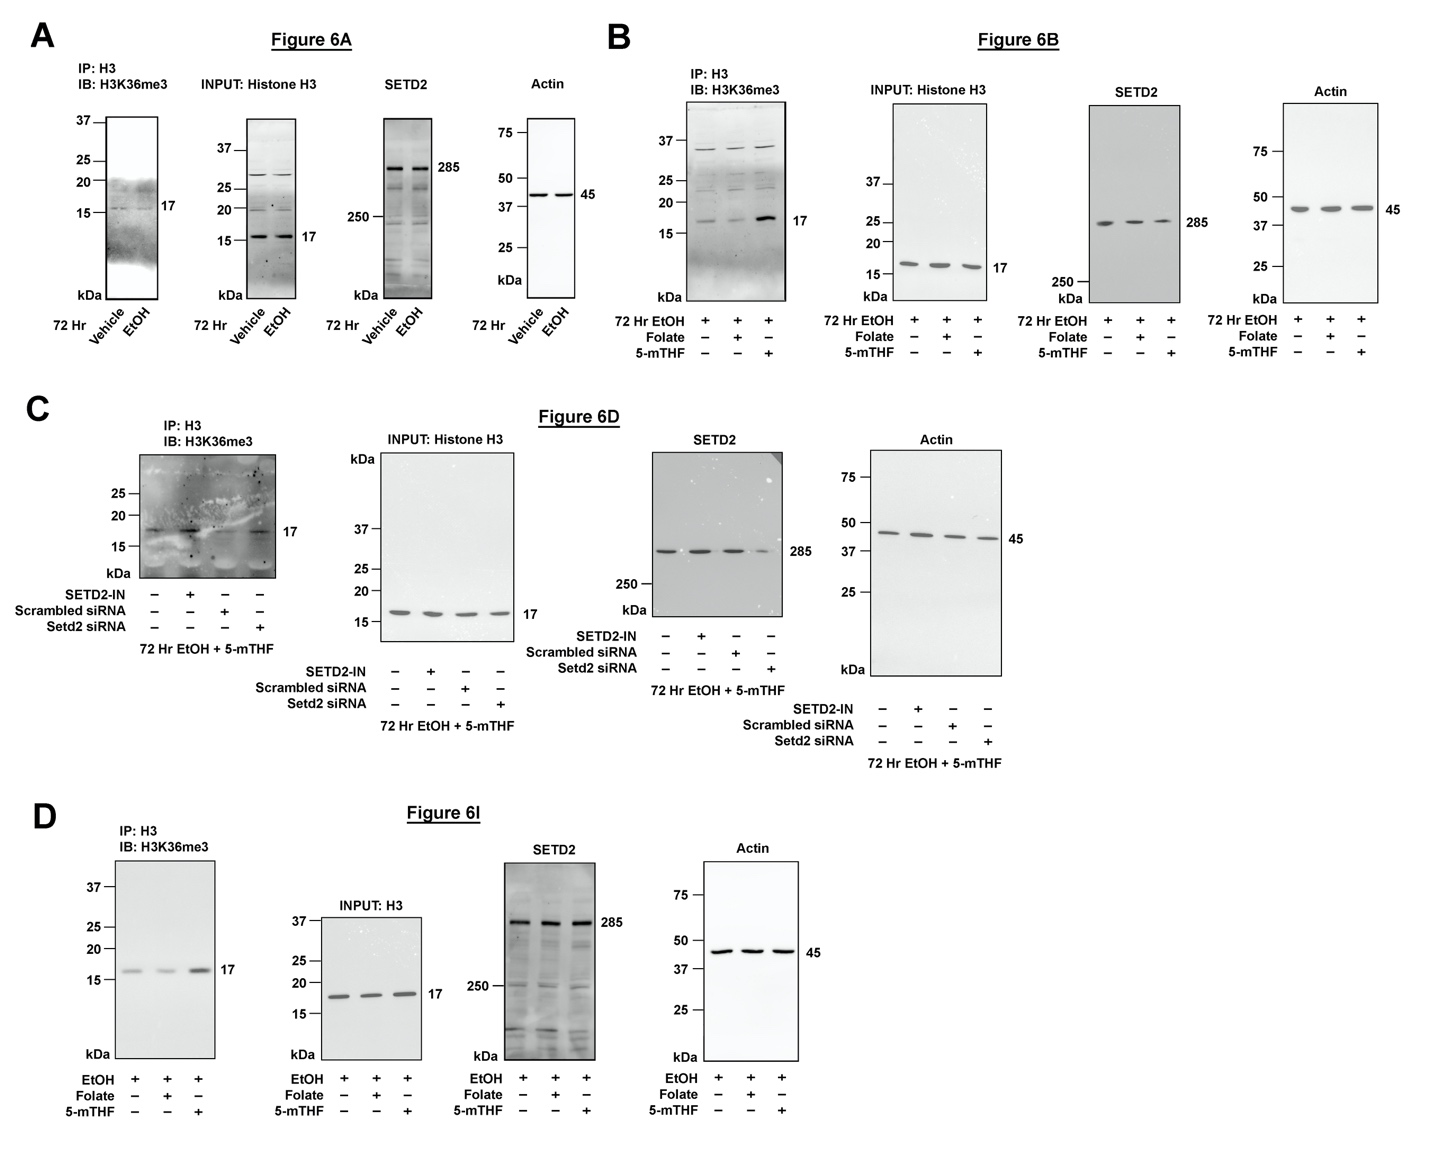

**Supplementary Figure 8. Full scans of representative immunoblot shown in different figures.**

**References**

Batiuk, M. Y., de Vin, F., Duque, S. I., Li, C., Saito, T., Saido, T., . . . Holt, M. G. (2017). An immunoaffinity-based method for isolating ultrapure adult astrocytes based on ATP1B2 targeting by the ACSA-2 antibody. *J Biol Chem, 292*(21), 8874-8891. doi:10.1074/jbc.M116.765313

Chow, H. M., Shi, M., Cheng, A., Gao, Y., Chen, G., Song, X., . . . Herrup, K. (2019). Age-related hyperinsulinemia leads to insulin resistance in neurons and cell-cycle-induced senescence. *Nat Neurosci, 22*(11), 1806-1819. doi:10.1038/s41593-019-0505-1

Chow, H. M., Sun, J. K., Hart, R. P., Cheng, K. K., Hung, C. H. L., Lau, T. M., & Kwan, K. M. (2021). Low-Density Lipoprotein Receptor-Related Protein 6 Cell Surface Availability Regulates Fuel Metabolism in Astrocytes. *Adv Sci (Weinh)*, e2004993. doi:10.1002/advs.202004993

Evangelou, K., & Gorgoulis, V. G. (2017). Sudan Black B, The Specific Histochemical Stain for Lipofuscin: A Novel Method to Detect Senescent Cells. *Methods Mol Biol, 1534*, 111-119. doi:10.1007/978-1-4939-6670-7_10

Eysseric, H., Gonthier, B., Soubeyran, A., Bessard, G., Saxod, R., & Barret, L. (1997). There is not simple method to maintain a constant ethanol concentration in long-term cell culture: keys to a solution applied to the survey of astrocytic ethanol absorption. *Alcohol, 14*(2), 111-115. doi:10.1016/s0741-8329(96)00112-7

Foo, L. C., Allen, N. J., Bushong, E. A., Ventura, P. B., Chung, W. S., Zhou, L., . . . Barres, B. A. (2011). Development of a method for the purification and culture of rodent astrocytes. *Neuron, 71*(5), 799-811. doi:10.1016/j.neuron.2011.07.022

Green, C. R., Wallace, M., Divakaruni, A. S., Phillips, S. A., Murphy, A. N., Ciaraldi, T. P., & Metallo, C. M. (2016). Branched-chain amino acid catabolism fuels adipocyte differentiation and lipogenesis. *Nat Chem Biol, 12*(1), 15-21. doi:10.1038/nchembio.1961

Hu, C. W., Chang, Y. J., Cooke, M. S., & Chao, M. R. (2019). DNA Crosslinkomics: A Tool for the Comprehensive Assessment of Interstrand Crosslinks Using High Resolution Mass Spectrometry. *Anal Chem, 91*(23), 15193-15203. doi:10.1021/acs.analchem.9b04068

Hui, C. W., Zhang, Y., & Herrup, K. (2016). Non-Neuronal Cells Are Required to Mediate the Effects of Neuroinflammation: Results from a Neuron-Enriched Culture System. *PLoS One, 11*(1), e0147134. doi:10.1371/journal.pone.0147134

Rydbirk, R., Folke, J., Winge, K., Aznar, S., Pakkenberg, B., & Brudek, T. (2016). Assessment of brain reference genes for RT-qPCR studies in neurodegenerative diseases. *Sci Rep, 6*, 37116. doi:10.1038/srep37116

Soga, T., Baran, R., Suematsu, M., Ueno, Y., Ikeda, S., Sakurakawa, T., . . . Tomita, M. (2006). Differential metabolomics reveals ophthalmic acid as an oxidative stress biomarker indicating hepatic glutathione consumption. *J Biol Chem, 281*(24), 16768-16776. doi:10.1074/jbc.M601876200

Soga, T., Igarashi, K., Ito, C., Mizobuchi, K., Zimmermann, H. P., & Tomita, M. (2009). Metabolomic profiling of anionic metabolites by capillary electrophoresis mass spectrometry. *Anal Chem, 81*(15), 6165-6174. doi:10.1021/ac900675k

Wang, L., Hirayasu, K., Ishizawa, M., & Kobayashi, Y. (1994). Purification of genomic DNA from human whole blood by isopropanol-fractionation with concentrated Nal and SDS. *Nucleic Acids Res, 22*(9), 1774-1775. doi:10.1093/nar/22.9.1774

Zhang, Y., Sloan, S. A., Clarke, L. E., Caneda, C., Plaza, C. A., Blumenthal, P. D., . . . Barres, B. A. (2016). Purification and Characterization of Progenitor and Mature Human Astrocytes Reveals Transcriptional and Functional Differences with Mouse. *Neuron, 89*(1), 37-53. doi:10.1016/j.neuron.2015.11.013

How the deposited data were processed for this re-analysis (not part of the article)

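RNA from the cortex of 12 mice of Arm #2 was sequenced, 7 controls and 5 ethanol-administered mice. The authors had total RNA extracted and sequenced by BGI, checked the reads with FastQC, aligned them to GRCm39 with STAR and the Gencode Release 28 annotation, and counted them on genes with featureCounts; their own comparison used DESeq2. The authors deposited one table of expected counts per gene symbol for 12 mice, without normalization, in which 61 gene symbols hold values that are not whole, for a reason that was not tested. Every column was matched to a mouse by its name, and 0 columns were left unmatched. Counts were rounded to whole numbers.

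Genes were kept with edgeR's filterByExpr function, which left 16059 genes. Library sizes were normalized with TMM, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (R 4.3.3, edgeR 4.0.16, limma 3.58.1). Genes were called different at an adjusted p under 0.05 and a log2 fold change above 0.5 in size, the thresholds the paper states. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. Principal components were taken from log2 CPM values with a prior count of 2 over the 500 most variable genes. Gene list scores are means of log2 CPM over listed genes, compared with an exact two-sided permutation test over all splits of 12 mice into 5 and 7, whose smallest p is 0.00126, and with limma's camera test (inter-gene correlation 0.01). The lists were written before the counts were examined, but after Table S1 had been read, which shows striatal genes as lower and hippocampal genes as higher.

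Genes are named by a rule set before the data were examined: the 5 genes with the smallest p among those called higher and the 5 among those called lower, all genes behind markers and enzymes the paper names, members of a gene list that were called, and the first 10 genes of Table S1. Some genes that the rule selects are not reported here one by one, but they remain in the gene lists and in the counts of genes. Genes whose value in Table S1 lies far from the others were named after their values had been seen. Gene positions are from the Gencode release 39 mouse annotation of GRCm39, the same genome build with a newer annotation than that of the authors. Since the strand and multi-mapping settings of the counting are not described in the paper's text, genes whose exons overlap another gene are uncertain. This applies to 59 of the 107 named genes placed at 1 location, among them all 9 genes whose value in Table S1 lies far from the others. Overlap does not set these 9 apart, as Drd2, Gpr161 and Rgs9 also have it and their values in Table S1 lie with the others.

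Total counts per mouse ranged from 31768076 to 42183029, and 3 counts correspond to at most 0.0944 CPM. Genes near 1 CPM, such as Ccna1, rest on few counts per mouse. Alternatives were DESeq2 1.42.0, limma voom, relative log expression and upper quartile factors, other expression filters (at least 1 count in any mouse, or at least 10 counts in every mouse), other fold change minimums (none, or 1), the replicate number as a block, marker scores or 1 surrogate variable (sva 3.50.0) as covariates, and each mouse left out in turn. Principal components were also taken over all genes passing the filter, from DESeq2's variance stabilizing transformation and without the striatum and hippocampus lists, and list scores also with relative log expression factors, with listed genes of at least 1 CPM, and with the marker scores regressed out. The camera test with the replicate block and DESeq2 fold changes rescaled to Table S1 were added after the values had been seen. Replicate numbers come from the sample labels and are numbers within each group of different mice; the paper describes no pairing.

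The fits were tested on simulated data, with counts drawn for the real genes and library sizes and 200 genes changed by a log2 fold change of 1 in either direction. The edgeR fit over 15908 genes recovered 190 of the 200 with 4 false calls, DESeq2 over 16059 genes recovered 191 with 5, and limma voom over 15908 genes recovered 190 with 6. With the striatum and hippocampus scores as covariates, the fit over 15908 genes recovered 1 of the 200. The paper's other experiments were not analysed here.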

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

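The tests on the marker lists were set before the counts were examined, although after Table S1 had been read. Among marker lists of brain regions and cell types, which the paper does not report for the bulk cortex data, 5 of 15 differed between the groups (exact permutation test, adjusted over the 15 lists). The striatum list was lower by 3.19 on the log2 scale in the ethanol-administered mice, whose scores all lay below every control mouse (difference -3.19, exact permutation p = 0.00126, adjusted 0.00473). The hippocampus list was higher by 1.25 in 5 of 5 mice (exact permutation p = 0.00126, adjusted 0.00473). The oligodendrocyte list differed by -0.45 (adjusted 0.0265, 4 of 5 mice below every control mouse), the microglia list by -0.22 (adjusted 0.00473, 5 of 5) and the astrocyte list by 0.21 (adjusted 0.00473, 5 of 5 above). In limma's camera test, the astrocyte list did not pass (adjusted p = 0.160), while the other 4 did. Camera assumed a correlation of 0.01 between genes, below the 0.69 found within groups among striatum markers, so its p-values can be too small.

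A candidate explanation for the striatum and hippocampus lists is a difference in the tissue dissected between the groups. If so, markers would also vary together between mice of one group. After removing group means, the mean correlation between striatum markers was 0.69, above the 95th percentile (0.069) of 10000 random lists matched on expression (p = 0.0001, the smallest these lists can give). For the hippocampus markers it was 0.078, against a 95th percentile of 0.062. These results are consistent with a varying content of striatal tissue and, less clearly, of hippocampal tissue, but genes of one cell type could also be regulated together, and an effect of ethanol on those cells was not tested apart from it. No explanation was tested for the oligodendrocyte, microglia and astrocyte lists.

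Single mice stood far from the rest of their group in 13 of 270 comparisons of a gene, list or total, where chance gives about 13.5. Control mouse 5 had 40690223 counts, where the next control mouse had 32356913, and ethanol-administered mouse 1 had 42183029, where the next had 33313165. Each group thus holds 1 deeper library, and leaving out these mice gave 1501 and 1244 genes called. Control mouse 6 had the highest blood list score (3.79, next 1.14) and the list did not differ between the groups (exact permutation p = 0.369), and without that mouse 1357 genes were called. Control mouse 7 had the highest p53 target score (3.96), the lowest aminergic receptor score (3.06) and the lowest log2 CPM of Rarb (2.54) and Prlr (-3.02) among control mice; 1349 genes were called without it. Its striatum list score was also the lowest among control mice (5.03, next 5.68), and Rarb and dopamine receptors of the aminergic list are among those markers, so a lower striatal content could account for part of these values; this was not tested for single mice. The remaining values were the lowest of Trp53 (4.46, ethanol-administered mouse 1), Cat (5.10, control mouse 5), Drd1 (3.12, ethanol-administered mouse 2) and Ccna2 (0.61, control mouse 4), and the highest of Dsp (0.051, control mouse 5) and Eomes (-1.57, ethanol-administered mouse 1), all in log2 CPM. No explanation was tested for these remaining values.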

How the results depend on the processing

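The alternatives were set before the data were examined, except the camera test with the replicate block and the rescaling of DESeq2 fold changes to Table S1, which were chosen after seeing the data. The cause of a change was not tested for any alternative unless stated. Under DESeq2, limma voom, other normalization factors, other expression filters, the replicate block, 1 surrogate variable and each mouse left out, the numbers of genes called higher and lower stayed within a factor of 1.5 of 674 and 657. DESeq2 called 740 and 724, of which 659 and 653 were the same genes, or 828 and 824 (1652 in total) with its fold changes rescaled to Table S1. The smallest numbers were 572 and 542 with at least 10 counts in every mouse. Across the 12 fits that each left out one mouse, between 1162 and 1501 genes were called in total. The share called higher was 50.6% and lay between 46.2% and 52.2% under the alternatives other than the marker covariates. Without a minimum fold change, 1947 genes were higher and 1863 lower, 3810 in total. With a minimum log2 fold change of 1, 242 were higher and 282 lower, 524 in total.

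With the striatum and hippocampus marker scores as covariates, 5 genes were called higher and 0 lower, 5 in total, where 1345 genes had an unadjusted p under 0.05; 1 of the 200 changed genes in the simulated data was recovered in this fit, so it had little power whatever the cause of the differences. The number of paper-named genes called changed from 2 to 0 in this fit and the number of gene lists past the camera test from 6 to 2. Under it, 36 named genes had a log2 fold change of the opposite sign, none with an adjusted p under 0.05: Ccnd1 1.02, Ccnd2 -0.026, Pcna 0.19, H2ax 1.15, Cdkn1a 1.12, Shmt1 -0.38, Shmt2 0.16, Cbs 0.050, Aldh2 -0.14, Trp53bp1 -0.31, Setd2 -0.22, Drd1 0.97, Ppp1r1b 0.30, Penk 0.041, Tac1 0.79, Pdyn 0.43, Rarb 0.092, Lrrc10b 0.39, Prox1 -0.96, Dsp -1.29, Lct -2.53, Tdo2 -2.17, Tnnt1 0.83, Fezf2 -0.56, Etv1 -0.068, Fos -1.91, Junb -0.86, Ccna1 -0.91, Drd4 1.14, Htr1b 0.89, Htr1d 3.47, Adra2b 4.59, Adra2c 2.05, Hmga1 0.36, Id1 0.62 and Il1a 1.10. With the scores regressed out, 0 of the 15 region and cell type lists differed, against 5 without. As the 2 scores together account for 96.8% of the variance of group membership, this step removes nearly any group difference whatever its origin, so the values near 0 that follow are no evidence for or against a difference in tissue. The list differences then were -0.0021 for p53 and G1 arrest (exact permutation p = 0.953), -0.0064 for cyclin D and G1, 0.0040 for senescence, -0.034 for proliferation and 0.025 for the aminergic receptors. Those of the thalamus (0.0089), immediate early (-0.023), circadian (-0.010), sex (-0.015) and one-carbon (-0.0075) lists changed sign.

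The PC1 share of variance, 61%, was 42.2% over all genes passing the filter, 74.4% with DESeq2's variance stabilizing transformation and 57.5% without the striatum and hippocampus lists. It lay between 58.2% and 63.3% with each mouse left out. The groups were separated on PC1 in each of these settings, with exact permutation p at most 0.00303.

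The difference in the p53 and G1 arrest list, -0.10 with an exact permutation p of 0.0391, was -0.12 with an exact permutation p of 0.00253 over the listed genes with a mean of at least 1 CPM. It did not pass 0.05 in camera (-0.099, p = 0.150, against 0.0391 in the exact permutation test), and with each mouse left out it lay between -0.128 and -0.082 with p up to 0.0758. The senescence list, -0.20, had a p of 0.318 in camera (-0.20) against 0.0139 in the exact permutation test, was -0.16 with an exact permutation p of 0.0114 over genes with a mean of at least 1 CPM, and lay between -0.25 and -0.18 with each mouse left out. The cyclin D and G1 list changed sign between -0.0095 and 0.036. The p53 target list lay between -0.096 and -0.018 with each mouse left out. The aminergic receptor list did not pass without striatal markers and dopamine receptors (-0.16, exact permutation p = 0.0682). The proliferation list kept its direction and its exact permutation p under 0.05 with each mouse left out (from -0.475 to -0.356). The direction of the upper layer list varied between -0.074 and 0.044 with each mouse left out.

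Replicate numbers 1 to 5 occur in both groups but belong to different mice. The deviations of same-numbered mice from their group means had a mean correlation of -0.027 across genes, against 0.0043 for other pairs. With the replicate number as a block, 690 genes were called higher and 634 lower, 1324 in total, of which 565 and 572 were the same genes, and 1 of the paper-named genes was called in place of 2. Under the replicate block in camera, the differences were -0.075 for the p53 and G1 arrest list, -0.245 for the senescence list, -0.505 for the aminergic receptors and 0.033 for the upper layer list. Aldh2 changed sign under the block (-0.032) and with upper quartile factors (-0.0011), and Fancd2 under the block (-0.032).

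Left out one at a time, mice changed the sign of 5 named genes near 0: Tyms between -0.059 and 0.16, Aldh2 between -0.023 and 0.033, Msh6 between -0.0059 and 0.054, Fancd2 between -0.021 and 0.13 and Cdkn2c between -0.15 and 0.0020. Among the named genes other than those whose sign changed, the adjusted p rose past 0.05 for 3 and fell under it for 3 under DESeq2, rose past it for 7 under limma voom, rose past it for 8 and fell under it for 1 under the replicate block, rose past it for 54 with the marker scores as covariates, and fell under it for 2 each with 1 surrogate variable and with upper quartile factors. Over the 12 fits that each left out one mouse, there were 50 such rises and 12 such falls. The depth, at most 42183029 counts, limits genes near 0.1 CPM such as Serpina9 in the ethanol-administered mice.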

Differences from the paper's values

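Of 72 named genes in the rows of Table S1 read here, 38 had a log2 fold change that differed from the paper's value by more than its standard error. For 29 of these the direction was the same and the paper's value was larger in size, between 1.09 and 1.14 times the value here. The pairs, the paper's value before the value here, are 2.32 against 2.11 for Gm2115, 2.71 against 2.46 for Gpr161, 1.84 against 1.68 for Rxfp1, 1.25 against 1.14 for Adcy8, 2.88 against 2.62 for Fibcd1, -7.84 against -7.04 for Serpina9, -3.46 against -3.13 for Rgs9, -5.49 against -4.97 for Drd2, -5.22 against -4.71 for Cd4, -2.29 against -2.06 for Syt6, -2.81 against -2.54 for Drd1, -5.11 against -4.58 for Adora2a, -2.91 against -2.63 for Ppp1r1b, -4.11 against -3.72 for Penk, -3.19 against -2.89 for Tac1, -2.27 against -2.05 for Pde10a, -3.14 against -2.84 for Gpr6, -2.57 against -2.32 for Rarb, -5.92 against -5.28 for Six3, -5.79 against -5.06 for Isl1, -2.15 against -1.93 for Lrrc10b, 4.73 against 4.29 for C1ql2, 5.56 against 4.97 for Dsp, 2.36 against 2.14 for Spink8, 0.96 against 0.88 for Neurod1, -1.44 against -1.30 for Htr2a, -1.40 against -1.26 for Adra1b, -2.14 against -1.93 for Rasd2 and -1.59 against -1.43 for Cpne5. Among the alternatives set before the data were examined, the replicate block brought 8 of the 29 within the standard error, DESeq2 and limma voom 2 each, 1 surrogate variable and the marker covariates 1 each, and leaving out one mouse between 0 and 7. Relative log expression and upper quartile factors brought none within it.

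The other 9 genes were named after their values had been seen. For Id1 the paper's log2 fold change is 3.25 and the value here was -0.24 (edgeR adjusted p = 0.0687). For Cdkn1a the paper's log2 fold change is 1.12 and the value here was -1.0 (edgeR adjusted p = 9.74e-04). For Il1a the paper's log2 fold change is 1.07 and the value here was -1.0 (edgeR adjusted p = 0.0502). For Hmga1 the paper's log2 fold change is 1.50 and the value here was -0.12 (edgeR adjusted p = 0.246). For Ccna2 the paper's log2 fold change is 0.95 and the value here was -0.18 (edgeR adjusted p = 0.461). For Rb1 the paper's log2 fold change is 1.18 and the value here was 0.15 (edgeR adjusted p = 0.188). For Mapk4 the paper's log2 fold change is 0.65 and the value here was -0.26 (edgeR adjusted p = 0.00911). For Hira the paper's log2 fold change is 0.75 and the value here was -0.10 (edgeR adjusted p = 0.42). For Cdkn2c the paper's log2 fold change is 0.66 and the value here was -0.086 (edgeR adjusted p = 0.719). None of these genes was called higher with edgeR's or DESeq2's test. With the striatum and hippocampus marker scores as covariates, 2 of the 9 values fell within the standard error of the paper's. These were Cdkn1a at 1.12 (adjusted p = 0.790) and Il1a at 1.10 (adjusted p = 0.950). The standard error is that of the fit without the scores. The fit with the scores recovered 1 of 200 changed genes in simulated data and changed the sign of 36 named genes. These 2 values are therefore no evidence that an adjustment for tissue gives the paper's values. The 9 were also compared under DESeq2, limma voom, other normalization factors, the replicate block, 1 surrogate variable and each mouse left out. None of these closed the gap for any of the 9.

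The numbers of genes and the shares of the first principal components lay within a factor of 1.5 of the paper's values. The number of genes higher in ethanol was 674 here against the paper's 823, and that of genes lower in ethanol 657 against the paper's 818. With DESeq2's fold changes rescaled to Table S1, a setting chosen after seeing the values, 828 and 824 were called. The paper's share of PC1 is about 75% and that of PC2 about 8% in Figure 2a, read by eye, where 61% and 9.40% were obtained here and 74.4% and 8.25% with DESeq2's variance stabilizing transformation.

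From enriched terms, the paper infers that pathways of senescence and of p53-related cell cycle arrest were activated among upregulated genes. That enrichment was not tested here. In lists written by hand in place of the genes of the paper's terms, the mean log2 CPM of the p53 and G1 arrest list differed by -0.10 and that of the senescence list by -0.20, with 1 gene of the first and 0 of the second called higher. The paper also rests on staining of p53, cyclin D, PCNA, γH2AX, p21 and senescence-associated β-galactosidase in prefrontal cortex neurons. RNA of whole cortex tissue does not measure protein in those neurons, so the list values do not test that evidence.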

Other observations

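The comparison with Table S1 and its test were chosen after the values had been seen; the other tests below were set before. Across the 1996 rows of Table S1 read here, 1986 lay within 0.05 of one straight line against the log2 fold changes of DESeq2 on the same counts, with a slope of 1.10, an intercept of -0.0076 and a residual SD of 0.00066. With the DESeq2 fold changes placed on that line, 828 genes were called higher and 824 lower. The other 10 rows were Erdr1, at a distance between 0.05 and 0.5, and 9 genes over 0.5 away: Id1, Cdkn1a, Il1a, Hmga1, Ccna2, Rb1, Mapk4, Hira and Cdkn2c. For all 9, the table's value is positive and above the line. For Cdkn1a the table's value, the paper's 1.12, had the size of the value on the line (-1.12) with the opposite sign. One hypothesis is that such rows hold the value of another gene. For 5 of the 9, a gene outside the rows read lay within 0.005 in log2 fold change and 0.25 in log10 adjusted p of the table's row: Id1 with Lct, Hmga1 with Hmga1b, Ccna2 with Stk32b, Rb1 with Crb1 and Cdkn2c with Wnt2b. All 5 pairs had been noticed before these limits were set, so the count is a description and no chance probability is given. Over 12 pairs of limits, between 3 and 7 of the 9 had such a gene, against between 0 and 7.32% of the 519 rows on the line with values above 0.5, and between 0.604% and 15.0% of all 1986 rows on the line. The remaining 4 had none at the limits of 0.005 and 0.25. Of the 9, 6 belong to the cell cycle and senescence lists used here, which were written after Table S1 had been read. Whether the hypothesis holds cannot be told from these data, and rows of the table outside those read were not used here.

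The number of genes called different between the groups was tested against other splits of the 12 mice. Among the 32 splits that part all same-numbered mice, 1 gave as many genes, the real one; the next gave 496 and the median of the others was 0. Among 68 other splits drawn at random, which leave some same-numbered mice together, 0 gave as many, with at most 281. The number of gene lists past the camera test, 6, was reached by 2 of the 32 splits, the real one included, and by 5 of the 68. Apart from the real one, 2 of these 6 splits had 0 and 2 had 1 of the ethanol-administered mice in the group of 5. The 2 with 0, which include the split with 281 genes, keep much of the real contrast. The split with 496 genes also had 0. The other 2 of the 6 had 2 and 3. Of the 6, only the split with 281 genes called any. Splits that mix the groups and called 0 genes thus also reached this count of lists, and it does not set the real split apart.

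Technical explanations for the genes called different were tested in turn. Total counts did not differ between the groups (exact permutation p = 0.476), nor did the share of counts in the 20 highest genes (exact permutation p = 0.354). Across 15684 genes with a transcript in the annotation (97.7% of those tested), Spearman's rho of the log2 fold change was 0.22 with transcript length and -0.073 with GC content, below the limit of 0.3 set for either; genes are not independent replicates. A difference in dissected tissue could account for part of the calls. If the striatal or hippocampal content of mice drove other genes, their slopes on these scores within groups would follow the differences between groups; rho was 0.22 for the striatum and 0.18 for the hippocampus score, not above the 95th percentile of 1000 random lists (0.41 and 0.40). With both scores as covariates, 5 genes were called. In simulated data, that fit recovered 0.50% of changed genes, against 95% without the scores. That fit therefore cannot tell a difference in tissue from an effect of ethanol, and the other tests here did not settle it. Among control mice, which had no ethanol, the striatum score still ranged from 5.03 to 6.40. This spread is smaller in size than the difference of -3.19 between the groups.

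The choroid plexus list was higher by 1.67 in the ethanol-administered mice, with 7 of 9 tested genes called higher. However, 3 of 5 mice lay above every control mouse and the adjusted exact permutation p was 0.0568. In limma's camera test the adjusted p was 0.0140, but splits that mixed the groups and called 0 genes also passed lists in this test. Ethanol-administered mouse 3 had the highest score, 4.18, and the others lay between -0.19 and 2.70. Among the genes called higher, Kcnj13 and Otx2 kept an adjusted p under 0.05 in 9 and 11 of 12 fits leaving out one mouse. Of 32 genes behind markers and enzymes the paper measures in other samples or with other methods, 31 were tested and 2 were called, Cdkn1a and Cyp2e1, the latter with a log2 fold change of -1.63 (edgeR adjusted p = 0.0143) at a mean of 0.562 CPM in the control mice. With p-values adjusted over the list alone, 3 passed 0.05, and 5 when adjusted over all genes. For the 9 one-carbon genes tested the list differed by 0.048 (exact permutation p = 0.192), and none was called. The list of 10 marker genes differed by -0.29 (exact permutation p adjusted over these 4 lists 0.00505, 5 of 5 mice below every control mouse). That of 5 ethanol oxidation genes differed by -0.28 (adjusted 0.0101, 4 of 5) and that of 7 repair genes by 0.16 (adjusted 0.0370, 2 of 5 above). None of the 3 passed camera. Besides Cyp2e1, the ethanol oxidation genes had log2 fold changes of 0.058 (Cat), -0.10 (Adh1), -0.077 (Adh5) and 0.0041 (Aldh2). None of these had an adjusted p under 0.05. Among repair genes, the log2 fold change was 0.016 for Msh6 (edgeR adjusted p = 0.894) and 0.17 (edgeR adjusted p = 0.0626) for Trp53bp1. It was 0.42 (edgeR adjusted p = 0.0441) for Atm and 0.19 (edgeR adjusted p = 0.0224) for Rpa1. Atm kept an adjusted p under 0.05 in 2 of the 12 fits that left out one mouse, and Rpa1 in 10. The log2 fold change was -0.070 (edgeR adjusted p = 0.503) for Pcna and -0.19 (edgeR adjusted p = 0.185) for H2ax.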
